# Replication dynamics identifies the folding principles of the inactive X chromosome

**DOI:** 10.1038/s41594-023-01052-1

**Published:** 2023-08-10

**Authors:** Rawin Poonperm, Saya Ichihara, Hisashi Miura, Akie Tanigawa, Koji Nagao, Chikashi Obuse, Takashi Sado, Ichiro Hiratani

**Keywords:** Chromatin structure, Epigenetics, DNA replication, Nuclear organization, Chromosome conformation capture-based methods

## Abstract

Chromosome-wide late replication is an enigmatic hallmark of the inactive X chromosome (Xi). How it is established and what it represents remains obscure. By single-cell DNA replication sequencing, here we show that the entire Xi is reorganized to replicate rapidly and uniformly in late S-phase during X-chromosome inactivation (XCI), reflecting its relatively uniform structure revealed by 4C-seq. Despite this uniformity, only a subset of the Xi became earlier replicating in SmcHD1-mutant cells. In the mutant, these domains protruded out of the Xi core, contacted each other and became transcriptionally reactivated. 4C-seq suggested that they constituted the outermost layer of the Xi even before XCI and were rich in escape genes. We propose that this default positioning forms the basis for their inherent heterochromatin instability in cells lacking the Xi-binding protein SmcHD1 or exhibiting XCI escape. These observations underscore the importance of 3D genome organization for heterochromatin stability and gene regulation.

## Abstract (web summary)

Chromosome-wide late replication is an enigmatic hallmark of the inactive X. Here, the authors combined scRepli-seq and 4C-seq to reveal its layered 3D architecture, which could explain local differences in heterochromatin stability.

## Main

In mammals, one X chromosome is inactivated in females to equalize X-linked gene expression relative to males during early development^1,2^. Microscopic studies have revealed that this Xi is more compact than the active X (Xa)^3,4^, leading researchers to explore the relationship between three-dimensional (3D) genome organization and transcription^5^.

A genome-wide chromosome conformation capture technology, Hi-C^6^, has revealed that mammalian autosomes are composed of Mb-sized topologically associating domains (TADs)^7,8^. TADs can be in either active (A) or inactive (B) nuclear compartments^6^, which are further subdivided into several subcompartments^9,10^. It was reported that when the Xi forms during mouse embryonic stem cell (mESC) differentiation, neighboring small A or B compartment domains on the Xi initially fuse with each other to form larger S1 or S2 compartment domains, which further merge to form the compact Xi structure through the actions of SmcHD1 (ref. ^11^), a global Xi-binding protein known for its role in X-chromosome inactivation (XCI) maintenance^11–15^. Unlike the autosomes, Xi lacks TADs and compartments but instead has a unique bipartite ‘megadomain’ structure separated by a tandem macrosatellite repeat, *Dxz4*/*DXZ4* (refs. ^9,16–18^). While many XCI regulators have been identified, how the Xi acquires this unique, compact 3D organization is still unclear^2,5^.

An evolutionarily conserved chromosome-wide early-to-late (EtoL) replication timing (RT) switch of the Xi has long been known^19–22^. While its biological significance remains obscure, a tight relationship between RT, A or B compartments^23–25^ and subcompartments^10^ suggests that Xi’s RT dynamics might reflect its compartmentalization. However, Xi’s RT regulation has been studied primarily by microscopy or bulk genome-wide replication assays^13,19,25–28^. Here we used bulk and single-cell DNA replication sequencing^29–31^ to address the Xi’s dynamic RT changes during mESC differentiation. Haplotype-resolved 4C-seq revealed that the Xi’s RT indeed reflected its compartment organization. Because SmcHD1 is involved in the Xi’s RT and compartment regulation in humans^12^ and mice^11,13–15^, we also used SmcHD1-mutant cells. Our results are consistent with the idea that the default 3D architecture of the X chromosome forms the basis for regional differences in Xi heterochromatin stability.

## Results

### An mESC-based system to study the RT dynamics of the Xi

To explore the RT dynamics of the Xi as it forms, we need to distinguish the two Xs by single nucleotide polymorphisms (SNPs). We used an F1-hybrid mESC line, JB4/EI7HZ2, from a cross between JF1 female and B6 male^32^ (Fig. 1a). In JB4/EI7HZ2 mESCs, *CAGzeo* is on the JF1-X at the *Hprt* locus and *IRESneo* is inserted on the B6-X in the 3′ untranslated region of *Eif2s3x*, an XCI escapee. In G418^+^/zeocin^+^ medium, XO cells lacking either of the drug-resistance genes are eliminated and the XX cells show 100% skewed XCI with B6-X being the Xi, because differentiated cells with JF1-Xi cannot survive due to *CAGzeo* inactivation (Fig. 1a and Supplementary Fig. 1a). Cells with B6-Xi can survive because the escapee locus allows *IRESneo* expression from the Xi. We used two neural differentiation protocols to compare mESCs (‘before XCI’), day 7 or 9 early neurectoderm cells (‘during XCI’)^25^, and neural stem cells (NSCs) obtained after roughly 3 weeks of differentiation (‘after XCI’)^33^ (Fig. 1a). Their differentiation states were confirmed by PCR with reverse transcription, immunofluorescence and RNA-sequencing (RNA-seq) (Supplementary Fig. 1a–e). 

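RNA-seq libraries were made by the authors from JB4/EI7HZ2 cells, a female mESC line from a cross of the JF1 and B6 mouse strains, and from a SmcHD1-mutant (KO) line made from it. Both lines were sampled as mESCs, day 7 cells, day 9 cells and NSCs, with 3 replicates in each of the 8 groups (24 libraries). The authors aligned the reads to mm9, removed reads of ribosomal RNA and of the X chromosome, and estimated expression with Cuffdiff. Each deposited value is thus an FPKM (fragments per kilobase of transcript, scaled for library size). The table lists 23119 genes, of which 1091 on X or Y were 0 in every library. Outside X and Y, 12105 genes had a mean FPKM of at least 1 over the 24 libraries and no failed estimate, and these were tested. Read totals are not stated in the paper. In genes with a mean FPKM up to 0.3 that were above 0 in at least 4 libraries, 31400 values lay above 0. Of these, 30129 (95.95%) were whole multiples of the gene's step, the worth of 1 read. Such steps gave what is called here the relative read number of each library, with the median library at 1. It follows the reads only if values were scaled to each library's own mapped fragments. Median-ratio factors of the deposited values lay between 1.005 and 1.022, while sums of FPKM ranged from 504660 to 802938. Values scaled by median ratio would look so, and these numbers would then be scaling factors. These numbers ran from 0.811 (KO mESCs, replicate 3) to 1.15 (KO day 7 cells, replicate 1). Groups were compared with limma on log2(FPKM + 1), and a gene was called at an adjusted p under 0.05. Against WT mESCs, WT day 7 cells had 7171 genes called (3520 higher and 3651 lower), WT day 9 cells 8650 (4407 and 4243) and WT NSCs 9101 (4469 and 4632), and the log2 fold change was at least 1 in either direction for 2657, 4042 and 4789 of them. Of the 17 markers of Supplementary Fig. 1b,d, 14 were tested, and 12, 12 and 14 of them were called in these comparisons, the same numbers as with the adjustment over the markers alone. In KO cells 13, 12 and 13 were called against KO mESCs, again the same over the markers alone. The sum of FPKM over all genes was lower after differentiation, with medians of 769704 in WT mESCs, 626606 at day 7, 589999 at day 9 and 552341 in NSCs. Scaling every library to the same sum, an alternative chosen after the data were seen, moved the median log2 fold change of the tested genes by 0.19, 0.32 and 0.37. It raised the share of called genes that were higher from 49.1% to 66.4% at day 7, from 50.95% to 69.15% at day 9 and from 49.1% to 66.2% in NSCs.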

Day 7 or 9 neurectoderm cells and NSCs showed roughly 75 and 90% *Xist* RNA cloud formation, respectively, suggesting nearly uniform differentiation and XCI (Supplementary Fig. 1f).

**Fig. 1:**
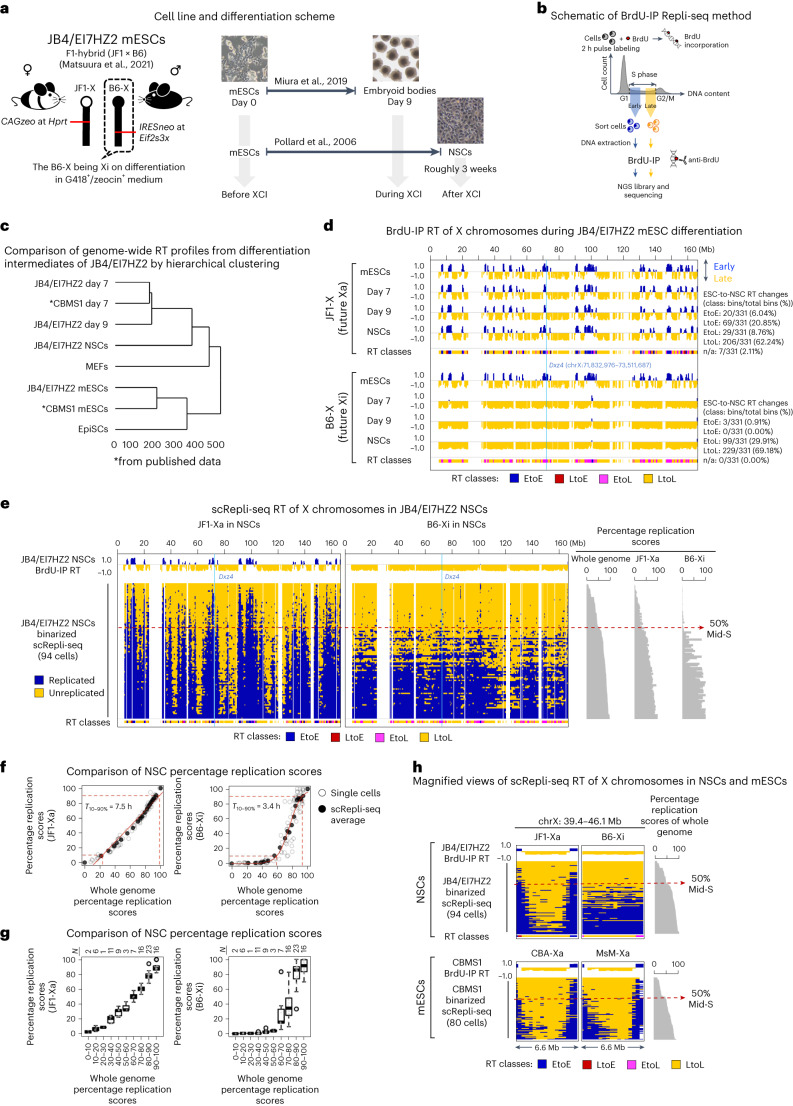
The Xi replicates rapidly and uniformly in late S during XCI. **a**, Neural differentiation protocols of JB4/EI7HZ2 mESCs. **b**, Schematic diagram of BrdU-IP Repli-seq experiment. BrdU-labeled cells are sorted into early and late S-phase fractions (gating strategy is shown in Supplementary Fig. 1i), which are subject to immunoprecipitation (IP) using an anti-BrdU antibody. The ratio of early and late S-phase DNA is calculated to generate a genome-wide RT profile. **c**, Comparison of genome-wide RT profiles (sliding windows of 200 kb at 80-kb intervals, excluding the X) during differentiation of JB4/EI7HZ2 mESCs, CBMS1 mESCs^30^, EpiSCs and MEFs by hierarchical clustering. **d**, BrdU-IP RT profiles of the JF1-X and the B6-X during JB4/EI7HZ2 mESC differentiation (average of 2–3 replicates, 400-kb bins). RT classes represent four types of ESC-to-NSC RT regulation, which were described on the right. The blue line shows *Dxz4* position. **e**, Binarized whole-S scRepli-seq profiles of the JF1-Xa and the B6-Xi from 94 NSCs throughout the S. The scRepli-seq profiles are ordered by their percentage replication scores (of the whole genome excluding the X). BrdU-IP RT of the NSCs is shown for comparison. The blue lines show *Dxz4* position. **f**, Percentage replication scores of the JF1-Xa and the B6-Xi were plotted against those of the whole genome for each NSC (open circles). Cells were divided into 18 groups by their percentage replication scores and the average scores of the JF1-Xa and the B6-Xi in each group are shown by filled circles. To minimize errors during data fitting, we added two pseudo-percentage replication scores, 0 and 100%, at the earliest end and the latest end of the S-phase, respectively. We fitted a linear and a sigmoid model to the JF1-Xa and the B6-Xi, respectively, to calculate the *T*_10–90%_ values (the time required to go from 10 to 90% replication, assuming a 10 h S). **g**, Cells were divided into ten groups by percentage replication scores and the boxplots show distributions of percentage replication scores of the JF1-Xa and the B6-Xi in each group. **h**, An exemplary latest RT region on the Xa, which advanced its RT on the Xi in NSCs. CBMS1 mESC data are shown for comparison^30^. Source data

### The Xi becomes late replicating during mESC differentiation

Our routine genome-wide RT assay (Repli-seq) is based on BrdU immunoprecipitation (BrdU-IP) from early and late S-phase cells fractionated by flow cytometry, followed by next-generation sequencing (NGS) (Fig. 1b). Then, relative enrichment of early- and late-replicating DNA is analyzed to generate a genome-wide RT map. Repli-seq data of mESCs, day 7 or 9 neurectoderm and NSCs were highly reproducible (Supplementary Fig. 2a). Because Repli-seq allows cell-type profiling^25,27,34^, we compared our Repli-seq data with various other datasets^30^ and confirmed distinct and proper differentiation states (Fig. 1c).

Haplotype-resolved Repli-seq of mESCs, days 7 or 9 neurectoderm and NSCs revealed that the B6-X is converted to a chromosome-wide late-replicating Xi by day 7 and maintained thereafter, while the JF1-X remains active and maintains similar RT profiles (Fig. 1d and Supplementary Fig. 2b). We classified the ESC-to-NSC RT regulation into four groups based on the mean RT values of each 400-kb bin (Fig. 1d and Supplementary Fig. 2c): early-to-early (EtoE, mean RT of more than zero in both), EtoL (mean RT of more than zero and less than zero in mESCs and NSCs, respectively, with a greater than 0.5 difference), late-to-early (LtoE, mean RT of less than and more than zero in mESCs and NSCs, respectively, with more than 0.5 difference) and late-to-late (LtoL, mean RT of less than zero in both). In contrast to the JF1-X, almost all early RT bins on the B6-X in mESCs became late in NSCs (99 out of 102 EtoL bins of 39.6 Mb), while EtoE and LtoE domains were nearly nonexistent (Fig. 1d and Supplementary Fig. 2c). Analysis of CBMS1 mESCs using the same differentiation protocol found an EtoL RT change of the Xi during days 5–7 when the cells acquired a late epiblast fate^25^, consistent with the emergence of a late-replicating Xi in the postimplantation epiblast^19^. The Xi’s EtoL RT change probably also occurs around days 5–7 of JB4/EI7HZ2 mESC differentiation, although we did not pursue this further (as distinguishing gradual RT changes in all cells versus cells with abrupt RT changes that were gradually increasing was a challenge).

### RT delays and advances generate a uniformly late RT Xi

To further dissect the Xi’s replication kinetics, we performed single-cell Repli-seq (scRepli-seq) with cells throughout the S-phase to construct what we call the ‘whole-S’ RT profiles (Fig. 1e). In NSCs, the whole-S RT profile of the JF1-Xa looked similar to the autosomes, as expected (Fig. 1e and Supplementary Fig. 2d). By contrast, the B6-Xi initiated replication in the second half of S-phase and lacked clearly distinguishable early or late RT patterns (Fig. 1e).

Unlike the Xa, the replication score (percentage of replication) progression of the Xi was uncoordinated with the autosomes (Fig. 1f,g and Supplementary Fig. 2e,f). The steep rise in the Xi’s replication score of the fitted sigmoid curve (Fig. 1f, red line based on scRepli-seq average) suggested fast completion of the Xi replication with a *T*_10–90%_ (defined as the time required for a chromosome to go from 10 to 90% replication, assuming a 10 h S-phase) of 3.4 h. By contrast, the *T*_10–90%_ of the Xa and the autosomes were significantly longer, on the order of 8 h (Fig. 1f and Supplementary Fig. 2e). The replication scores of the Xi were variable among cells after 60–70% S-phase (Fig. 1g). This suggests large variability in the timing of replication initiation among cells and, in turn, the timing of replication completion of the Xi. Thus, the Xi’s *T*_10–90%_ of 3.4 h is probably an overestimate.

While widespread EtoL RT changes were expected, the Xi’s latest-replicating regions advancing their RT toward mid-late S in NSCs was unexpected (Fig. 1h), as they were classified as LtoL domains based on Repli-seq (Fig. 1d and Supplementary Fig. 2c). Thus, scRepli-seq revealed that the Xi’s RT change is chromosome wide, with both advances and delays to achieve its uniform RT in the second half of S. Although the Xi’s RT is uniform and synchronous for a given cell, there is variability among cells with regards to when the Xi initiates replication, which is out of phase with the rest of the genome as if the Xi is disengaged from the genomic RT program.

### SmcHD1 is required for maintaining the uniformly late RT Xi

SmcHD1 is required for Xi’s late RT in human TERT-RPE1 (hTERT-RPE1) cells, mouse embryonic fibroblasts (MEFs) and mouse embryos^12–14^. To see whether SmcHD1 also affects Xi’s RT during mESC differentiation, we generated SmcHD1-mutant mESCs by CRISPR–Cas9 with a guide RNA targeting its ATPase domain. 

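The guide's 20 bases match the mm9 genome at chr17 71805029–71805048 on the minus strand, followed by TGG, in Smchd1 (chr17 71693834–71824683 in the deposited table). The nuclease breaks the DNA between bases 71805031 and 71805032, within the 131-bp exon at 71804945–71805075, which is exon 5 of 48 in both coding transcripts of 48 exons. It lies after 551 coding bases of 6021, in codon 184. The sequence around it on the guide's strand is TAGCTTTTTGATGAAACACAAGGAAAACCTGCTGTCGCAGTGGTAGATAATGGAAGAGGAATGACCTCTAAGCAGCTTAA. No other site with an NGG beside it had 1 or 2 mismatches to the guide. Of 5 sites with 3 mismatches, 1 was in an exon of Mtap4 (chr9 109881354–109881373), 1 in an intron of Arhgap44 and 3 outside genes. Smchd1 expression in mESCs was 2.50 ± 0.602 FPKM (mean ± SD, 3 libraries) in KO and 13.5 ± 0.502 in WT cells, a log2 fold change of -2.07 (SE 0.13, limma adjusted p 1.88e-09). At day 7 it was 3.80 ± 0.159 against 24.5 ± 2.16 FPKM (-2.41, adjusted p 8.96e-11), at day 9 4.08 ± 0.302 against 22.0 ± 0.251 (-2.18, 3.26e-10) and in NSCs 3.87 ± 0.473 against 18.0 ± 2.95 (-1.96, 2.81e-09). The 12 KO libraries ranged from 1.82 to 4.40 FPKM and the 12 WT libraries from 13.0 to 26.4. In each stage the exact two-sided permutation p of the difference in means was 0.1, the smallest possible with 3 against 3 libraries. Leaving out 1 library at a time gave log2 fold changes from -2.47 to -1.83 over the 4 stages. Smchd1 was the only gene called in the same direction in all 4.

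**Figure D1:**
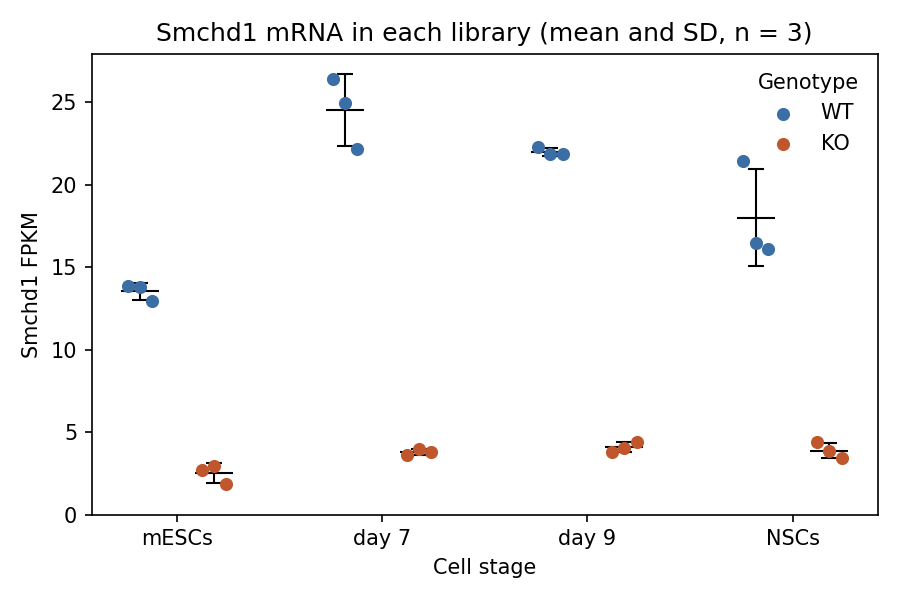
Smchd1 expression in the 24 libraries. Vertical axis, FPKM; horizontal axis, mESCs, day 7 cells, day 9 cells and NSCs, with WT and KO side by side, one dot per library and lines at the mean and SD of 3. The highest KO library, at 4.40 FPKM, lies below the lowest WT library, at 13.0.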

We confirmed 5- and 10-bp deletions, premature stop codons biallelically on exon 3 and SmcHD1 loss by western blotting (Supplementary Fig. 1g,h). 

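KO and WT cells were compared within each stage for the 12105 tested genes. The fit took 1 variance per gene over all 8 groups, so the SEs and adjusted p assume the same spread in every stage. The spread was not the same, and counts from fits of single stages are therefore given too. In mESCs 64 genes were called, 14 higher and 50 lower in KO cells, and 20 of the 64 had a log2 fold change of at least 1 in either direction. An unadjusted p under 0.05 was found for 927 genes, and the 3 KO and 3 WT libraries did not overlap for 11.0% of genes (10% is the share that chance alone gives). Genes are given as KO against WT mean ± SD, log2 fold change, its SE and the limma adjusted p. By the rule of largest change, Mira (next to Hoxa7, 21.2 ± 4.49 against 5.58 ± 1.53 FPKM, 1.76, SE 0.34, 0.0192), Gm694 (16.5 ± 7.31 against 4.25 ± 0.648 FPKM, 1.66, SE 0.19, 9.25e-05) and Hoxa7 (9.51 ± 2.22 against 2.64 ± 0.710 FPKM, 1.53, SE 0.28, 0.0123) were raised most. Besides Smchd1, H19 (1.23 ± 0.368 against 10.8 ± 6.55 FPKM, -2.25, SE 0.38, 0.00762) and Dnmt3l (whose locus overlaps Aire, 15.7 ± 5.42 against 47.8 ± 14.0 FPKM, -1.57, SE 0.23, 0.00149) fell most. Each of these 5 had an exact two-sided permutation p of 0.1. A fit of the mESC libraries alone called 1 gene, Smchd1. Without the filter on low values 164 were called. With the replicate number as a block in a fit of the mESC libraries alone, 6 genes were called, 4 of them among the 64. Without replicate 3 of KO mESCs 20 were called. Over the alternatives the adjusted p ran from 0.0194 to 0.298 for Mira, 3.56e-05 to 0.267 for Gm694, 0.0123 to 0.323 for Hoxa7, 0.00505 to 0.294 for H19 and 0.00157 to 0.300 for Dnmt3l. All 5 lost the call when mESC libraries were fitted alone. Mira, Gm694 and Hoxa7 also lost it with a pseudocount of 0.1 (adjusted p 0.298, 0.0537 and 0.323). With the block Mira, Gm694 and H19 lost it (0.118, 0.115 and 0.119). Leaving out 1 library ended the call of Mira in 4 of 6 fits, and leaving out replicate 3 of KO mESCs ended those of H19 and Hoxa7.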

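At day 7, 446 genes were called between KO and WT cells (143 higher and 303 lower), 196 of them with a log2 fold change of at least 1 in either direction, and the libraries of the groups did not overlap for 23.97% of tested genes. The genes raised most were En1 (14.9 ± 8.64 against 0.498 ± 0.493 FPKM, 3.26, SE 0.38, 1.36e-05), Wnt1 (11.6 ± 7.36 against 0.376 ± 0.24 FPKM, 3.00, SE 0.34, 8.59e-06) and Tal2 (20.6 ± 4.90 against 1.96 ± 1.20 FPKM, 2.93, SE 0.27, 2.92e-07). Lowered most were Spink3 (0.503 ± 0.871 against 100.2 ± 92.0 FPKM, -5.52, SE 0.74, 0.000162), T (1.59 ± 0.755 against 103 ± 43.9 FPKM, -5.26, SE 0.44, 2.92e-07) and Nkx2-9 (0.263 ± 0.456 against 42.9 ± 29.3 FPKM, -4.79, SE 0.58, 3.92e-05). Fitted with the day 7 libraries alone or with the block, Spink3 and Nkx2-9 were no longer called, with adjusted p from 5.31e-05 to 0.264 and from 2.42e-05 to 0.0592 over the alternatives. Of the 14 tested markers 4 were called, 4 also with the adjustment over the markers alone. Vim (93.9 ± 14.9 against 155 ± 35.6 FPKM, -0.71, SE 0.16, 0.00946), Olig2 (0.730 ± 0.260 against 3.87 ± 2.46, -1.39, SE 0.31, 0.0106) and Snai1 (1.86 ± 0.576 against 5.54 ± 1.11, -1.20, SE 0.32, 0.0315) were lower in KO cells. Sox1, which overlaps Gm5607, was higher (64.3 ± 6.21 against 38.7 ± 6.01, 0.72, SE 0.19, 0.0336). Leaving out 1 library ended the call of Snai1 and of Sox1 in 5 of 6 fits each and of Olig2 and Vim in 2 each, and a pseudocount of 0.1 ended those of Snai1 and Sox1 (adjusted p over the alternatives 0.0128 to 0.127 and 0.0139 to 0.179). Scaling to the same sum also ended that of Sox1. A fit of day 7 libraries alone ended that of Vim (0.00451 to 0.0628). Of 21 genes on an endoderm list 8 were tested, and their mean log2 fold change was -2.06 (camera with estimated correlation, adjusted p over 24 list tests 0.0174), led by Spink3 (-5.52, 0.000162) and Cer1 (-4.70, 1.27e-08). A mesoderm list, 13 genes with 6 tested, stood at -2.02 (0.0174), led by T and Meox1 (-3.47, 0.000725). Meox1 was not called in a fit of day 7 libraries alone or with the block (0.000241 to 0.120 over the alternatives). A neurectoderm list, 15 genes with 13 tested, stood at 0.61 (0.0388), led by Lhx2 (1.97, 0.000292) and Fezf2 (1.54, 1.96e-05). All 3 held with fry in place of camera (adjusted p 4.46e-06, 2.62e-05 and 0.000717). None of the 3 was called by camera with the replicate block in a fit of day 7 libraries alone (adjusted p 0.399 each). Genes called singly were 5 of 8 endoderm (4 lower and 1 higher in KO cells), 4 of 6 mesoderm (all 4 lower) and 5 of 13 neurectoderm genes (all 5 higher), and with the adjustment over each list alone 6, 5 and 8.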

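At day 9, 809 genes were called (312 higher and 497 lower in KO cells), 309 of them with a log2 fold change of at least 1 in either direction, with no overlap of the libraries for 32.26% of tested genes. Msx3 (33.7 ± 7.14 against 0.966 ± 1.08 FPKM, 4.25, SE 0.23, 1.54e-10), Gsx1 (34.6 ± 9.63 against 1.31 ± 1.89 FPKM, 4.20, SE 0.35, 4.86e-08) and Zic1 (39.5 ± 15.8 against 2.38 ± 0.798 FPKM, 3.53, SE 0.25, 3.94e-09) were raised most. Isl1 (1.27 ± 1.17 against 29.3 ± 6.68 FPKM, -3.84, SE 0.25, 9.05e-10), Col3a1 (0.612 ± 0.242 against 22.9 ± 11.6 FPKM, -3.75, SE 0.65, 0.000910) and Spon1 (4.18 ± 4.12 against 54.6 ± 15.6 FPKM, -3.66, SE 0.36, 6.30e-07) fell most. Markers called were Col4a1 (16.5 ± 1.24 against 39.8 ± 12.2 FPKM, -1.18, SE 0.24, 0.00309), Olig2 (1.84 ± 0.985 against 6.04 ± 2.68, -1.29, SE 0.31, 0.0127), Sox1 (46.6 ± 0.374 against 27.7 ± 4.55, 0.74, SE 0.19, 0.0197) and Pax6, which overlaps Pax6os1 (63.7 ± 11.6 against 36.8 ± 15.5, 0.83, SE 0.24, 0.0368). With the adjustment over the markers alone 9 of 14 were called. The call of Pax6 was lost in 4 of 6 fits without 1 library, that of Sox1 in 5 and that of Olig2 in 3, and the adjusted p over the alternatives ran from 0.0356 to 0.322, from 0.00343 to 0.125 and from 0.00511 to 0.0592. A pseudocount of 0.1 and scaling to the same sum each ended the calls of Pax6 and Sox1. A fit of day 9 libraries alone ended those of Pax6 and Olig2. The block ended that of Pax6. The neurectoderm list had a mean log2 fold change of 0.73 (camera adjusted p 0.0380, fry 2.62e-05, camera with the block 0.490), with 8 of 13 genes called singly (7 higher and 1 lower) and 8 over the list alone. Fezf2 followed Zic1 as the member with the largest change (1.73, 1.95e-06). The endoderm list stood at -0.83 (0.165), with Foxa2 (-2.85, 7.10e-05) called and Spink3 (-2.26) not called, and the mesoderm list at -1.11 (0.157), with Meox1 (-2.25, 0.0174) and T (-1.80, 0.0157). Leaving out 1 library ended the calls of Meox1 and T in 4 of 6 fits each (highest adjusted p 0.119 and 0.109). A fit of day 9 libraries alone ended both and that of Foxa2. A pseudocount of 0.1 also ended that of T. The adjusted p over the alternatives ran from 0.00980 to 0.0619 for Meox1, 0.00864 to 0.164 for T and 4.02e-05 to 0.0584 for Foxa2.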

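In NSCs 729 genes were called (308 higher and 421 lower in KO cells), 214 of them with a log2 fold change of at least 1 in either direction, with no overlap of the libraries for 16.7% of tested genes. Hoxd8 (10.0 ± 2.95 against 0.0518 ± 0.0898 FPKM, 3.36, SE 0.29, 2.47e-07), Aldh1a1 (17.4 ± 12.2 against 1.94 ± 1.68 FPKM, 2.60, SE 0.36, 7.59e-05) and 1700030C10Rik (7.38 ± 1.60 against 0.445 ± 0.317 FPKM, 2.54, SE 0.20, 9.18e-08) were raised most. Mfap2 (0.704 ± 0.673 against 22.1 ± 2.41 FPKM, -3.82, SE 0.19, 3.07e-11), Nupr1 (2.51 ± 2.10 against 78.6 ± 66.5 FPKM, -3.79, SE 0.87, 0.0146) and Rab3b (which overlaps 8030443G20Rik, 1.33 ± 0.505 against 20.3 ± 15.7 FPKM, -2.97, SE 0.35, 1.35e-05) fell most. A fit of the NSC libraries alone called 58 genes, of which 53 were among the 729. The NSC libraries of WT and KO with the same replicate number varied together. With the replicate number as a block added to that fit 12 genes were called, 9 of them among the 729. Nupr1 and Rab3b lost the call under both (adjusted p with the block 0.291 and 0.0829), and Aldh1a1 in the fit of NSC libraries alone. Their adjusted p over the alternatives ran from 0.00642 to 0.291, from 3.57e-06 to 0.0829 and from 7.68e-05 to 0.167. Sox2, which lies within the non-coding gene Sox2ot, and Vim were the 2 of 14 markers called, and 3 were called over the markers alone. With the block neither was called (adjusted p 0.172 for Sox2 and 0.0829 for Vim, range over the alternatives 0.0291 to 0.427 and 0.0402 to 0.116). Neither was called in a fit of NSC libraries alone or with scaling to the same sum. Leaving out 1 library ended the call of Sox2 in 4 of 6 fits, that of Vim in 5 and that of Nupr1 in 4. In mESCs 0 of the 14 markers were called, 2 had an unadjusted p under 0.05, and 1 was called over the markers alone: Col4a1, with the largest log2 fold change, -0.93 (adjusted p over all genes 0.103). The endoderm, mesoderm and neurectoderm lists in mESCs stood at -0.12, 0.09 and 0.03 (camera adjusted p 0.541, 0.847 and 0.847) and in NSCs at 0.45, 0.02 and 0.30 (0.165, 0.994 and 0.387). Whether the KO effect differed from that in mESCs was tested as an interaction, which called 203 genes for day 7 (80 higher, 123 lower), 324 for day 9 (160 and 164) and 274 for NSCs (138 and 136). With the block, 34 genes were called in the interaction for NSCs, all among the 274, against 57 without the block in a fit of the same groups alone. Among the markers, the interaction was called for Vim at day 7 (-1.09, 0.0102) and in NSCs (-0.93, 0.0308) and for Col4a1 in NSCs (1.43, 0.0301).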

Differentiation states of SmcHD1-mutant and wild-type (WT) cells were similar (Supplementary Fig. 1a–f), and so were the RT profiles of their Xs in mESCs and day 7 or 9 cells (Fig. 2a and Supplementary Fig. 3a–d). Thus, SmcHD1 was largely dispensable for the initiation of Xi’s EtoL RT change, as in mouse embryos^14^, consistent with SmcHD1’s role in XCI maintenance^14,35–37^. By contrast, the B6-Xi had several domains that were earlier replicating in mutant NSCs (Fig. 2a), while the JF1-Xa and autosomes were unaffected (Supplementary Fig. 3a–d). We defined SmcHD1-affected domains as those with an average RT difference of more than 0.4 and found that roughly 10% (36 out of 331 bins, or 14.4 Mb) of the B6-Xi in mutant NSCs exhibited RT reversal (Fig. 2a), most of which were early replicating in mESCs (30 out of 36 bins). Thus, among the EtoL-switching domains during differentiation to NSCs (99 bins of 39.6 Mb), a subset depends on SmcHD1 for RT maintenance (SmcHD1-dependent EtoL RT domains or SD domains; 30 bins of 12 Mb), while the rest does not (SmcHD1-independent EtoL RT domains or SI domains; 69 bins of 27.6 Mb). The rest of the Xi maintains late replication in mutant NSCs (Fig. 2a, 223 bins of 89.2 Mb of constitutively late (CL) domains and three bins of 1.2 Mb of constitutively early (CE) domains) (Supplementary Table 1).

**Fig. 2:**
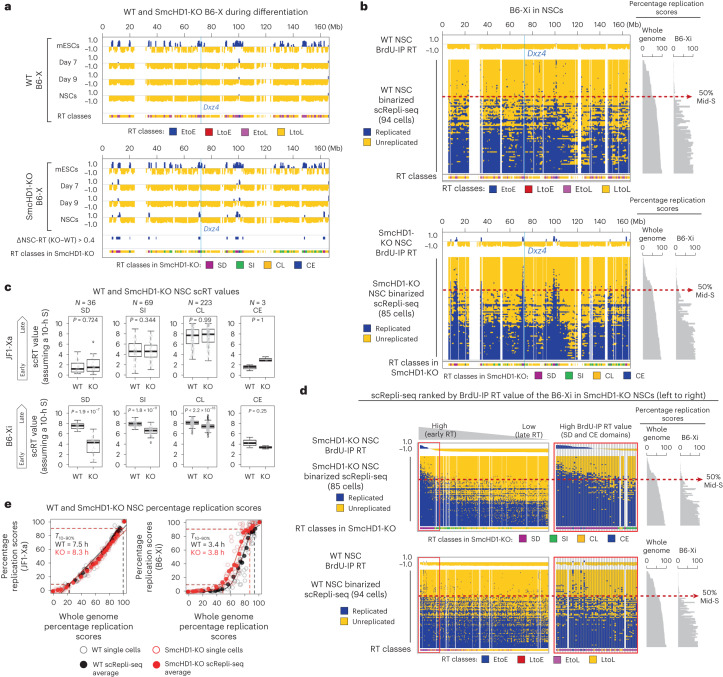
SmcHD1 is required for maintaining the uniformly late-replicating Xi but dispensable for the initiation of the RT switch. **a**, BrdU-IP RT profiles of the B6-X during WT and SmcHD1-mutant (KO) mESC differentiation (average of 2–3 replicates). In addition to the ESC-to-NSC RT classes, those identified in SmcHD1-mutant cells are shown. The blue lines show *Dxz4* position. **b**, Whole-S scRepli-seq plots of the B6-Xi from 94 WT NSCs and 85 SmcHD1-mutant NSCs, as in Fig. 1e. ESC-to-NSC RT classes as well as those identified in SmcHD1-mutant NSCs are shown. The blue lines show *Dxz4* position. **c**, Single-cell RT (scRT) values were calculated for four RT classes identified by SmcHD1-mutant NSC analysis. Single-cell RT represents an estimated time when a given genomic bin replicates in S (assuming a 10 h S). *P* values were obtained from one-sided paired Wilcoxon signed-rank test. *N*, the number of bins in each RT class. **d**, Whole-S scRepli-seq plots in Fig. 2b were sorted by the BrdU-IP RT values of SmcHD1-mutant NSCs (from early to late RT). The red box corresponds mostly to the SD and CE classes and is magnified on the right. **e**, Comparison of percentage replication scores of the Xs in WT (black) and SmcHD1-mutant NSCs (red) with those of the whole genome, as in Fig. 1f. Source data

Using whole-S scRepli-seq, cell-to-cell RT heterogeneity of the SD domains was assessed. The SD domains replicated earlier in SmcHD1-mutant cells (Fig. 2b,c). By sorting the scRepli-seq RT bins according to the average BrdU-IP RT values, we found that most of the mutant NSCs completed the B6-Xi SD-domain replication before mid-S, while WT NSCs initiated SD-domain replication after mid-S (Fig. 2d). Thus, most cells exhibited SD-domain RT reversal without SmcHD1.

Because the SD domains occupied only about 10% of the Xi, the overall Xi replication duration judged by *T*_10–90%_ was similar between the mutant and WT NSCs (Fig. 2e). The mutant Xi initiated replication slightly earlier than the WT Xi (Fig. 2c,e). However, the non-SD portion of the mutant Xi still replicated rapidly and uniformly as in WT cells (Fig. 2b,d). Unlike the Xi, the JF1-Xa and the autosomes exhibited similar whole-S scRepli-seq profiles (Fig. 1e and Supplementary Fig. 2d) and coordinated replication progression (Fig. 1f,g and Supplementary Fig. 2e,f), which were maintained in SmcHD1-mutant NSCs as assayed by BrdU-IP RT (Supplementary Fig. 3a–d), whole-S scRepli-seq (Supplementary Fig. 3e,f) and single-cell RT (scRT) values (Supplementary Fig. 3g).

### SD domains protrude out of the Xi core in SmcHD1-mutant NSCs

While RT closely reflects the A or B compartments^23,25^ and subcompartments^10^, Xi’s compartments are elusive^38^. To test whether RT reflected the Xi’s compartment organization, we used haplotype-resolved 4C-seq (refs. ^39,40^) (Supplementary Fig. 4a,b) and analyzed nine viewpoints (Fig. 3a and Supplementary Fig. 4c). The 4C-seq profiles of both Xs in WT and SmcHD1-mutant mESCs looked identical (Fig. 3b and Supplementary Figs. 4d, 5 and 6). Early-replicating (SD, SI and CE) viewpoints interacted with other early-replicating domains, skipping the late-replicating domains in between, while late-replicating CL viewpoints showed interactions primarily within their resident late-replicating domains (Fig. 3b and Supplementary Figs. 5 and 6), consistent with spatial segregation of early- and late-replicating compartments. On day 9, the B6-Xi in WT and SmcHD1-mutant cells still looked similar but showed less contrast between the peaks and valleys, resulting in less significant far-*cis* interactions than in mESCs (Fig. 3b and Supplementary Figs. 4d and 6; far-*cis* contact numbers in the top right corner of each plot). In WT NSCs, the contrast was even weaker, consistent with Xi’s reorganized RT (Fig. 3b and Supplementary Fig. 6). In SmcHD1-mutant NSCs, the 4C-seq profiles of the SD viewpoints on the B6-Xi were markedly different and had peaks at SD-domain positions, consistent with their RT reversal (Fig. 3b and Supplementary Figs. 4d and 6). In addition, the SD viewpoints in mutant NSCs showed weaker *cis* interactions with their surrounding regions compared to SI, CL and CE viewpoints (Supplementary Fig. 7). These observations are consistent with the idea that SD domains protrude out of the Xi core and contact each other in SmcHD1-mutant NSCs.

**Fig. 3:**
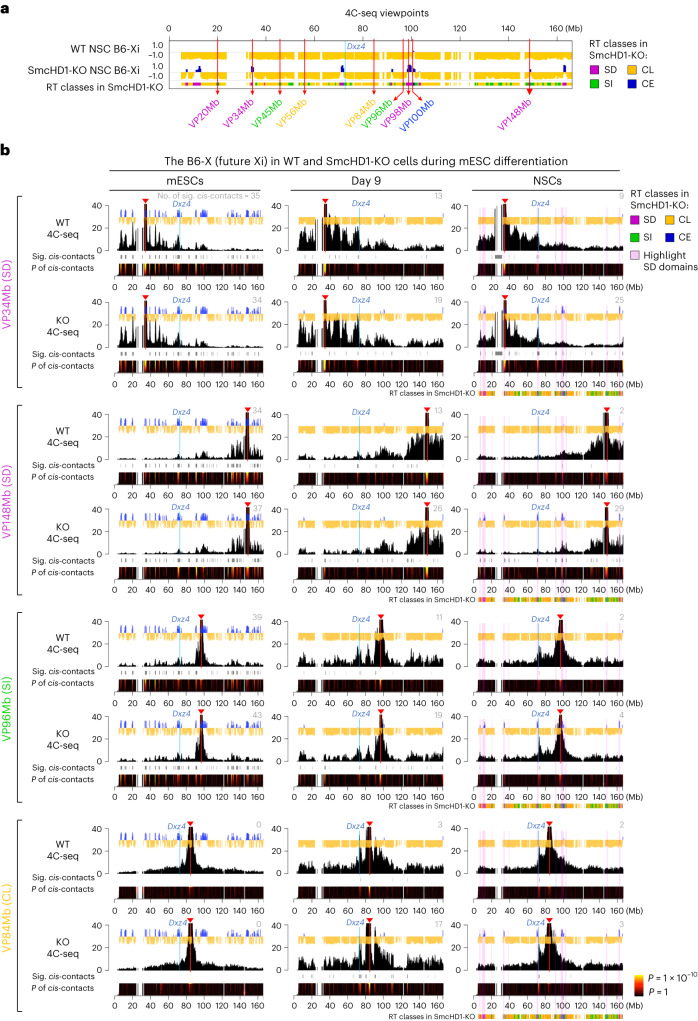
The SD domains protrude out of the Xi core and contact each other in SmcHD1-mutant NSCs. **a**, Nine 4C-seq viewpoints (red arrows) on the X. BrdU-IP RT data are shown. Colors represent four distinct RT classes. The blue line shows *Dxz4* position. **b**, Smoothed 4C-seq profiles (black) of the B6-X in WT and SmcHD1-mutant (KO) mESCs (Xa), day 9 differentiated cells (Xi) and NSCs (Xi) overlaid on the BrdU-IP RT profiles (blue, early and yellow, late). Reads from two replicates were combined and plotted in sliding windows of 201 restriction fragments (Methods). Red lines and arrowheads, viewpoints; blue lines, *Dxz4*; gray bars beneath each plot, significant (sig.) far-*cis* contacts (the number of such contacts is shown in the top right corner of each 4C plot in gray); domainogram beneath each plot, the significance of the interaction shown by the color range (window sizes are 2–200 from the bottom to the top); pink highlighted regions, SD domains; colored bars, RT classes.

We find much fewer defects for non-SD viewpoints on the mutant NSC B6-Xi (Fig. 3b and Supplementary Figs. 4d and 6; except for the 45-Mb viewpoint (VP45Mb); discussed later). The JF1-Xa in WT and mutant cells maintained similar 4C-seq profiles during differentiation (Supplementary Figs. 4d and 5). These results indicate that the B6-X is gradually transformed into a uniformly compacted structure that lacks segregation into early- and late-replicating compartments during differentiation, confirming earlier studies^11,41^. In SmcHD1-mutant NSCs, however, the SD domains protrude out and contact each other.

### SD domains are prone to reactivation in SmcHD1-mutant cells

SmcHD1-mutant cells exhibit Xi reactivation^11,13,14,35,42^. To examine its relationship to Xi compartmentalization, we reanalyzed RNA-seq data of WT and SmcHD1-mutant neural progenitor cells (NPCs)^11^, as their cell identity was close to NSCs (Supplementary Fig. 8a). We compared the gene expression of different RT classes because RT accurately reflected the Xi compartmentalization (Fig. 3b and Supplementary Fig. 6). The SD-domain genes showed the highest reactivation in SmcHD1-mutant cells (Fig. 4a,b), which largely overlapped with the SmcHD1-sensitive class I genes^11^ (Fig. 4a and Supplementary Fig. 8b). The SI domain showed significant reactivation but to a much lesser extent, while the CL and CE domains did not (Fig. 4a,b). Thus, Xi reactivation is strongly correlated with compartmentalization defects.

**Fig. 4:**
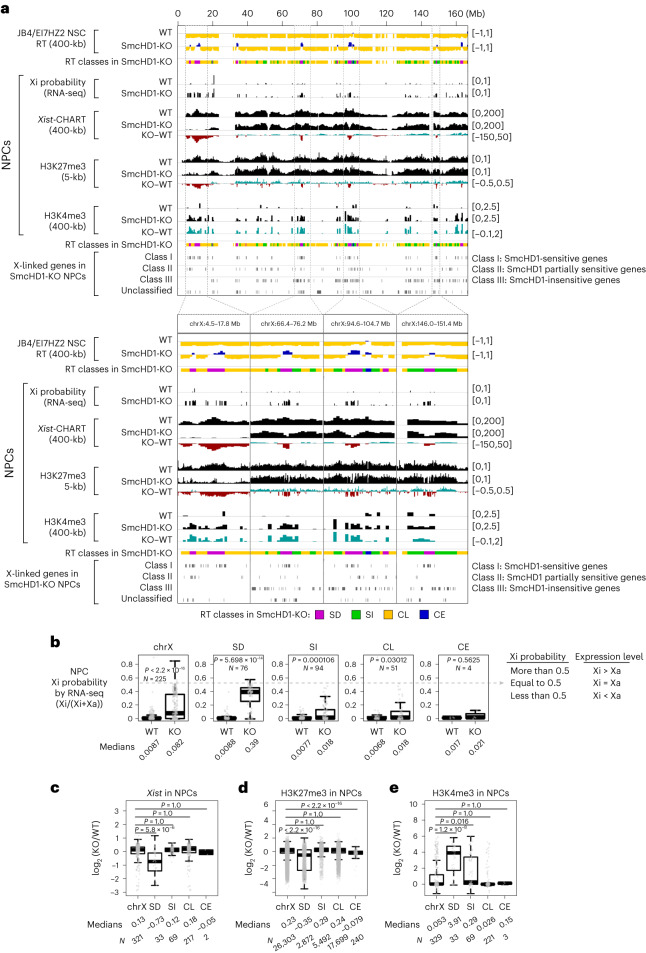
The SD-domain genes are preferentially reactivated and lose repressive Xi signatures in SmcHD1-mutant NPCs. **a**, Comparison of Xi probability of X-linked gene expression ((mus-Xi reads)/(mus-Xi reads + cas-Xa reads); 0 and 0.5 represent fully silenced and reactivated Xi states, respectively), *Xist* RNA enrichment by CHART-seq and H3K27me3 and H3K4me3-ChIP–seq (ref. ^11^) on the Xi in WT and SmcHD1-mutant (KO) NPCs. BrdU-IP RT of the NSC Xi (B6-Xi) is shown for comparison. Class I (SmcHD1-sensitive), class II (partially SmcHD1-sensitive), class III (SmcHD1-insensitive) and unclassified genes are based on expression analysis by Wang et al.^11^. Bin sizes are shown in parentheses. Upper and lower panels show the entire Xi and the magnified views of four representative SD-domain regions, respectively. Colored bars, RT classes. **b**, Comparison of Xi probability of 225 X-linked gene expression between RT classes in WT and KO NPCs. Escapees in NPCs identified by Wang et al.^11^ were removed before the analysis. *N*, the number of X-linked genes in each class. *P* values were obtained from one-sided paired Wilcoxon signed-rank test. **c**–**e**, Comparison of *Xist* (**c**), H3K27me3 (**d**) and H3K4me3 (**e**) enrichment on the SmcHD1-KO versus WT Xi among RT classes. *N*, the number of genomic bins in each class. The log_2_(fold change) is shown. *P* values in **c**–**e** were obtained from a one-sided Wilcoxon signed-rank test with the Bonferroni correction. Source data

We further analyzed the relationship of Xi reactivation with epigenetic status. The SD domains coincided with Xi regions in SmcHD1-mutant NPCs showing a significant decrease in *Xist* RNA binding (Fig. 4a,c), a decrease in histone H3 lysine 27 trimethylation (H3K27me3) (Fig. 4a,d) and an increase in H3K4me3 (Fig. 4a,e). The SI genes did not show less *Xist* binding but showed a significant increase in H3K4me3, although to a lesser extent than the SD genes (Fig. 4a,c,e). The SD domains also coincided with regions depleted of H3K27me3 in SmcHD1-mutant MEFs^13^ (Supplementary Fig. 8c,d), although parts of the SD domains retained H3K27me3. Several SI domains close to the telomere also showed H3K27me3 depletion (Supplementary Fig. 8d).

We analyzed SmcHD1 enrichment on the Xi using published data^11,13^. SmcHD1 was particularly enriched on the SD domains in MEFs but not NPCs (Supplementary Fig. 8e), suggesting that SmcHD1 binding is cell-type specific. Nonetheless, SD-domain defects in SmcHD1-mutant MEFs and NPCs were similar based on H3K27me3 data (Fig. 4a,d and Supplementary Fig. 8c,d). Thus, the SD domain’s susceptibility to SmcHD1 mutation is not due to the preferential binding of SmcHD1 to these domains.

### DNA-FISH showed SD-domain protrusion from the mutant Xi core

To validate the *Xist* RNA binding data, we performed sequential *Xist* RNA fluorescence in situ hybridization (RNA-FISH) and DNA-FISH using two probe sets targeting neighboring SD, SI and/or CL domains (Fig. 5a). We categorized the DNA-FISH signal localization relative to the *Xist* cloud into four groups (Fig. 5b). In WT NSCs, most of the SD, SI and CL signals were positioned similarly close to the Xi surface (Fig. 5b,c,e and Supplementary Fig. 8f) or from the *Xist* cloud centroid (Fig. 5d,f), confirming earlier studies^43,44^. In SmcHD1-mutant NSCs, however, the SD probes frequently protruded out of the *Xist* cloud (Fig. 5c,e and Supplementary Fig. 8f) and became distant (Fig. 5d,f). The SI (but not CL) probes exhibited the same trend but to a lesser extent (Fig. 5c–f).

**Fig. 5:**
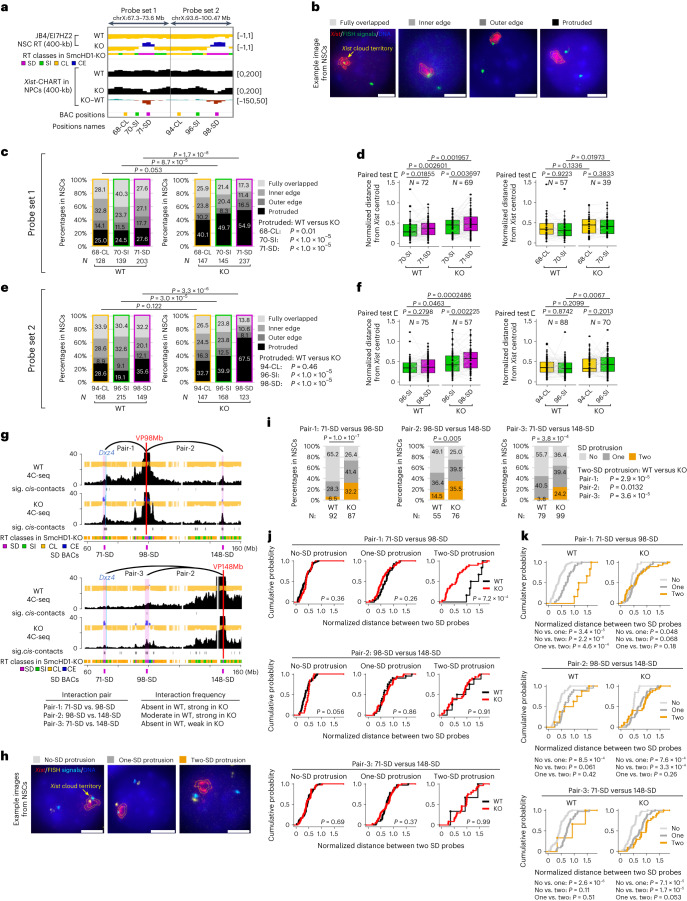
Validation of the protrusion of SD domains out of the *Xist* territory and their closer proximity in SmcHD1-mutant NSCs by FISH. **a**, SD, SI and CL domain BACs were used to examine their subnuclear localization relative to the *Xist* cloud. **b**, Representative images of RNA- and DNA-FISH using *Xist* RNA and SD, SI or CL BAC probes in JB4/EI7HZ2 NSCs. We categorized the DNA-FISH signal localization relative to the *Xist* cloud into four groups (Methods). Scale bars, 5 μm. **c**,**e**, Percentages of DNA-FISH signal localization relative to the *Xist* cloud in NSCs: set 1 (**c**) and set 2 (**e**). **d**,**f**, Distance between the DNA-FISH signal and the *Xist* cloud centroid in NSCs normalized with *Xist* Feret diameter in the same nucleus: set 1 (**d**) and set 2 (**f**). **g**, Three SD BACs and their interaction frequencies as observed by 4C-seq (Fig. 3b and Supplementary Fig. 6). Red lines, viewpoints; blue lines, *Dxz4*; gray bars beneath each plot, significant far-*cis* contacts; colored bars, RT classes. **h**, Representative images of RNA- and DNA-FISH using *Xist* RNA and SD BAC probes in JB4/EI7HZ2 NSCs. The SD–SD localization patterns were categorized into three groups. Scale bars, 5 μm. **i**, Percentages of SD–SD localization patterns in WT and SmcHD1-mutant NSCs. **j**,**k**, Normalized distances between two SD probes were plotted as cumulative plots: comparing WT versus SmcHD1-mutant NSCs (**j**) and comparing the SD protrusion group (**k**). *N*, the total number of cells analyzed from two to three independent experiments. *P* values in **c**, **e** and **i** were obtained from a chi-square test for all groups and a Fisher’s exact test for the protruded group. *P* values in **d** and **f** were obtained from one-sided Wilcoxon signed-rank test, with data that used a paired test indicated. *P* values in **j** and **k** were obtained from a two-sided Kolmogorov–Smirnov test. Source data

To validate the protrusion and interaction of SD domains, we performed pair-wise DNA-FISH using three SD probes (Fig. 5g). Simultaneous protrusion of two probes was much more frequent in SmcHD1 mutant than WT NSCs (Fig. 5h,i). Focusing on the ‘two-SD protrusion’ cells, the 71-SD to 98-SD distance was significantly closer in SmcHD1-mutant NSCs (Fig. 5j,k), consistent with 4C-seq (Fig. 5g, pair-1). The 98-SD to 148-SD distance was similar in SmcHD1-mutant and WT NSCs (Fig. 5j,k), again consistent with 4C-seq (Fig. 5g, pair-2 interacts in both WT and KO, although slightly higher in KO). The 71-SD to 148-SD distance did not decrease in SmcHD1-mutant NSCs (Fig. 5j,k), consistent with their weak interaction by 4C-seq (Fig. 5g, pair-3). Thus, while there is some cell-to-cell heterogeneity, FISH results were consistent with 4C-seq (see Supplementary Text 1 and 2 for further discussion).

### SD but not SI domains on both Xs contact other chromosomes

Is the SD domain positioning on the Xi surface a cause or a consequence of SD gene reactivation in SmcHD1-mutant cells? The answer was brought about serendipitously when we analyzed interchromosomal interactions by 4C-seq (refs. ^39,45^). In SmcHD1-mutant NSCs, the B6-Xi SD viewpoints frequently contacted other chromosomes, while the non-SD viewpoints rarely did so (Fig. 6a and Supplementary Fig. 9a), consistent with the idea that the SD but not SI and CL domains are on the outermost surface of the Xi, allowing contact with other chromosomes. This was true for the B6-Xi in WT NSCs and, also for the JF1-Xa (Fig. 6a and Supplementary Fig. 9a), suggesting that this SD domain positioning is independent of transcription or the SmcHD1 genotype.

**Fig. 6:**
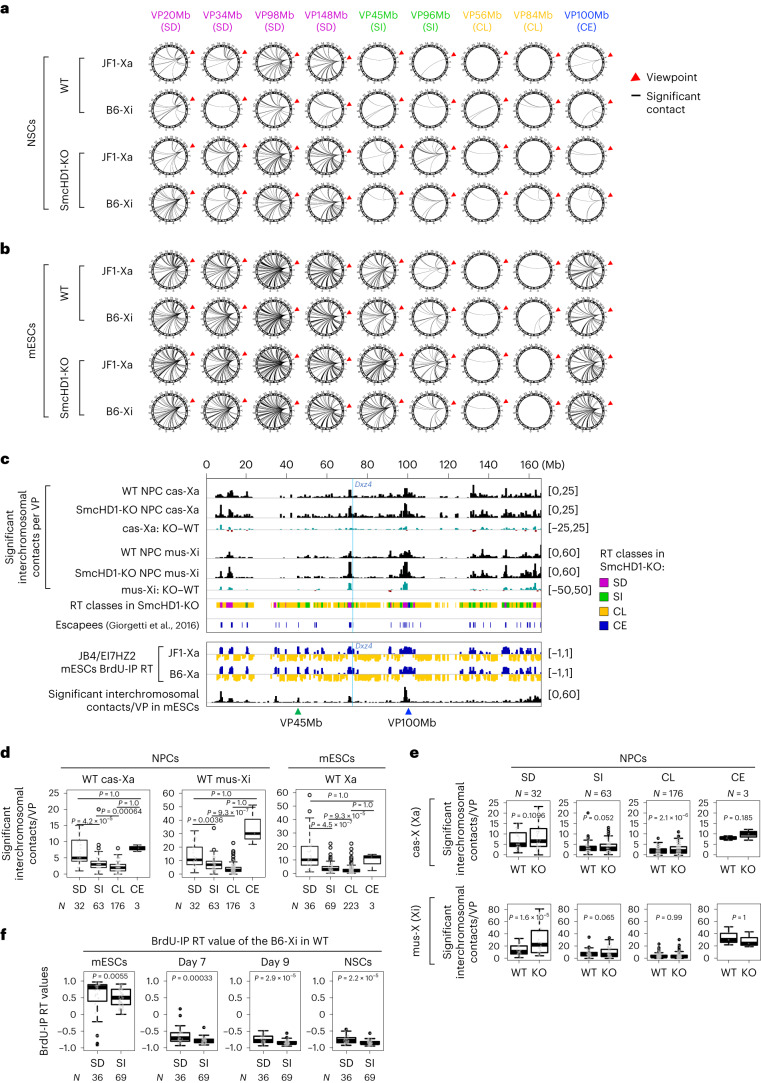
The SD but not SI domains on the X chromosomes frequently contact other chromosomes in WT and SmcHD1-mutant NSCs. **a**,**b**, Circos plots are shown, which show interactions of 4C-seq viewpoints (red arrowheads) with the rest of the genome in NSCs (**a**) and mESCs (**b**) (representative results from replicate 2). Each line represents a significant interchromosomal interaction. **c**, Using a published allele-specific Hi-C data^11^, we created virtual 4C-seq profiles of WT and SmcHD1-mutant (KO) NPCs from 417 viewpoints (VPs) (400-kb bins) and plotted the number of significant interchromosomal interactions for each bin on the cas-Xa and the mus-Xi, as well as the KO–WT differential. Escapee positions are shown^17^. A similar plot was generated for the Xa in mESCs without allelic separation^11^. Blue lines show *Dxz4* position. **d**, Boxplots showing the number of significant interchromosomal interactions of virtual 4C-seq viewpoints in SD, SI, CL and CE domains on the Xs in WT NPCs and mESCs. *P* values were obtained from a one-sided Wilcoxon signed-rank test with the Bonferroni correction. **e**, Boxplots as in **d** comparing WT versus SmcHD1-KO Xa or Xi in NPCs. *P* values were obtained from one-sided paired Wilcoxon signed-rank test. **f**, Comparison of BrdU-IP RT values of SD and SI domains on the Xi during mESC differentiation. *P* values were obtained from one-sided Wilcoxon signed-rank test. *N*, the number of genomic bins in each class in **d** and **e**. Source data

FISH experiments suggested that the SD, SI and CL domains are equally close to the Xi surface (Fig. 5c–f), possibly due to the resolution limit. Based on the interchromosomal interaction frequency, we predict that the SI and CL domains are just underneath the SD-domain layer in NSCs, avoiding contact with other chromosomes. The B6-Xi SD domains in mutant NSCs make more interchromosomal contacts than in WT NSCs (Fig. 6a and Supplementary Fig. 9a), possibly reflecting their protrusion out of the Xi (Fig. 5c–f,i).

A similar interchromosomal interaction trend was observed for the mESC (Fig. 6b and Supplementary Fig. 9a). To test whether this is true chromosome wide, we performed virtual 4C to analyze interchromosomal interaction using Hi-C data. We analyzed ‘virtual’ viewpoints throughout the Xs using mESC and NPC Hi-C data^11^, after confirming the remarkable similarity of actual and virtual 4C profiles (Supplementary Fig. 9b).

Virtual 4C supported the layered X-chromosome organization in NPCs, with the SD and CE domains showing the strongest interchromosomal interaction, followed by SI, then CL domains on both Xs (Fig. 6c,d; Xi’s CE contains *Xist*, which is highly expressed; Supplementary Text 3). The SD domains in SmcHD1-mutant NPCs showed higher interchromosomal interaction frequency than in WT NPCs (Fig. 6c,e), consistent with their protrusion out of the Xi core in the mutant. Such an interchromosomal interaction trend was conserved in mESCs (Fig. 6c,d).

However, we found that the SI viewpoints, especially VP45Mb, and the CE viewpoint showed more interchromosomal interactions in mESCs than NSCs on both Xs (Fig. 6a–c and Supplementary Fig. 9a). As mentioned earlier, VP45Mb was an exceptional SI viewpoint that resembled the SD viewpoints’ intrachromosomal interaction pattern, acquiring interactions with other SD domains in SmcHD1-mutant NSCs (Supplementary Fig. 6). Therefore, VP45Mb could be a marginal SI viewpoint located close to the SD layer, showing frequent long-range intra- but not interchromosomal interactions in SmcHD1-mutant NSCs and NPCs. Likewise, the SD and CL layers could be further subdivided.

The viewpoint near VP100Mb maintained frequent interchromosomal interactions in mESCs and NPCs by virtual 4C (Fig. 6c) but not actual 4C (Fig. 6a,b), possibly due to the difference in the viewpoint size and resolution (virtual 4C, 0.4 Mb; actual 4C, 8.6 kb). In addition, some SD or SI virtual viewpoints showed interchromosomal interactions in NPCs but not mESCs (Fig. 6c; for example, 130–160 Mb). Overall, however, virtual 4C data are consistent with a layered organization of both Xs regardless of cell types, XCI states or SmcHD1 genotypes. The SD domains showed earlier RT than the SI domains (Fig. 6f), which might reflect their distinct compartmentalization, extrapolating from the tight RT-subcompartment relationship^10^.

### The outermost SD domains on the Xi are rich in XCI escapees

The XCI escapees are located near the Xi surface^16,39,43,44^. Given the outermost position of the SD layer, we asked how well the SD domains overlap with escapees. Using a comprehensive NPC escapee list^17^, the SD domains showed more than 54- and sixfold higher escapee density than the CL and SI domains, respectively (Fig. 7a and Supplementary Fig. 9c), a trend also observed in non-NPC cells^46,47^ (Supplementary Fig. 9c,d). Consistently, escapees were significantly enriched in regions with frequent interchromosomal interactions (Fig. 7b). The escapees were positioned on the surface of both Xs based on interchromosomal interaction frequency (Fig. 6a–d), meaning that this is their default positioning regardless of expression states.

**Fig. 7:**
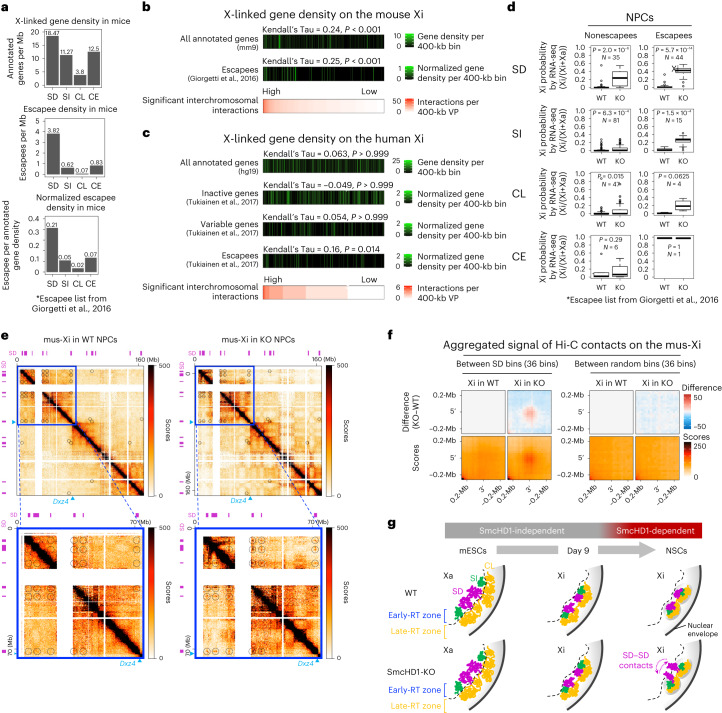
Escapee distribution on the Xi and the identification of SD–SD interactions in SmcHD1-KO NPC Hi-C data. **a**, Comparison of gene density on the X among RT classes (genes per Mb). Top, mouse annotated genes (mm9 Ref-seq genes); middle, escapees^17^; bottom, escapees normalized by Ref-seq gene density. **b**, Densities of all annotated Ref-seq genes and escapees^17^ normalized by Ref-seq gene density (middle) relative to significant interchromosomal interaction frequency as assayed by virtual 4C of NPCs (bottom)^11^. **c**, Similar plots to **b** were made after virtual 4C (388 viewpoints, 400-kb each) of the human X chromosome using a hTERT-RPE1 Hi-C data^18^. The inactive (genes subject to stable XCI), variable (genes variably escaping from XCI) and escapee genes were defined based on a systematic human transcriptome study^56^. Shown are their densities normalized by UCSC gene density. *P* values in **b** and **c** were obtained from Kendall’s rank correlation test with the Bonferroni correction. **d**, Comparison of Xi probability of X-linked gene expression in SmcHD1-mutant (KO) and WT NPCs as in Fig. 4a,b. Genes were classified into nonescapees and escapees^17^ and into SD, SI, CL and CE classes. *P* values were obtained from one-sided paired Wilcoxon signed-rank test. *N*, the number of X-linked genes in each class. **e**, Hi-C heatmaps of the mus-Xi in WT and SmcHD1-mutant (KO) NPCs from Wang et al.^11^ (250-kb resolution). Black circles on Hi-C heatmaps indicate strong SD–SD interactions found in SmcHD1-mutant NPCs. The bottom panel shows enlarged views of blue boxes in the top panel. Magenta, SD domains; blue arrows, *Dxz4*. **f**, Aggregated plots of interactions between SD (left) and random bins (right) by Hi-C. **g**, A proposed model for the formation of the multi-layered 3D structural organization of the Xi. During XCI, an EtoL compartment switch of the Xi occurs first (SD and SI domains) and is followed by a further 3D reorganization of the Xi through the actions of factors such as SmcHD1. Without SmcHD1, the Xi fails to maintain its late replication and 3D structure later during differentiation, resulting in frequent protrusion of SD domains located close to the surface of the Xi (but not SI domains), which occasionally interact with each other. Whereas the figure shows the contact between protruded SD domains, it is also possible that SD–SD domain interactions could occur inside the Xi core (Supplementary Text 2). Source data

To test whether this is conserved in other species, we asked whether human Xi regions with frequent interchromosomal interactions are also escapee rich. We used a published hTERT-RPE1 Hi-C data^18^ and performed virtual 4C. Although escapees are not necessarily conserved between mice and humans^1^, human escapees were indeed significantly enriched in Xi regions with frequent interchromosomal interactions (Fig. 7c and Supplementary Fig. 9e), suggesting their positioning close to the Xi’s outermost surface.

Thus, it is possible that escapees escape XCI because their default positioning on the Xi surface makes their repression state inherently unstable, predisposing them to be easily reactivated. Likewise, SD-domain gene reactivation in SmcHD1-mutant NPCs (Fig. 4b) can be interpreted as preferential derepression of Xi surface domain genes by the absence of SmcHD1. Consistent with this idea, even the nonescapees are reactivated more strongly in SD domains compared to SI and CL domains in SmcHD1-mutant NPCs (Fig. 7d). However, escapees were more strongly reactivated in all domain categories analyzed (Fig. 7d), suggesting that both domain-level and individual gene-level factors contribute to XCI escape.

Last, we asked whether strong gene promoters could drive the characteristic SD-domain positioning. As strong promoters exhibit high CpG density^48,49^, we used this as a proxy for strong promoters and analyzed their distribution on the Xi. We observed a similar distribution of high CpG-containing promoters in the SD and SI domains (Supplementary Fig. 9f), confirming a previous report^50^. Thus, strong promoters cannot account for the SD-domain positioning.

### SD–SD domain interactions are captured by Hi-C

One confounding enigma was that the previous Hi-C did not identify the SD–SD interactions in SmcHD1-mutant NPCs^11^. However, Hi-C does capture what 4C captures, as the virtual 4C data derived from these Hi-C data resembled our actual 4C results and showed SD–SD interactions (Supplementary Fig. 9b). This led us to perform virtual 4C for viewpoints throughout the Xs in NPCs and plot their *z* scores (Supplementary Fig. 10a–f), which immediately visualized strong SD–SD interactions on the mutant but not WT NPC Xi (Supplementary Fig. 10b,d,f, circled regions). Thus, we revisited the original Hi-C heatmaps^11^ and successfully identified the SD–SD interactions in mutant but not WT NPC Xi (Fig. 7e, circled regions). Aggregated plots also revealed strong SD–SD interactions specifically in SmcHD1-mutant NPCs (Fig. 7f).

We also found that the red and blue patterns of the Xa *z*-score plots resembled the Hi-C principal component 1 (PC1) profile to some extent (Supplementary Fig. 10a,c). This resemblance was also observed on the mutant NPC Xi (Supplementary Fig. 10d), perhaps reflecting the S1 and S2 compartments^11,51^. However, the red and blue patterns on the mutant and WT NPC Xi were similar (Supplementary Fig. 10b,d), suggesting the presence of S1 and S2 compartments on the WT NPC Xi. When we calculated PC1–4 on the Xs and focused on those with more than 8% contribution rates, PC3 of WT NPC Xi resembled the S1 and S2 compartments, which was also true in mouse Patski cells^52^ (Supplementary Fig. 10g–i).

Thus, although the Xi is more compact than the Xa, they still seem to share certain structural features. While the megadomain structure becomes prominent as the Xi becomes compact (Supplementary Fig. 10g,j), the S1 and S2 or A and B compartment features still remain on NPC Xi (Supplementary Fig. 10g,h). When the Xi heterochromatin is disturbed by perturbations such as SmcHD1 mutation, the relative contribution of different structural features change, leading to, for instance, the emergence of S1 and S2 compartments as PC1 (ref. ^11^) or enhanced TAD boundaries in SmcHD1-mutant cells^11,13^. In addition, new structural features, namely protrusion of SD domains and their interactions, emerge on the loss of SmcHD1.

## Discussion

In this study, we used scRepli-seq and analyzed the Xi’s RT regulation during mESC differentiation, and explored its compartment organization. Our results demonstrate that (1) the entire Xi is replicated rapidly and uniformly in late S in a given cell but with cell-to-cell RT heterogeneity (Fig. 1e–h); (2) the Xi has a ‘layered’ organization, which is present already in mESCs, suggesting that this is the default architecture of the X independent of XCI (Fig. 6); (3) SmcHD1 is required for maintaining the XCI state, late-S replication and proper 3D architecture of domains located on the Xi’s outermost layer (Figs. 2a–c, 3b and 4–7); (4) the Xi’s outermost layer is escapee rich in mice and humans, which becomes preferentially reactivated in SmcHD1-mutant mouse cells (Fig. 7a–d) and (5) the 3D organization defects of the Xi surface domains in SmcHD1-mutant cells can be captured by Hi-C (Fig. 7e,f). Taken together, while the Xi appears to be uniformly compacted in 3D, our results indicated that the positioning relative to the Xi surface can explain regional differences in Xi heterochromatin stability, which was manifested on SmcHD1 mutation or XCI escape (Fig. 7g).

The Xi’s chromosome-wide late-S replication has been known since 1960 (ref. ^20^). However, because roughly 70% of the Xa is late replicating, the EtoL RT switch was assumed to affect only the remaining roughly 30% of the future Xi (Fig. 1d). This was not the case, however, and both RT advances and delays generated a uniformly late-replicating Xi that completed replication within a few hours (Fig. 1e–h), which was consistent with and explain the rapid replication of the mouse C2C12 myoblast Xi in mid- to late S by live imaging^26^. Because developmental RT changes reflect preceding A and B compartment changes^25^, we predict that the Xi’s RT changes also reflect its compartment reorganization. Our results validate and update the ‘fast and random’ Xi replication model^28^ and reveal the Xi’s chromosome-wide RT reorganization process.

We found relatively large cell-to-cell Xi RT heterogeneity within the second half of S (Fig. 1e–g). Because different Hi-C subcompartments show distinct RT^10^, the cell-to-cell RT heterogeneity of the Xi and its RT being out of phase with the rest of the genome likely reflect Xi’s compartment states. For instance, the Xi may form its own compartment, which could be slightly variable among cells regarding its position relative to the late-replicating B compartment, resulting in cell-to-cell RT heterogeneity.

The Xi constantly changed its conformation during differentiation, even after becoming late replicating (Fig. 3b and Supplementary Fig. 6). Thus, the Xi may undergo a two-step structural change in which the EtoL domains first alter their compartments in an SmcHD1-independent manner, followed by a process that requires SmcHD1 for further structural reorganization and/or maintenance (Fig. 7g). While the SmcHD1-mutant Xi exhibits pleiotropic defects in gene expression, DNA methylation and histone modifications^14,35–37^, recent reports indicate a direct role of SmcHD1 in regulating the higher-order chromosome architecture^11,12^. In particular, SmcHD1 knockout (KO) in cells that have established the Xi clearly showed that the higher-order Xi architecture is altered without gross changes in gene expression^13,15^.

SmcHD1 shows binding affinity throughout the Xi^11,13,53^ and yet the Xi’s RT reversal in SmcHD1-mutant NSCs was specific to the SD domains. Our data indicate that being near the Xi surface makes genes in such regions relatively unstable for maintenance of silencing, possibly because it is easier to make them physically loop out of the Xi chromosome territory than genes underneath the surface layer. Looping out may be a cause or a consequence of gene reactivation. However, being on the X-chromosome surface before XCI cannot be a consequence of reactivation. Therefore, we favor the view that such default 3D architecture of the X forms the basis for regional differences in heterochromatin stability. It has been a longstanding debate whether a given 3D genome architecture is a cause or a consequence of transcription^54^. We believe that our observations represent one of the best examples corroborating the causal role of the 3D genome organization on genome function.

If the default architecture causally affects local differences in Xi heterochromatin stability, it should predefine the sensitivity to perturbations other than SmcHD1 KO. We found that XCI escapees were overrepresented in Xi’s outermost surface in mice and human (Fig. 7a–c). By contrast, CL domains rarely contained escapees (Fig. 7a and Supplementary Fig. 9c,d). These observations comprehensively validated the widespread notion that escapees are located near the Xi surface^16,43,44,55^.

Escapees were more strongly reactivated than nonescapees in all domain categories analyzed (Fig. 7d), indicating that some intrinsic factors render the escapees more easily reactivated^1,2,5^. However, SD-domain escapees were more strongly reactivated in SmcHD1-mutant NPCs than SI-domain escapees (Fig. 7d). In addition, some SD-domain nonescapees were strongly reactivated in mutant cells, which was much less prominent in SI domains (Fig. 7d). Thus, as the SD domains are closer to the Xi surface than the SI domains, this might make them inherently more unstable. In such ways, SmcHD1-mutant cells can serve as an excellent model to explore XCI escape. Moreover, our work demonstrates the potential functional significance of subcompartments, which is tightly coupled with distinct RT regulation^10^.

Interchromosomal interaction analyses by actual and virtual 4C played a critical role in our work. Moreover, we could identify SD–SD interactions in the SmcHD1-mutant NPC Hi-C data (Fig. 7e,f). Thus, routine 4C and Hi-C analyses can overlook important features, and 4C and Hi-C data contain more information to be discovered in the future.

Given the discovery of the potential importance of the default structure of the X, the next challenge would be to decipher the molecular basis of such default 3D genome organization. However, while the interchromosomal interaction patterns were similar between the two Xs in WT mESC and NPCs or SmcHD1-mutant NPCs, there were small differences between mESCs and NPCs (Fig. 6a–c), indicating that the default structure can change during differentiation. In addition, SmcHD1-mutant cells exhibit slightly different RT in different cell types^13^, suggesting that SmcHD1’s contribution to the Xi architecture is cell-type specific. This could be partly explained by cell-type specific Xi compartment organization. It will be important to distinguish the intrinsic (‘default’) and extrinsic (‘epigenetic’) aspects of compartment regulation and understand how they are coordinated.

## Methods

### Cell culture and generation of SmcHD1-mutant female mESCs

The JB4/EI7HZ2 mESCs^32^ were grown in 2i/leukemia inhibitory factor (LIF) medium (DMEM (Sigma, D6429-500ML) supplemented with 15% FBS (Gibco 10270-106, lot no. 42Q6272K), 1× pencillin–streptomycin (pen–strep) (Nacalai, 09367-34), 1× nonessential amino acid (Nacalai, 06344-56), 0.1 mM β-mercaptoethanol (Gibco, 21985-023), 1,000 U ml^−1^ LIF (Nacalai USA, NU0012-2), 1 µM PD0325901 (Wako, 162-25291), 3 µM CHIR99021 (Wako, 034-23103); 2i/LIF refers to MEK and GSK3 inhibitors (2i) and LIF) on culture plates coated with 0.2% gelatin. Medium also contained 0.2 mg ml^−1^ G418 (InvivoGen, ant-gn-1) and 25 µg ml^−1^ Zeocin (Invivogen, ant-zn-1) to maintain the XX karyotype. SmcHD1-mutant mESCs were generated from JB4/EI7HZ2 mESCs by CRISPR–Cas9 using the following single guide RNA: GCTGTCGCAGTGGTAGATAA. The following primers were used to genotype SmcHD1-mutant clones: forward (Fw): 5′-TAACTCTGTAGAGCAGGCTG-3′ and reverse (Rv): 5′-TCGCACAGACCTCAGGAAAT-3′. The absence of SmcHD1 protein in SmcHD1-mutant mESCs was confirmed by western blotting using anti-SmcHD1 antibody (1:500 dilution, Sigma HPA039441) and anti-alpha tubulin antibody (1:1,000 dilution, loading control; Abcam ab7291). Epiblast stem cells (EpiSCs) and MEFs were isolated from E6.5 and E12.5 embryos, respectively. The housing conditions for the mice were as follows: they were exposed to a dark/light cycle in darkness from 19:00 to 7:00 and in light from 7:00 to 19:00 (at an intensity of 200 lux). The temperature was maintained at 22 ± 2 °C, and the humidity level was kept at 50 ± 10%. All the experimental procedures using animals were approved by the Institutional Animal Care and Use Committee of Kindai University. EpiSCs were derived in the presence of IWP-2 according to the previous report^57^. MEFs and hTERT-RPE1 cells were cultured in DMEM + 10% FBS and 1× pen–strep.

### Differentiation of mESCs to day 7 or 9 early neurectoderm cells

WT and SmcHD1-mutant JB4/EI7HZ2 mESCs were differentiated to neurectoderm as described in ref. ^25^. Briefly, JB4/EI7HZ2 mESCs were adapted for two passages (4 days) in N2B27 + 2i/LIF medium (NDiff227 (Cellartis, Y40002) supplemented with 0.1 mM β-mercaptoethanol, 1,000 U ml^−1^ LIF, 1 µM PD0325901 and 3 µM CHIR99021) on culture plates coated with poly-l-ornithine (0.01% poly-l-ornithine solution; Sigma no. P3655) and 300 ng ml^−1^ Laminin (Corning, 354232) in DMEM/F12:Neurobasal medium (1:1) (DMEM/F12 (Nacalai, 11581-15) and neurobasal medium (Gibco, no. 21103-049)). Next, mESCs were dissociated by TrypLE (Gibco, 12604021) and differentiated to epiblast-like cells for 2 days in the presence of Activin A, bFGF and knockout serum replacement (KSR) (NDiff227, 20 ng ml^−1^ Activin (Shenandoah/Cosmobio SBI 100-43), 12 ng ml^−1^ FGF2 (Peprotech 100-18B), KSR (Gibco, 10828-028, lot no. 2170051)) on fibronectin coated plates (16.67 ng ml^−1^ fibronectin (Invitrogen, 33016-015) in 1× PBS (TaKaRa, T900)), collected by trypsinization and switched to aggregation (embryoid bodies (EBs)) culture in Nunclon Sphera 96-well plates (Thermo Fisher Scientific, no. 174925) starting from 4,000 epiblast-like cells per well in GMEM + 15% KSR medium (GMEM (Sigma, G5154-500ML), 15% KSR, 1× pen–strep, 1× nonessential amino acid, 1× sodium pyruvate (Nacalai, 06977-34), 0.09 mM β-mercaptoethanol and 2 mM l-glutamine (Nacalai, 16948-08)). To gather 7- or 9-day differentiated mESCs, aggregates (EBs) were collected and washed with 1× PBS, then treated with 0.25% Trypsin (Nacalai, 32777-44) for 5–10 min at 37 °C to achieve single-cell suspension for further experiments.

### Derivation of NSCs from WT and SmcHD1-mutant mESCs

NSCs were derived from WT and SmcHD1-mutant JB4/EI7HZ2 mESCs and cultured as described^33^. Briefly, mESCs were dissociated by TrypLE and 0.1 × 10^6^ cells were resuspended in 2 ml of NSC differentiation medium (DMEM/F12:neurobasal medium (1:1), 0.5× N_2_ supplement (Thermo Fisher, 17502048), 0.5× B27 supplement (Invitrogen, 17504-044), 2 mM l-glutamine, 1× pen–strep, 75 µg ml^−1^ BSA (Sigma, A3311-10G), 25 µg ml^−1^ Insulin (Sigma, I1882-100MG), 0.1 mM β-mercaptoethanol). Then, the cells were seeded on 35-mm culture wells coated with 0.2% gelatin and cultured for 7 days. NSC differentiation medium was changed every 1–2 days. On day 7, differentiated cells were dissociated and 0.5 × 10^6^ cells were resuspended in 2 ml of NSC maintenance medium (DMEM/F12, 1× N_2_ supplement, 2 mM l-glutamine, 1× pen–strep, 75 µg ml^−1^ BSA, 25 µg ml^−1^ Insulin, 10 ng ml^−1^ FGF2, 10 ng ml^−1^ epidermal growth factor (Funakoshi, 2028-EG-200)) and cultured on noncoated petri dishes to induce cell aggregate formation. After 3 days, aggregates were collected by spinning down at 1,000 rpm for 30 s and transferred to new 35-mm culture wells coated with 0.2% gelatin and cultured until the aggregates attached to the surface and produced NSC outgrowth (which typically takes 3–10 days). NSC differentiation medium and NSC maintenance medium also contained 0.2 mg ml^−1^ G418 and 25 µg ml^−1^ Zeocin to maintain the XX karyotype. PCR with reverse transcription, Nestin immunostaining (1:200 dilution, Wako, 7A3) and RNA-seq were performed to confirm the identity of NSCs. 

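In the RNA-seq data of the 3 WT and 3 KO NSC libraries, Nes rose from 6.56 ± 1.58 FPKM in WT mESCs to 159.7 ± 93.0 in WT NSCs (log2 fold change 4.28, adjusted p 2.31e-12) and from 6.08 ± 1.40 to 120.1 ± 17.3 in KO cells (4.10, 4.36e-12). Olig2 rose from 3.37 ± 1.17 FPKM in WT mESCs to 338 ± 31.4 in WT NSCs (log2 fold change 6.30, adjusted p 1.29e-13) and from 2.30 ± 0.838 to 361 ± 9.17 in KO cells (6.81, 3.31e-14). Fabp7 rose from 0.248 ± 0.215 FPKM in WT mESCs to 3862 ± 984 in WT NSCs (log2 fold change 11.58, adjusted p 1.44e-19) and from 0.281 ± 0.486 to 2799.6 ± 446 in KO cells (11.14, 1.94e-19). Vim rose from 97.7 ± 20.0 FPKM in WT mESCs to 1384 ± 85.6 in WT NSCs (log2 fold change 3.83, adjusted p 2.39e-15) and from 126 ± 16.5 to 947 ± 50.2 in KO cells (2.90, 2.67e-13). Pluripotency markers were near 0: Pou5f1 was 0.385 ± 0.486 FPKM in WT and 0.0519 ± 0.0898 in KO NSCs, Nanog 0.479 ± 0.335 and 0.584 ± 0.443, and Fgf4 0.0658 ± 0.0672 and 0.0432 ± 0.0374. Sox2, which NSCs also express, stood at 185 ± 39.8 FPKM in WT and 131 ± 24.5 in KO NSCs (SE of the difference 0.13, log2 fold change -0.49, adjusted p 0.0308). Vim was the other marker called between KO and WT NSCs (-0.55, adjusted p 0.0415), while Nes (-0.27, 0.659), Fabp7 (-0.45, 0.349) and Olig2 (0.10) were not called. With the replicate number as a block, Sox2 and Vim were not called either (adjusted p 0.172 and 0.0829, range over the alternatives 0.0291 to 0.427 and 0.0402 to 0.116), and leaving out 1 library ended the call of Sox2 in 4 of 6 fits and that of Vim in 5. Without replicate 1 of WT NSCs the KO to WT log2 fold change of Nes was 0.17.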

Primers used for PCR with reverse transcription to confirm the identity of NSCs were as follows: Oct3/4-Fw: 5′-GACAACAATGAGAACCTTCAGG-3′; Oct3/4-Rv: 5′-TGATCTTTTGCCCTTCTGGC-3′; Olig2-Fw: 5′-TTACAGACCGAGCCAACACC-3′; Olig2-Rv 5′-GGCAGAAAAAGATCATCGGG-3′; Ascl1-Fw: 5′-AGGAACAAGAGCTGCTGGAC-3′; Ascl1-Rv: 5′-TGCAGAGACACTGTTGGAGC-3′. Primers used for PCR with reverse transcription to confirm allele-specific *Xist* expression were as follows: Fw: 5′-CATCGGGGCTGTGGATACCT-3′; Rv: 5′-AGCACAACCCCGCAAATGCTA-3′. The PCR products amplified by the above primers were subsequently digested with PvuII, whose restriction site is present in the fragment derived from JF1-X but B6-X.

### *Xist* RNA-FISH and sequential *Xist* RNA- or DNA-FISH

We followed our standard RNA-FISH and *Xist* RNA- or DNA-FISH protocols as described in ref. ^25^. After single-cell suspension with trypsin, cells were incubated in 75 mM KCl hypotonic solution at room temperature for 15 min and fixed in methanol and glacial acetic acid (3:1) at −20 °C for at least 1 h before use. For *Xist* RNA-FISH, pXist complementary DNA-SS12.9 plasmid was used as a probe template^58^. For SD, SI and CL domain DNA-FISH probes, the following bacterial artificial chromosomes (BACs) were used: RP23-304N5 (68-CL), RP23-131L3 (70-SI), RP23-378I14 (71-SD), RP23-211L1 (94-CL), RP23-470C6 (96-SI), RP23-152F17(98-SD) and RP23-413L19 (148-SD). Briefly, BACs and plasmids were individually labeled with fluorescence-dUTP (Green-dUTP (Enzo Life Sciences no. 02N32-050), Red-dUTP (Enzo Life Sciences no. 02N34-050), or Cyanine 5-dUTP (Perkin Elmer NEL579001EA)) by nick translation (Abbott Molecular no. 07J00-001 (32-801300)). Labeled DNA probes, mouse Cot-1 (Thermo Fisher Scientific no. 18440-016) and salmon sperm DNA (Thermo Fisher Scientific no. 15632-011) were ethanol-precipitated, resuspended in hybridization buffer (10% dextran sulfate, 2× SSC, 1% Tween-20, 50% formamide) and denatured at 80 °C for 10 min before hybridization. For *Xist* RNA-FISH, cells fixed in methanol and glacial acetic acid (3:1) were dropped onto glass slides and dried for 15 min at room temperature. Slides were washed with 2× SSC and dehydrated in a series of 5-min washes with 70, 90 and 100% ethanol at room temperature. After an overnight hybridization at 37 °C, slides were washed with 2× SSC three times at 45 °C and counterstained with 1 µg ml^−1^ 4,6-diamidino-2-phenylindole (DAPI) in 2× SSC before mounting with Vectashield (Vector Laboratories no. H1000). For sequential RNA- or DNA-FISH, *Xist* RNA-FISH was performed first as described above. *Xist* RNA-FISH signals and their *xy* coordinates were recorded by DeltaVision Olympus IX71 equipped with Olympus PlanApo ×60 1.42 numerical aperture (NA) oil objective, using the standard SoftWoRx acquisition software (v.6.5.2). For DNA-FISH after *Xist* RNA-FISH, coverslips were removed after recording by DeltaVision. Slides were washed with 2× SSC three times at 45 °C and incubated in 10 µg ml^−1^ RNaseA in 2× SSC for 1 h at 37 °C. Slides were washed once with 2× SSC and dehydrated by sequential 5-min washes with 70, 90 and 100% ethanol at room temperature before being air-dried at 58 °C for 1 h. Slides were then denatured in 70% formamide in 2× SSC at 80 °C for 3 min, dehydrated by sequential washes with cold 70, 90 and 100% ethanol, and were again air-dried at room temperature until hybridization. After an overnight hybridization at 37 °C, slides were washed with 50% formamide in 2× SSC at 45 °C three times, washed again with 0.1% SSC at 60 °C three times and counterstained with 1 µg ml^−1^ DAPI in 2× SSC before mounting with Vectashield. We recorded DNA-FISH signals by DeltaVision at the same *xy* coordinates from *Xist* RNA-FISH. Images were analyzed using the Fiji software. Because *xy* coordinates had slightly shifted during the experiments, we corrected the positions of *Xist* RNA- and DNA-FISH images by TurboReg macro^59^ using DAPI signals of each image as references.

### Imaging analysis of *Xist* RNA- and DNA-FISH signals

The contour of the *Xist* RNA signals (*Xist* cloud) was automatically drawn in each nucleus using a custom Fiji macro. Briefly, an image channel corresponding to *Xist* RNA was subject to ‘Enhance Contrast’ by saturated at 0.3 with normalization, followed by smoothing through the ‘Mean Shift’ plugin with spatial value of 10 and color at 25. The image was then converted to binary, and the *Xist* cloud region of interest (ROI) was identified using the ‘Analyze Particles’ tool, which was defined as the outer edge. The inner edge of the *Xist* cloud was subsequently defined by drawing a scaled ×0.65 ROI. The *xy* positions of DNA-FISH signals were detected using the ‘Find Maxima’ tool with a prominence threshold of more than 120. Only nuclei with a single *Xist* cloud and two clusters of DNA-FISH signals were analyzed. The DNA-FISH signal localization relative to the *Xist* RNA cloud was manually scored based on four categories: fully overlapped (signal inside the inner edge of the *Xist* cloud), inner edge (signal inside the *Xist* cloud but in between the inner and outer edge), outer edge (signal just outside the *Xist* cloud at its outer edge) and protruded (signal outside the *Xist* cloud). The distance between the DNA-FISH signal relative to *Xist* centroid and between two DNA-FISH signals were calculated based on their *xy* coordinates. The distance was normalized by *Xist* Feret diameter in the same nucleus.

### Sample preparation for RT profiling by BrdU-IP Repli-seq

We followed the BrdU-IP protocol as described^30,60^. Cells or EBs were incubated in a medium containing 10 mM BrdU for 2 h before cell collection. After trypsinization, single-cell suspension was fixed in 75% ethanol. For fluorescence-activated cell-sorting (FACS), we stained fixed cells with Propidium iodide (Nacalai, 29037) and used a Sony SH800 cell sorter (ultra-purity mode) to sort early- and late-S-phase cell population (at least 10,000 cells per fraction). We used a Bioruptor UCD-250 (Sonic Bio) for genomic DNA sonication (high-output mode), with ON/OFF pulse times of 30 s/30 s for 6 min in ice-cold water. BrdU-incorporated DNA was immunoprecipitated using anti-BrdU antibody (BD Biosciences Pharmingen, 555627). After BrdU-IP, immunoprecipitated DNA samples were subject to whole-genome amplification with a SeqPlex kit (Sigma, SEQXE). NGS libraries were constructed from early- and late-replicating DNA after whole-genome amplification with an NGS LTP Library Preparation Kit (KAPA, KK8232) according to the manufacturer’s instructions and were subjected to NGS with the HiSeq X Ten system.

### Sample preparation for scRepli-seq profiling

Single cells from the whole-S-phase were sorted with a Sony SH800 cell sorter using single-cell mode. Three gates corresponding to early-, mid- and late-S-phases were set before sorting to select the mode for binarization analysis (Computation associated with the RT profiling of single cells). Sample preparations were performed as described in ref. ^31^. In total, 120 and 96 single cells for WT and SmcHD1-mutant NSCs (112 S-phase cells and eight G1-phase cells for WT NSCs, and 88 S-phase cells and eight G1-phase cells for SmcHD1-mutant NSCs) were prepared and analyzed. After filtering out cells with X chromosome abnormalities and abnormal median absolute deviation scores, 95 S-phase cells and four G1-phase cells were subjected to scRepli-seq for WT NSCs, while 85 S-phase cells and four G1-phase cells for SmcHD1-mutant NSCs were subjected to scRepli-seq.

### Allele-specific and nonspecific NGS mapping for RT profiling

Paired-end reads were used as single-end reads. The raw fastq files were trimmed to remove adapter sequences by using the trim_galore v.0.6.6 (–quality 20–phred33–length 35) and cutadapt program v.1.15 before mapping. We performed two-step adapter trimming, first removing the Illumina adapter on the basis of the index of each NGS library and then removing the SEQXE adapter^31^. For mapping to non-haplotype-resolved mouse mm9 reference genome, bwa (v.0.7.17-r1188) was used (command, bwa mem). The Picard tool was used to remove duplicated reads and defined with a MAPQ ≥ 10 as uniquely mapped reads. For haplotype-resolved analysis, we constructed the B6/JF1-specific diploid genome as described in ref. ^58^, which was used as a reference for the JB4/EI7HZ2 cell line. For haplotype-resolved mapping, bwa (v.0.7.17-r1188) was used (command, bwa aln ≥ bwa samse). Our in-house hTERT-RPE1 phased genome based on SNP information was used as a reference for the hTERT-RPE1 cell line. To obtain the SNP information, haplotype-phasing analysis of the hTERT-RPE1 genome was performed by using a combination of 10X Genomics linked reads, Hi-C data^18^ and Strand-seq data^61^.We defined MAPQ ≥ 16 as allele-specific uniquely mapped reads. For reads uniquely mapped to the B6/JF1 diploid genome, we used the liftOver tool (UCSC Genome Browser) to convert the genome coordinates to the mm9. Among the unique reads, we filtered out duplicated reads with the chromosome start position and strand information identical to an existing read. We also filtered out reads that overlapped with the mm9 and hg19 blacklists^31^. Reads per sample are shown in Supplementary Table 2.

### Computation associated with RT profiling of cell populations

We followed our established pipeline for BrdU-IP population RT analysis^30^. For non-haplotype-resolved analysis, after mapping, removing duplicate reads and filtering mm9 blacklist, we counted the reads of early- and late-S-phase BrdU-IP samples in sliding windows of 200- at 80-kb intervals and performed reads per million normalization. Then, the ratio of early-S-phase to total read counts ((early-S reads)/(early-S reads + late-S reads)) was calculated for each bin, and were further converted to make their distribution to fit within ±1. This value was defined as the BrdU-IP RT score of each bin. We filtered out bins whose total read counts were within the bottom 5% of all bins. For haplotype-resolved RT profiling, we followed the exact same procedures, using nonoverlapping 400-kb bins. All BrdU-IP RT profiles were quantile normalized before downstream analysis. We used published BrdU-IP data of CBMS1 mESCs (GSM2904968 and GSM2904969) and CBMS1 day 7 (GSM2905017 and GSM2905018) from Takahashi et al.^30^ for comparison. Hierarchical clustering was done using Ward’s method with Euclidean distance in R.

### Computation associated with the RT profiling of single cells

We followed our established pipeline for scRepli-seq RT analysis^31^. First, we analyzed non-haplotype-resolved scRepli-seq data to obtain the percentage replication scores of the whole genome for each single cell in 100-kb nonoverlapping bins. Here, X chromosomes were excluded from the analyses to avoid the bias due to the late replicating Xi. For binarization, different options were applied to each cell depending on their FACS sorting gates (2-HMM option for early-S FACS gate: most.frequent.state = ‘1-somy’; 2-HMM option for mid-S and late-S FACS gates: most.frequent.state = ‘2-somy’). To analyze the X chromosomes, we performed haplotype-resolved scRepli-seq as described^30^ in 400-kb nonoverlapping bins. Percentage replication scores of scRepli-seq results are shown in Supplementary Table 3. To obtain the single-cell RT value of a given genomic bin, we first calculated the percentage replication value of each genomic bin (that is, the percentage of cells that have replicated the bin) using non-haplotype-resolved binarized whole-S scRepli-seq data. Then, the genomic bins were subdivided into one-percentile groups based on their percentage replication values, from the earliest (the top one-percentile group) to the latest-replicating group of bins (the bottom one-percentile group). Each of these one-percentile groups has a range of percentage replication values with upper and lower limits (note that the range is variable between different groups) and was assigned an average percentage replication value, which was converted to an S-phase time, that is, the single-cell RT value (0–10 h; with a resolution of 0.1 h), assuming a 10 h S-phase. Therefore, the single-cell RT value of a given one-percentile group represents the average time during the 10 h S-phase when the genomic bins within this group replicate. To obtain the single-cell RT value of each genomic bin on the X chromosomes, we first calculated the percentage replication value of each genomic bin using haplotype-resolved binarized whole-S scRepli-seq data in a way similar to the method described above. Then, a given genomic bin was assigned an single-cell RT value of the one-percentile group with a percentage replication value range that contains that of the given genomic bin.

### Allele-specific 4C-seq experiments

The primary primer sequences for the nine viewpoints on the mouse X chromosome are shown in Supplementary Table 4. These viewpoints were selected based on RT domains containing SNPs that allow allele-specific 4C-seq to be performed, as previously described^24^. The 4C-seq inverse primers were designed to have the first read of the paired-end read (P5) to cover a portion of the viewpoint region (near HindIII) and read into the target ROI. The second read of the pair (P7) was designed to cover a portion of the viewpoint region (near DpnII) containing a SNP to distinguish the homologous chromosomes (Supplementary Fig. 4a,b). The 4C-seq inverse primers were designed for the two-step PCR strategy as described in ref. ^40^. The primary primers are complementary to the ends of a viewpoint facing outward. These primers contained a portion of the Illumina adapter sequence required for the second PCR step. The second primers are universal primers carrying Illumina indexed adapter sequences (Supplementary Table 4). Thus, they can hybridize to the adapter sequences introduced earlier by the primary primers and amplify the first-round PCR products. This resulted in the complete Illumina adapter sequence for pair-end sequencing. 4C-seq was performed essentially as described^40,45^ with modifications below. Briefly, 5–10 × 10^6^ cells were cross-linked with 1% formaldehyde for 10 min at room temperature. Cross-linked cells were lysed and the nuclei were digested with a sino.-base cutter, 400 U HindIII (NEB, R0104T), overnight at 37 °C. Fragmented DNA ends were ligated by 50 U of T4 ligase (Roche/Sigma, no. 79900901, more than or equal to 5 U µl^−1^). Then, the purified DNA was cut again with a four-base cutter, 50 U DpnII (NEB, R0543S), overnight at 37 °C. DNA was ligated again by T4 ligase (Roche/Sigma, no. 79900901, more than or equal to 5 U µl^−1^) overnight at 16 °C to generate 4C-DNA. The 4C-DNA was purified by phenol and chloroform extraction and ethanol precipitation. 4C-seq libraries were first amplified from 800 ng of 4C-DNA per viewpoint with 16 cycles of inverse PCR using primary PCR primer sets. A typical 50 µl PCR reaction was performed with 200 ng 4C-DNA per reaction using Phusion High-Fidelity kit (F-553L). PCR products were purified using 0.8× Agencourt AMPure XP beads (Beckman Coulter, A63881), and eluted in 50 µl eluting buffer (QIAGEN, 19086). Then 5 µl of purified PCR products were used to amplify again with 20 cycles of PCR using secondary PCR primer sets. Final PCR products were cleaned up by the QIAGEN PCR purification kit. Diluted 4C-seq libraries were mixed with other libraries and subjected to paired-end sequencing using the HiSeq X Ten system. We read roughly 4 million reads per sample, but due to the nature of the 4C-seq library, which contained large size products, we usually obtained 1–2 million paired-end reads per sample (Supplementary Table 2).

### Allele-specific 4C-seq data analysis

The 4C-seq reads were first separated specifically to B6 or JF1 based on SNPs in read 2 (from P7) using cutadapt (cutadapt -e 0–trim-n -g ^(Fw primer sequence) -G ^(Rv primer sequence + SNPs)–no-trim–discard-untrimmed; Supplementary Table 5). Only reads with 0% mismatches to the expected sequence and SNPs were kept. Our 4C-seq libraries had an almost equal fraction of reads between two alleles (roughly 50% each; see Supplementary Tables 1 and 5), indicating an unbiased PCR amplification of libraries. P5 reads of each assigned allele were mapped to mouse mm9 genome as single-end alignment and analyzed using an R pipeline^40^ with analysis mode: all,–wSize 201. To analyze significant far-*cis* interactions, we used established R pipelines^45^ with parameters -w = 100, -W = 3000 and false discovery rate (FDR) of 0.01. To analyze significant interchromosomal interactions, we used established R pipelines^45^ with parameters -w = 500 and FDR = 0.01. Hierarchical clustering was done using Ward’s method with Euclidean distance in R.

### Virtual 4C-seq analysis

We used published allele-specific Hi-C data of WT (GSM2667262 and GSM2667264) and SmcHD1-mutant NPCs (GSM2667263 and GSM2667265) from Wang et al.^11^ and generated a tag directory from two replicates by HOMER (http://homer.ucsd.edu/homer/interactions/). Virtual 4C-seq was performed using 400-kb viewpoints along the X chromosome (417 viewpoints in total) at 5-kb resolution with a default setting by HOMER (analyzeHiC -res 5000 -vsGenome -4C). Far-*cis* interaction analyses were done using Splinter et al.’s pipeline^45^ with modifications. Briefly, normalized reads from virtual 4C-seq analysis (at 5-kb resolution) were made binary and the relative enrichment (*z* score) was calculated using a sliding window of 50 bins (250 kb) against a background window of 1,200 bins (6 Mb) (as medians of -w = 100 and -W = 3000 in the original pipeline^45^ are 194 kb and 6.3 Mb, respectively (mm9)). *Z* scores of each bin from the far-*cis* interaction analyses were exported and the mean of *z* scores was calculated using nonoverlapping 400-kb bins. To analyze significant interchromosomal interactions, we used modified R pipelines from Splinter et al.^45^ using a window of 250 bins (1.25 Mb) and FDR = 0.01 (as the median of -w = 500 in the original Splinter et al. pipeline is roughly 0.9 Mb (mm9)). For virtual 4C-seq analysis of mESCs, we used Hi-C data from Wang et al. (GSM3036556)^11^ but without allelic separation and performed as above. For virtual 4C-seq analysis of hTERT-RPE1, we used raw Hi-C data from Darrow et al. (GSM1847521-GSM1847526)^18^ and performed haplotype phasing using our in-house SNP information. Only reads with MAPQ ≥ 10 were used for phasing. To achieve better coverage of Hi-C pairs in each haplotype (called p1 and p2, which represent the Xi and the Xa, respectively), we extracted the following pairs: p1–p1, p1–noSNPs and noSNPs–p1 for p1; p2–p2, p2–noSNPs and noSNPs–p2 for p2. Summary Hi-C files were made based on the phased data and were used to perform virtual 4C-seq as above. In total, 389 viewpoints (400-kb) along the human X chromosomes in hTERT-RPE1 cells were analyzed at 5-kb resolution with default setting by HOMER (analyzeHiC -res 5000 -vsGenome -4C). We found that the X chromosomes in hTERT-RPE1 have a translocation of chromosome 10 (chr10). Therefore, after the analysis of significant interchromosomal interactions using modified R pipelines from Splinter et al.^45^ as above, we filtered out any significant interactions of the X chromosome with chr10 before downstream analysis.

### PC analysis and heatmaps of published Hi-C data

We reanalyzed the following published Hi-C data (GSE99991, GSE67516) of WT female mESCs (GSM3036556), day-4 EBs (GSM3036557), day 7 EBs (GSM3036558), WT NPCs (GSM2667262 and GSM2667264), SmcHD1-mutant NPCs (GSM2667263 and GSM2667265) and mouse Patski cells (GSM2863686)^11,52^. After generating allele-specific Hi-C pairs files including only *cis* chrX reads, we converted the pairs file into .cool format in 500-kb bin matrix with *cis*-balancing using cooler (v.0.8.7)^62^ and then performed the PC analysis (A and B compartment calling)^6^. PC1–PC4 were used for downstream analysis. Hi-C data of WT NPCs (GSM2667262 and GSM2667264) and SmcHD1-mutant NPCs (GSM2667263 and GSM2667265) were used to generate heatmaps and aggregation plots at 250-kb resolution using cooler (v.0.8.11)^62^ and Genova (v.1.0.1)^63^.

### Enrichment of *Xist*, H3K27me3, H3K4me3 and SmcHD1 on the Xs

We used *Xist*-CHART, H3K27me3-ChIP–seq, H3K4me3-ChIP–seq and SmcHD1 Dam ID data of WT and SmcHD1-mutant NPCs from Wang et al.^11^. Briefly, scaled *Xist*-CHART profiles from WT (GSM2667251) and SmcHD1-mutant NPCs (GSM2667254) were used, and the mean of *Xist*-CHART was calculated using nonoverlapping 400-kb bins. Scaled H3K27me3-ChIP–seq profiles from WT (GSM2667232) and SmcHD1-mutant NPCs (GSM2667237) were used and the mean of H3K27me3 enrichment was calculated using nonoverlapping 5-kb bins. Scaled H3K4me3-ChIP–seq profiles from mus-Xi in WT (GSM2667231) and SmcHD1-mutant NPCs (GSM2667236) were used and the mean of H3K4me3 enrichment was calculated using nonoverlapping 400-kb bins. Scaled SmcHD1 Dam ID profiles from WT NPCs (GSM3036552 and GSM3036553) were used and the mean of SmcHD1 enrichment was calculated using nonoverlapping 200-kb bins. For comparison, the log_2_ ratio of the enrichment values between WT and SmcHD1-mutant NPCs was calculated for each bin (log_2_(SmcHD1-mutant/WT NPCs)). We also used H3K27me3-ChIP–seq and SmcHD1-ChIP–seq of MEFs from Gdula et al.^13^. H3K27me3-ChIP–seq profiles (log_2_(IP per input)) from WT (GSM3040189) and SmcHD1-mutant MEFs (GSM3040191) were lifted over to mm9 and the mean of H3K27me3 enrichment was calculated using nonoverlapping 10-kb bins. SmcHD1-ChIP–seq profiles (log_2_(IP per input)) from WT MEFs (GSM3040183) were lifted over to mm9 and the mean of SmcHD1 enrichment was calculated using nonoverlapping 200-kb bins.

### Analysis of genes with CpG-containing promoters

A list of genes with different CpG-containing promoters was downloaded from Mikkelsen et al.^48^. The numbers of genes with different CpG-containing promoters were calculated in different RT domains.

### RNA extraction and NGS library preparation

Cells were lysed in TRI Reagent (Molecular Research Center, Inc. catalog TR 118). RNA was extracted by Direct-zol RNA miniprep (ZymoResearch, R2050). For RNA-seq (*N* = 3 for each sample), library preparation was performed using 300 ng of total RNA following the standard protocol of Illumina Stranded messenger RNA Prep, Ligation (Illumina, 20040534). Adapter indexes used were IDT for Illumina RNA UD Indexes Set A/B Ligation (Illumina, 20040553/20040554). RNA-seq libraries were sequenced as 80-bp single-end reads by the HiSeq 1500 system.

### RNA-seq analysis

We used published RNA-seq data of CBMS1 mESCs (GSM3127813, GSM3127814), CBMS1 day 7 (GSM3127820, GSM3127821), EpiSCs (GSM3127838, GSM3127839), MEFs (GSM3127841, GSM3127842), WT NPCs (GSM2667220, GSM2667221) and SmcHD1-mutant NPCs (GSM2667222, GSM2667223)^11,25^ for comparison to our RNA-seq data. Before mapping, the adapter-sequence trimming and removal of low-quality base reads were performed by trim_galore v.0.6.6 (–quality 20–phred33–length 35). Trimmed fastq files were aligned to the mouse genome (UCSC mm9) by tophat2 v.2.1.1 (ref. ^64^). We removed ribosomal RNA reads from the mapped reads and excluded reads from the X chromosome for genome-wide non-haplotype-resolved analysis. Filtered mapped reads were quantified against the annotated UCSC transcriptome (mm9) to calculate the fragments per kilobase per million mapped fragments values using the Cuffdiff program of the Cufflinks (v.2.2.1)^65^. CummeRbund (v.2.28.0)^66^ was used to plot dendrograms of Jensen–Shannon distances between samples.

### Gene density and escapee analysis

Mouse Ref-seq genes (mm9) were extracted from the Integrative Genomics Viewer (https://software.broadinstitute.org/software/igv/home). Human gene lists (hg19) were downloaded from the UCSC Genome Browser (Track: UCSC genes, table: knownCanonical). Escapee lists for the mouse Xi (mm9) were obtained from three studies^17,46,47^. Only genes that overlapped with our Ref-seq gene list were used (Supplementary Table 7). An escapee list for the human (hg19) Xi was obtained from Tukiainen et al.^56^.

### Statistics and reproducibility

Statistical parameters including the statistical tests used, exact values of *N*, the exact values of *P* and Pearson correlation values (*r*) are reported in the figures, figure legends or associated main texts. Statistical significance is determined by the value of *P* < 0.05 by the indicated tests. Number of replicates is indicated in figure legends. In all the boxplots, the whiskers (lines extending from the box) represent the minimum and maximum values in the dataset, excluding any outliers. The whiskers extend to ±1.5 times the interquartile distance, which is the range between the 25th and 75th percentiles. The horizontal bar at the center of the box represents the median or 50th percentiles of data. The lower and upper bounds of the box indicate the 25th and 75th percentiles, respectively. *N* is the sample size.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-023-01052-1.

## Supplementary information

Supplementary Information Supplementary Figs. 1–10, Texts 1–3, Descriptions of Tables 1–7 and Data 1–3.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–7.

## Data Availability

All RT datasets (BrdU-IP and scRepli-seq), 4C-seq and RNA-seq datasets have been deposited at GEO GSE211574 and are publicly available as of the date of publication.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.

# Supplementary material for: Replication dynamics identifies the folding principles of the inactive X chromosome
**Source:** Nat Struct Mol Biol. 2023 Aug 10;30(8):1224–37. doi: 10.1038/s41594-023-01052-1

---

# Replication dynamics identifies the folding principles of the inactive X chromosome

---

In the format provided by the  
authors and unedited

## Table of Contents

|                                            |           |
|--------------------------------------------|-----------|
| <b>Supplementary Figures</b>               | <b>2</b>  |
| Supplementary Figure 1                     | 2         |
| Supplementary Figure 2                     | 5         |
| Supplementary Figure 3                     | 7         |
| Supplementary Figure 4                     | 9         |
| Supplementary Figure 5                     | 11        |
| Supplementary Figure 6                     | 14        |
| Supplementary Figure 7                     | 16        |
| Supplementary Figure 8                     | 18        |
| Supplementary Figure 9                     | 20        |
| Supplementary Figure 10                    | 22        |
| <b>Supplementary Texts</b>                 | <b>24</b> |
| Supplementary Text 1                       | 24        |
| Supplementary Text 2                       | 25        |
| Supplementary Text 3                       | 26        |
| <b>Description of Supplementary Tables</b> | <b>27</b> |
| <b>Supplementary References</b>            | <b>28</b> |
| <b>Supplementary Data</b>                  | <b>30</b> |
| Supplementary Data 1                       | 30        |
| Supplementary Data 2                       | 31        |
| Supplementary Data 3                       | 32        |

# Supplementary Figure 1

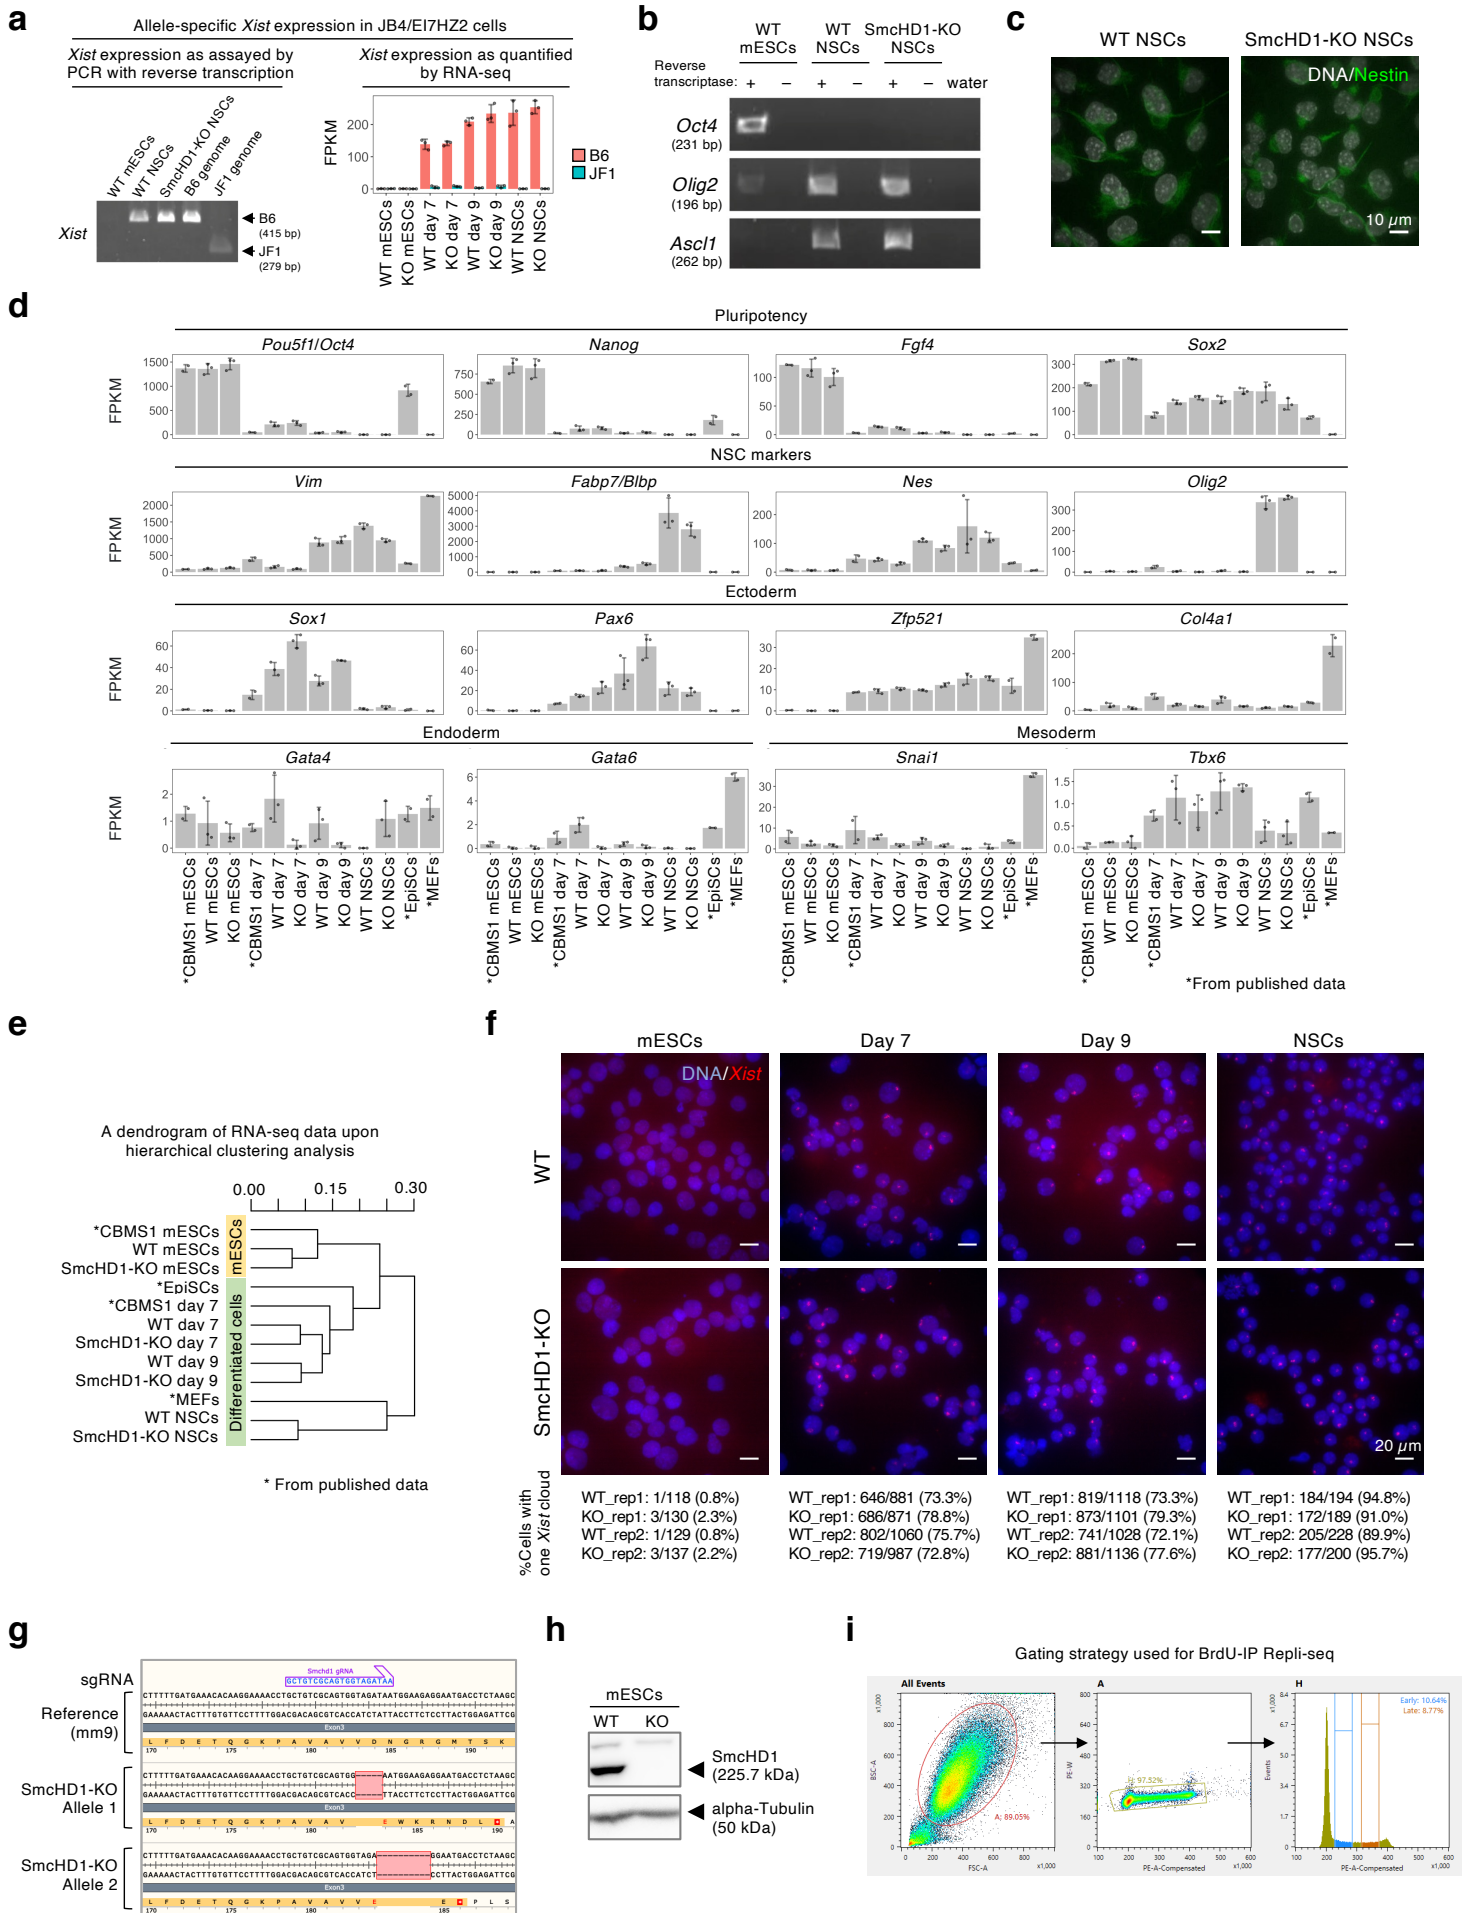

### Supplementary Figure 1. Validation of cell lines used in the study

(a) Allele-specific *Xist* expression in day 7 or 9 differentiated cells and NSCs as assayed by PCR with reverse transcription and RNA-seq. *Xist* is expressed from the B6-X (Xi) but not from the JF1-X (Xa) in differentiated cells, confirming skewed XCI upon differentiation of mESCs. One replicate was performed for PCR with reverse transcription. Bar plots show average FPKM values of *Xist* with error bars indicating standard deviation, and each dot represents biological replicate data obtained from three replicates. (b) Comparison of mESCs and NSCs by PCR with reverse transcription. JB4/EI7HZ2 mESCs expressed pluripotency markers *Pou5f1* (*Oct4*), but not NSC markers *Oligo2* and *Ascl1*. In contrast, NSCs derived from these mESC clones expressed NSC markers but not pluripotency markers. (+) and (–) indicate the presence and absence of reverse transcriptase in the reaction, respectively. One replicate was performed. (c) Immunostaining confirmed expression of the NSC marker Nestin in wild-type (WT) and SmcHD1-mutant (KO) NSCs. Two biologically independent replicates were performed and gave similar results. (d) Expression profiles of markers of pluripotency, NSCs, ectoderm, endoderm, and mesoderm in differentiation intermediates derived from JB4/EI7HZ2 mESCs (this study), CBMS1 mESCs, CBMS1 day 7, embryo-derived EpiSCs, and MEFs, as assayed by RNA-seq. Bar plots show average FPKM values of genes with error bars indicating standard deviation, and each dot represents biological replicate data. 

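In WT cells the pluripotency markers fell from mESCs to day 7 and day 9 cells (mean ± SD of 3 libraries, with the log2 fold change against mESCs in brackets): Pou5f1 from 1359 ± 109 FPKM to 211 ± 45.8 and 38.6 ± 8.41 (-2.70 and -5.12), Nanog from 856 ± 90.4 FPKM to 75.5 ± 31.6 and 20.2 ± 4.40 (-3.56 and -5.35), Fgf4 from 116 ± 15.6 FPKM to 13.9 ± 1.08 and 2.87 ± 0.124 (-2.96 and -4.91) and Sox2 from 315 ± 3.90 FPKM to 138 ± 9.12 and 148 ± 15.3 (-1.19 and -1.09). Of the NSC markers, Vim from 97.7 ± 20.0 FPKM to 155 ± 35.6 and 889 ± 114 (0.66 and 3.18), Fabp7 from 0.248 ± 0.215 FPKM to 97.7 ± 6.62 and 363 ± 40.2 (6.32 and 8.20) and Nes from 6.56 ± 1.58 FPKM to 43.4 ± 5.29 and 110.0 ± 6.03 (2.57 and 3.90) rose. Ectoderm markers rose too, Sox1 from 0.423 ± 0.0214 FPKM to 38.7 ± 6.01 and 27.7 ± 4.55 (4.79 and 4.32), Pax6 from 0.117 ± 0.138 FPKM to 14.9 ± 1.14 and 36.8 ± 15.5 (3.84 and 5.01) and Zfp521 from 0.0783 ± 0.0477 FPKM to 9.34 ± 1.07 and 9.78 ± 0.390 (3.26 and 3.32). In WT NSCs these ectoderm markers stood at 1.87 ± 0.677, 22.2 ± 6.32 and 15.2 ± 2.59 FPKM. Olig2 (from 3.37 ± 1.17 FPKM to 3.87 ± 2.46 and 6.04 ± 2.68 (0.0769 and 0.64)) was not called at either stage (adjusted p 0.850 and 0.0711). Col4a1 (from 19.8 ± 7.22 FPKM to 21.8 ± 3.89 and 39.8 ± 12.2 (0.17 and 0.98)) was called at day 9 alone, and Snai1 (from 2.55 ± 1.13 FPKM to 5.54 ± 1.11 and 3.90 ± 1.56 (0.91 and 0.45)) at day 7 alone. The call of Snai1 was lost in 3 of 6 fits without 1 library and with a pseudocount of 0.1 (adjusted p 0.00683 to 0.0588 over the alternatives). Gata4, Gata6 and Tbx6 had a mean FPKM under 1 and were not tested. In reads, as worked out from the worth of 1 read, the 3 WT day 7 libraries had 20, 44 and 24 for Gata4 and 23, 30 and 36 for Gata6, and the KO day 7 libraries 6, 0 and 1 and 3, 0 and 0. Tbx6 had 13, 10 and 4 reads in WT and 9, 3 and 8 in KO day 7 cells. Snai1 had 1 read in each WT NSC library and 16, 4 and 2 in the KO NSC libraries.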

Three biologically independent experiments were done for JB4/EI7HZ2 mESCs and their differentiation intermediates. Two biologically independent sets of CBMS1, EpiSCs and MEFs data are from Miura et al<sup>1</sup>. (e) Comparison of RNA-seq profiles of differentiation intermediates derived from JB4/EI7HZ2 mESCs (this study), CBMS1 mESCs, CBMS1 day 7, embryo-derived EpiSCs, and MEFs by hierarchical clustering. Average FPKM values over all genes excluding X-linked genes from two or three replicates were used to plot a dendrogram of Jensen-Shannon distances between samples. Undifferentiated mESCs and differentiated cells were clearly separated. 

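The Jensen-Shannon distance (square root of the divergence, base 2) was worked out between the group means of log10(FPKM + 1), each scaled to a sum of 1 over 18156 genes outside X and Y with a value. In a complete-linkage tree of the 8 groups, day 7 joined day 9 cells at 0.129, NSCs joined these at 0.222, and mESCs joined all differentiated cells last, at 0.276. Between single libraries, the 108 pairs of an mESC and a differentiated library were 0.184 to 0.292 apart, and the 24 pairs from the same group 0.0857 to 0.119. Without the log the order changed: NSCs were parted first, with the highest join at 0.333, and mESCs joined day 7 and day 9 cells at 0.267.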

RNA-seq profiles of cell-type-matched WT and SmcHD1-mutant (KO) cells were similar. 

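From the dendrogram of Supplementary Fig. 1e the paper states this of WT and KO cells. In the tree of group means each WT group joined its KO counterpart first, at a distance of 0.0708 for mESCs, 0.0868 for day 7, 0.0890 for day 9 and 0.0827 for NSCs. Distances between single libraries were also compared, 9 pairs of a WT and a KO library against 6 pairs of the same genotype in each stage. In mESCs the mean ± SD was 0.106 ± 0.00869 between and 0.104 ± 0.00814 within genotypes (exact permutation p 0.4, one-sided for larger distances between genotypes). Same-numbered WT and KO mESC libraries varied together, and of the 4 splits that part all 3 such pairs the true one gave the largest difference between and within groups, 0.00223 against at most -0.00277 in the other 3; the 3 other splits as large each kept a pair together. At day 7 it was 0.112 ± 0.00588 and 0.0935 ± 0.00386, at day 9 0.112 ± 0.00766 and 0.0898 ± 0.00299, and in NSCs 0.112 ± 0.00548 and 0.0988 ± 0.0124. For these 3 stages the exact p was 0.1, as small as 10 splits of 3 against 3 libraries allow. With FPKM not logged, the distances of the group means were 0.0529, 0.0704, 0.0906 and 0.0885 for mESCs, day 7, day 9 and NSCs.

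**Figure D2:**
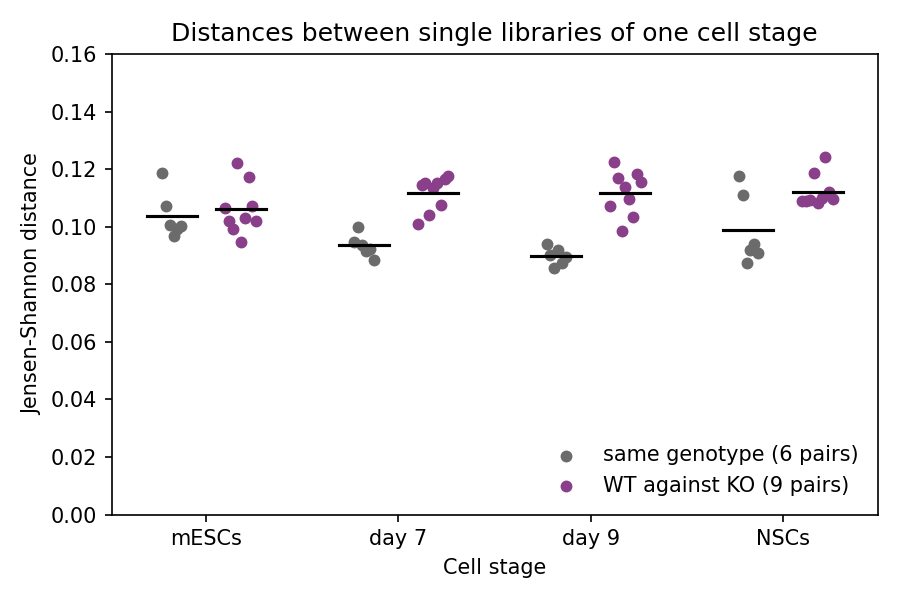
Jensen-Shannon distances of single libraries within each stage. Vertical axis, distance (square root of the divergence in base 2); horizontal axis, mESCs, day 7 cells, day 9 cells and NSCs, each with pairs of the same genotype and pairs of WT with KO, one dot per pair and a line at the mean. At day 9 the lowest WT to KO pair, at 0.0986, lies above the highest pair of the same genotype, at 0.0940; in mESCs the ranges cover each other, 0.0947 to 0.122 and 0.0968 to 0.119.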

Day 7 or 9 differentiated JB4/EI7HZ2 resembled CBMS1 day 7 and EpiSCs, which were separated from NSCs and MEFs. CBMS1, EpiSCs and MEFs data are from Miura et al<sup>1</sup>. (f) Uniform differentiation and XCI state among cells revealed by *Xist* RNA-FISH. *Xist* clouds were absent in the undifferentiated JB4/EI7HZ2 mESC population. Approximately ~75% of WT and SmcHD1-mutant (KO) JB4/EI7HZ2 cells exhibited *Xist* clouds after differentiation for 7-9 days, suggesting nearly uniform differentiation and XCI state among cells. Two biologically independent replicates were performed and gave similar results. (g) A single guide RNA targeting the ATPase domain (exon 3) of *SmcHD1*. Sanger

sequencing confirming the presence of biallelic nonsense mutations. Microdeletions were highlighted in red. **(h)** Western blot confirming the absence of SmcHD1 protein in SmcHD1-mutant (KO) mESCs. Two biologically independent replicates were performed and gave similar results. **(i)** BrdU-IP Repli-seq gating strategy. FSC and BSC were used for gating viable cells. PE (PI) fluorescence was then used to exclude doublet cells. The gates for sorting the early- and late-S phase cells were defined on the PE (PI) histogram.

# Supplementary Figure 2

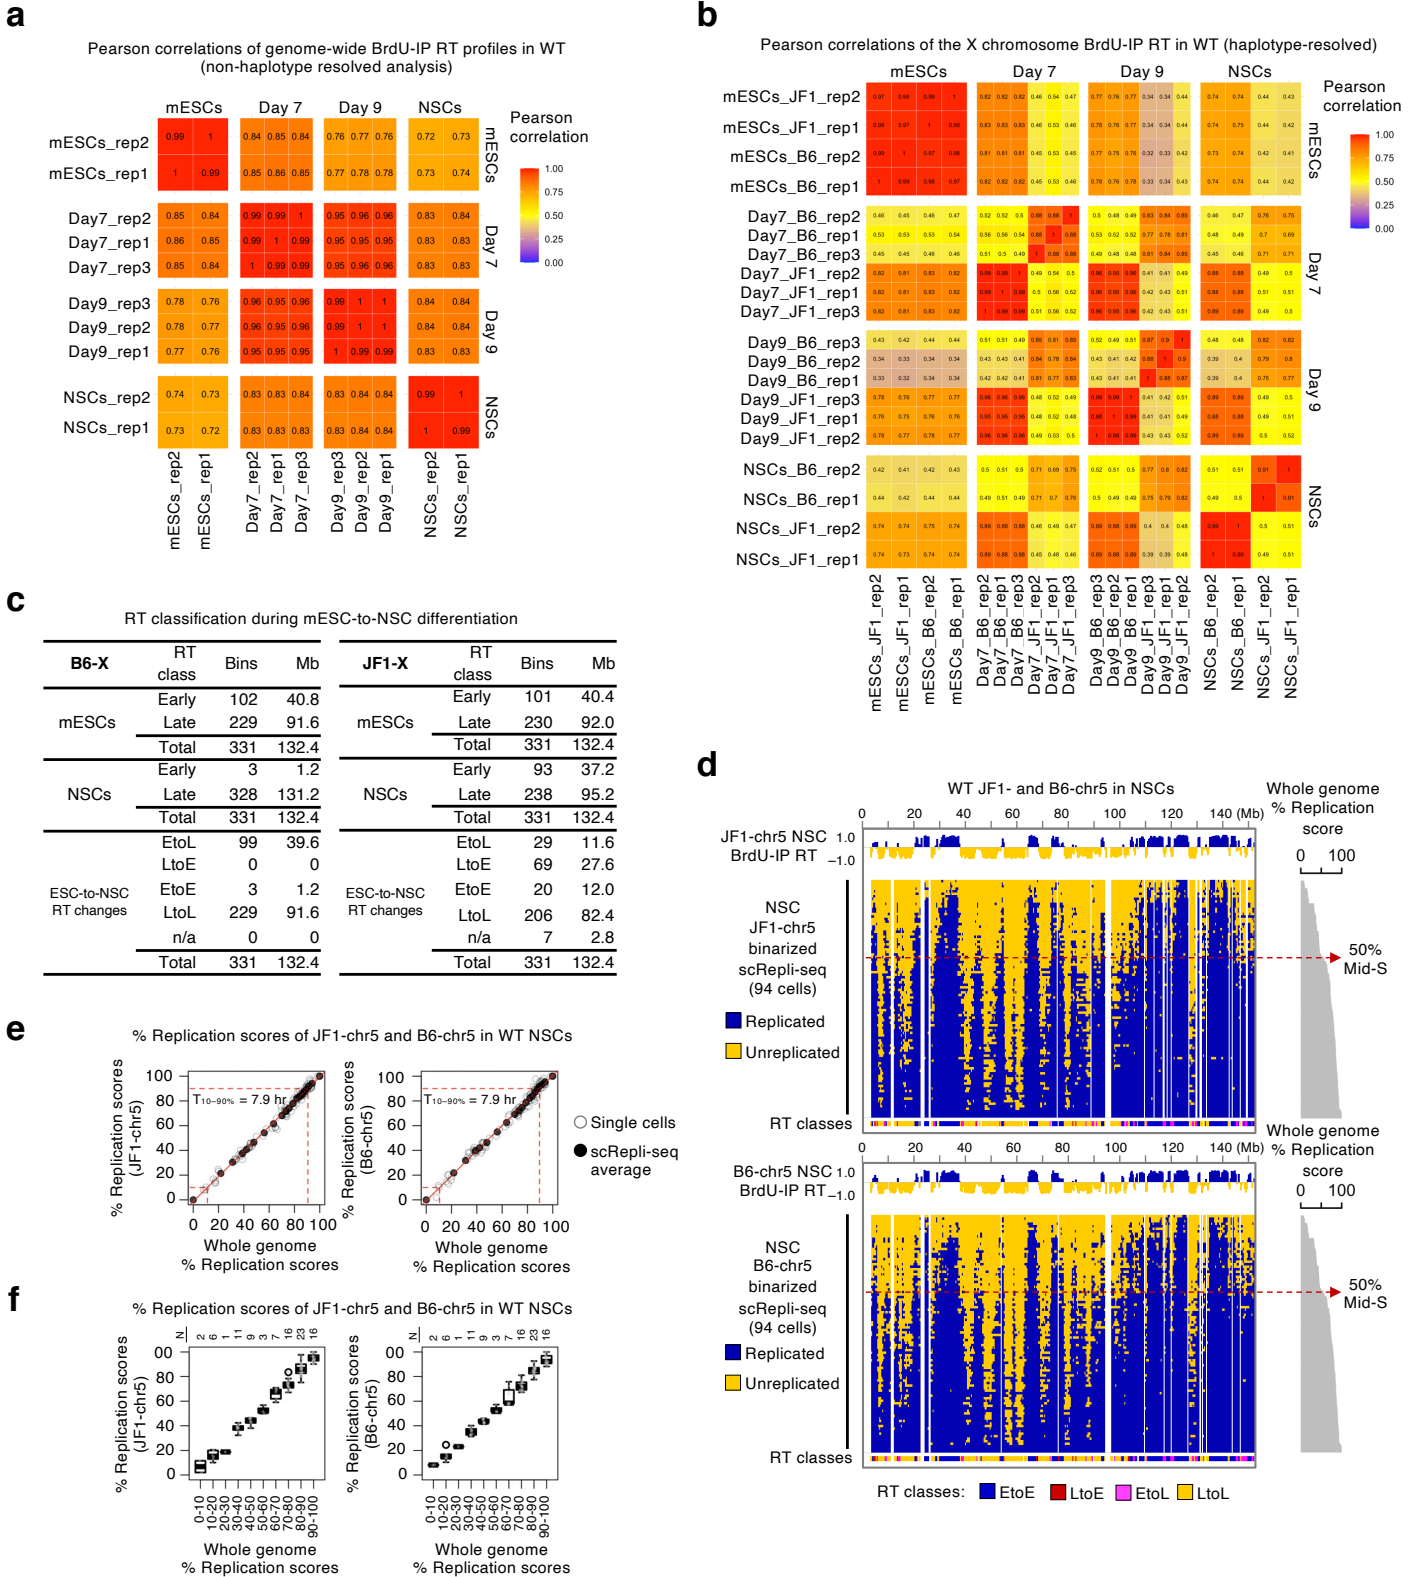

## **Supplementary Figure 2. BrdU-IP and scRepli-seq RT profiles of WT cells during mESC differentiation**

(a) Pearson correlations for pair-wise comparisons of non-haplotype-resolved genome-wide BrdU-IP RT profiles (sliding windows of 200 kb at 80-kb intervals, excluding the X) of differentiation intermediates derived from JB4/EI7HZ2 mESCs. (b) Pearson correlations for pair-wise comparisons of haplotype-resolved JF1-X and B6-X BrdU-IP RT profiles (400-kb bins) of differentiation intermediates derived from JB4/EI7HZ2 mESCs, which revealed clear differences between the JF1-X and the B6-X in differentiated cells but not mESCs. (c) Classification of developmental RT regulation during mESC-to-NSC differentiation. Allele-specific RT profiles at 400-kb resolution were used for the analysis. (d) Binarized whole-S scRepli-seq profiles of the JF1-chr5 and the B6-chr5 from 94 WT NSCs throughout the S-phase. The scRepli-seq profiles are ordered by their percentage replication scores of the whole genome (non-haplotype-resolved, excluding the X chromosomes). BrdU-IP RT data and RT classes are shown for comparison. (e) Comparison of percentage replication scores of the JF1-chr5 and the B6-chr5 with those of the whole genome as in Figure 1f.  $T_{10-90\%}$  values of the chromosome were obtained by linear fitting (assuming a 10 h S-phase). (f) Cells were divided into ten groups by their percentage replication scores and the boxplots show distributions of percentage replication scores of the JF1-chr5 and the B6-chr5 in each group.

# Supplementary Figure 3

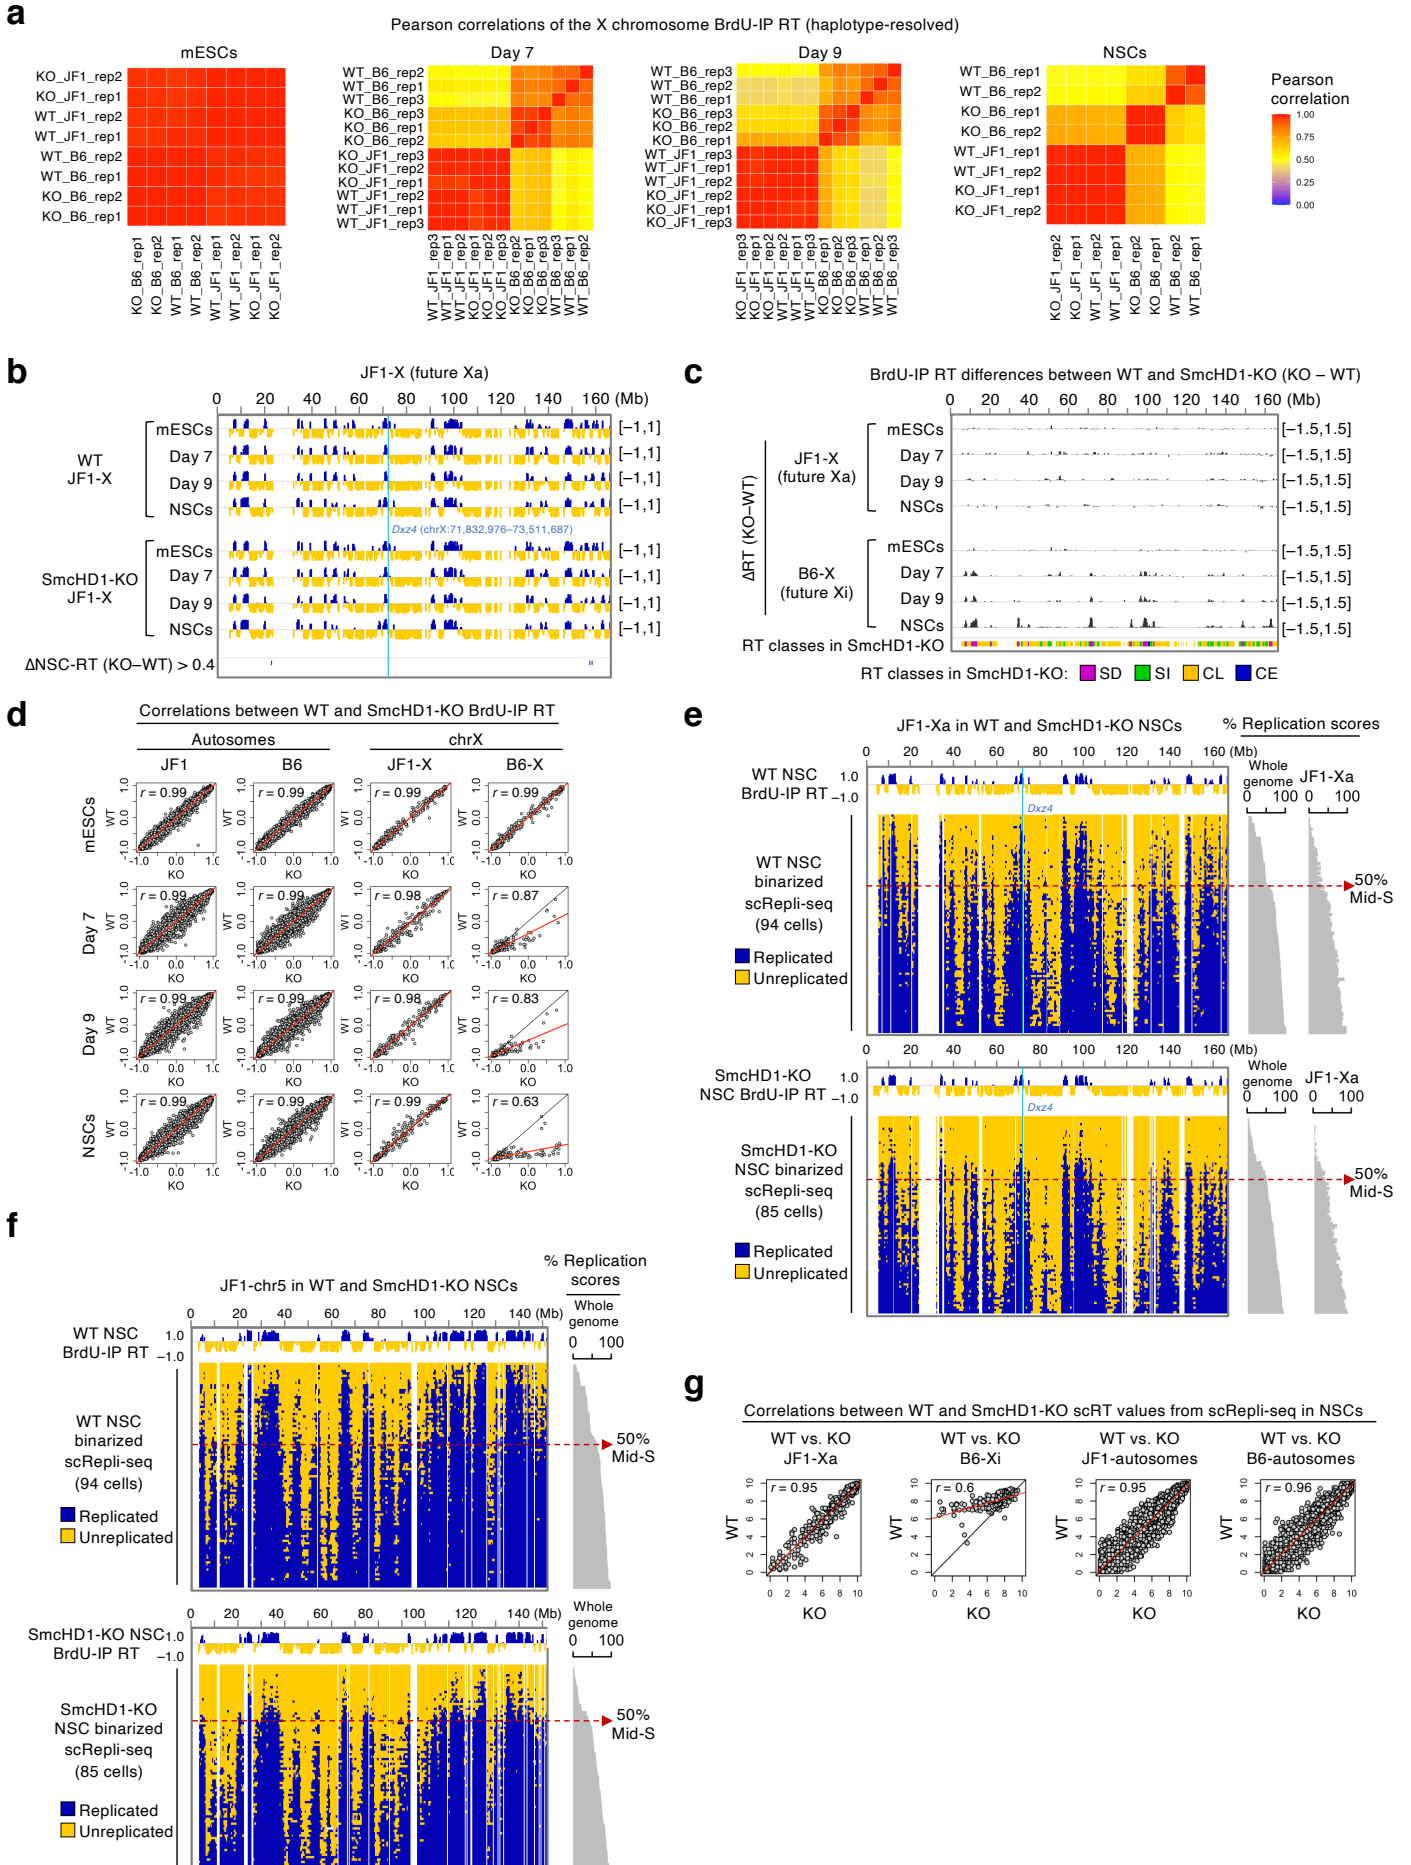

### **Supplementary Figure 3. BrdU-IP and scRepli-seq RT profile comparison of WT and SmcHD1-mutant cells during mESC differentiation**

(a) Pearson correlations for pair-wise comparisons of haplotype-resolved JF1-X and B6-X BrdU-IP RT profiles (400-kb bins) of differentiation intermediates derived from WT and SmcHD1-mutant (KO) JB4/EI7HZ2 mESCs. RT profiles of the B6-Xi, which were relatively similar in WT and SmcHD1-mutant day 7 or 9 cells, were clearly different between WT and SmcHD1-mutant NSCs. (b) Haplotype-resolved BrdU-IP RT profiles of the JF1-X (future Xa) during WT and SmcHD1-mutant (KO) JB4/EI7HZ2 mESC differentiation (average of two or three biological replicates, 400-kb bins). Domains with RT differences of  $> 0.4$  between the JF1-Xa in WT and SmcHD1-mutant (KO) NSCs are shown at the bottom. Blue line represents *Dxz4* position. (c) BrdU-IP RT differences between WT and SmcHD1-mutant (KO) cells during mESC differentiation. We subtracted haplotype-resolved BrdU-IP RT profile of WT cells from that of SmcHD1-mutant cells. While the RT profiles of the JF1-Xa did not show differences between WT and SmcHD1-mutant cells, those of the B6-Xi in day 7 9 cells and NSCs showed small and large differences, respectively. (d) Haplotype-resolved BrdU-IP RT values for each genomic bin of WT and SmcHD1-mutant (KO) cells were compared (400-kb bins). Pearson correlations ( $r$ ) are shown. While high correlations were observed between WT and SmcHD1-mutant cells for the autosomes and the JF1-Xa regardless of the differentiation states, the B6-X showed high, moderate, and low correlations in mESCs, day 7 or 9, and NSCs, respectively. (e,f) Binarized whole-S scRepli-seq profiles of the JF1-Xa (e) and JF1-chr5 (f) in WT and SmcHD1-mutant (KO) NSCs throughout the S phase, as in Supplementary Figure 2d. RT profiles of the JF1-Xa (e), the JF1-chr5 (f), and the B6-chr5 (not shown) were similar between WT and SmcHD1-mutant NSCs. Blue line on chromosome X profiles represents *Dxz4* position. (g) Comparison of single-cell RT (scRT; defined as an estimated RT of a given genomic bin calculated from whole-S scRepli-seq data assuming a 10 h S-phase; see Methods) values of WT and SmcHD1-mutant (KO) NSCs. Pearson correlations ( $r$ ) are shown. While the scRT values were similar between WT and mutant cells for the JF1-Xa and the autosomes, they were not for the B6-Xi.

# Supplementary Figure 4

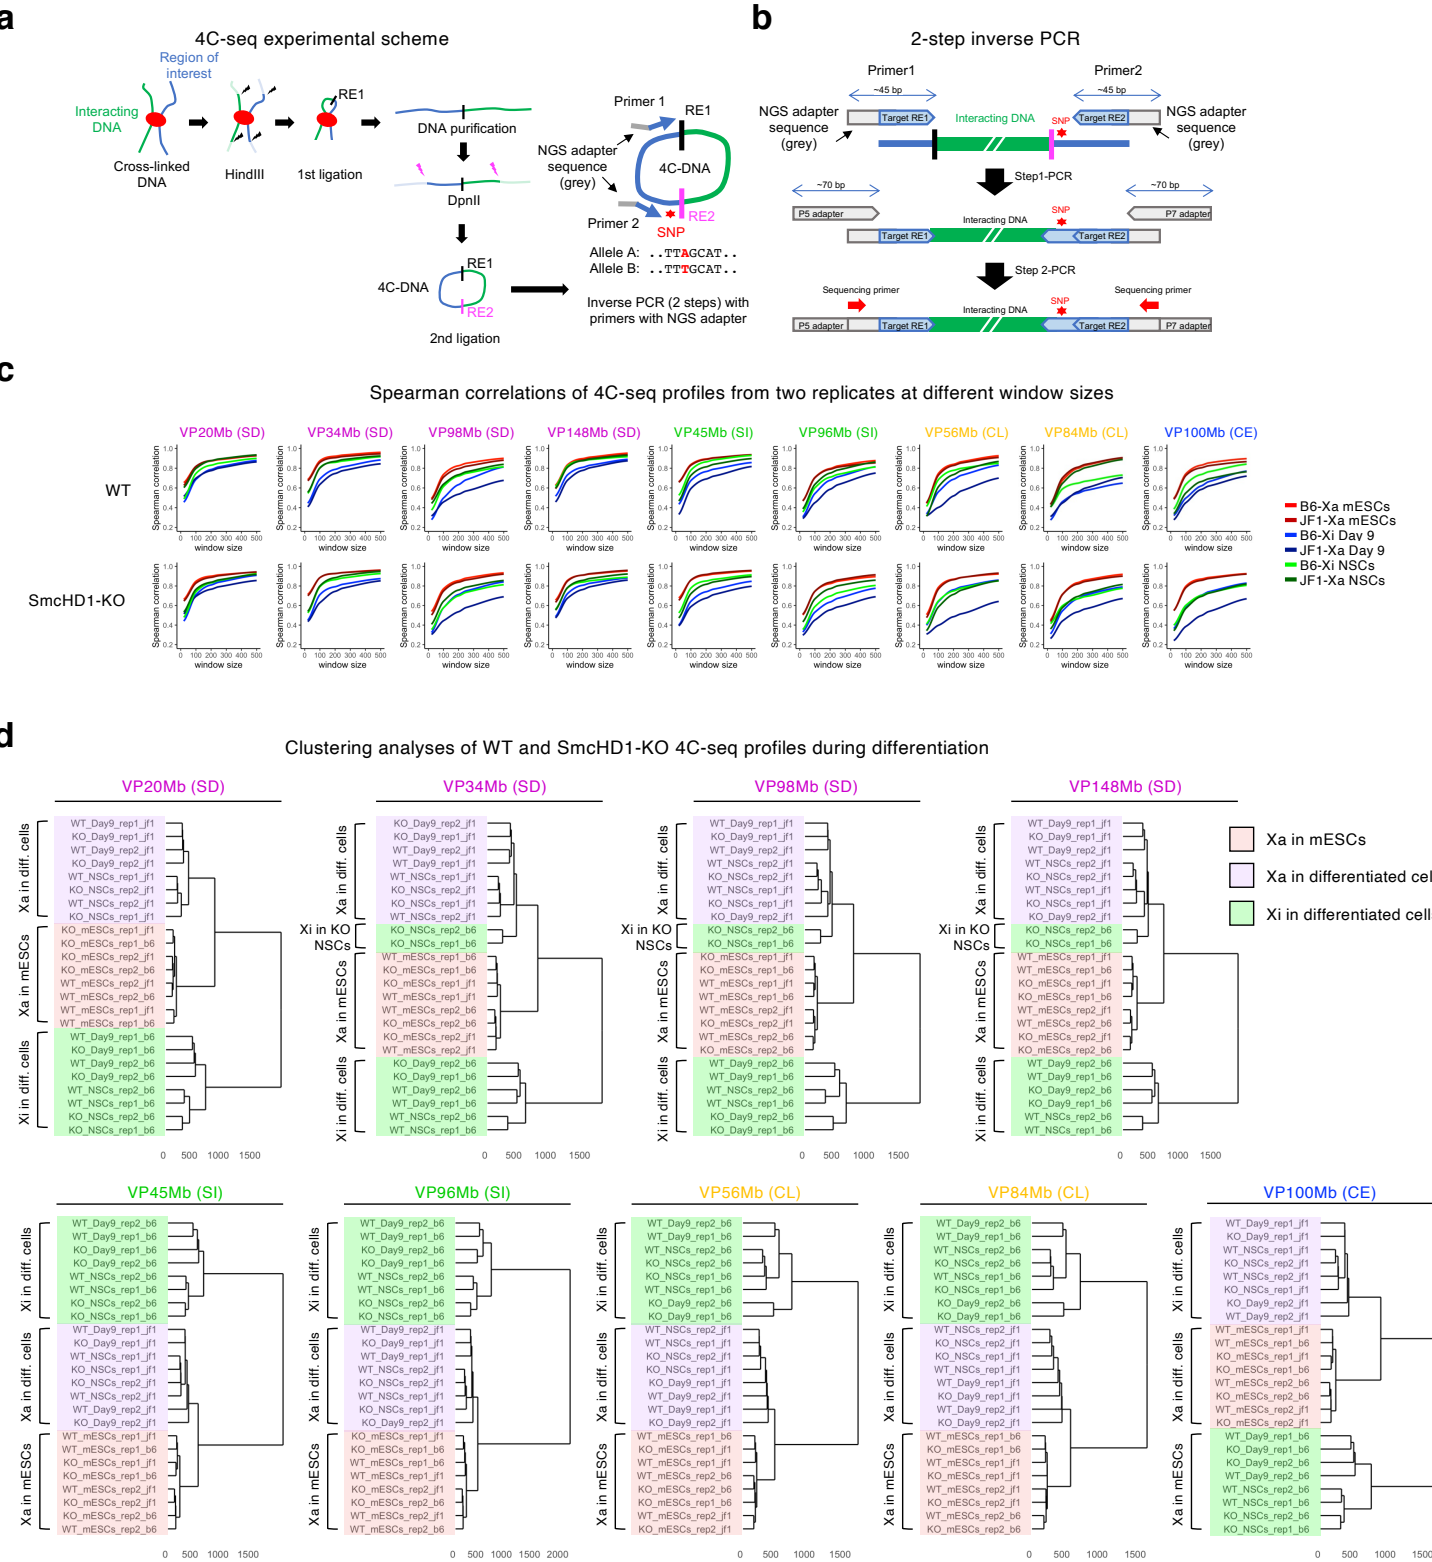

#### **Supplementary Figure 4. 4C-seq profiling and clustering analysis of chromosome X during mESC differentiation**

(a) Cells were fixed with 1% formaldehyde to stabilize chromatin organization within the nuclei. Crosslinked DNA was fragmented by a 6-base cutter HindIII followed by ligation, producing chimeric DNA molecules including those consisting of a region of interest (i.e., viewpoint, in blue) and its interacting DNA (in green). After DNA purification, chimeric DNA was trimmed by a 4-base cutter DpnII to generate smaller size fragments. Another round of ligation in a diluted condition causes self ligation, forming what we call 4C-DNA. The unknown interacting DNA fragments were amplified by inverse PCR using two primers 1 and 2 complementary to the ends of a viewpoint facing outward, which contained Illumina NGS adapter sequences and allowed the products to be directly sequenced by NGS (see details in the figure). To distinguish the two homologs, we designed primer 2 just upstream (<100 bp) of a region on the viewpoint that contains SNP(s). (b) To amplify the 4C-seq library by inverse PCR, primary primers 1 and 2 were used to amplify the ligated interacting DNA for several cycles (step-1). The step-1 PCR products were purified and used as templates for the second round PCR using universal primers that contained the remaining sequences of the Illumina NGS adapter including the index sequences (step-2). The final PCR products contained full-length Illumina NGS adapter sequences, allowing NGS directly from a 4C-seq library. (c) Spearman correlations of smoothed 4C-seq profiles between two replicates, which were calculated using several window sizes (sliding windows of 20, 100, 200, 250, and 500 fragments). (d) Comparison of allele-specific smoothed 4C-seq profiles of the X chromosomes in WT and SmcHD1-mutant (KO) mESCs, day 9, and NSCs, by hierarchical clustering. The 4C-seq profiles of the Xa are similar and cluster together regardless of SmcHD1 genotype or differentiation states (highlighted in pink and purple). As for the 4C-seq profiles of the B6-Xi in day 9 and NSCs (highlighted in green), the day-9 B6-Xi clustered together with the WT NSC B6-Xi for all viewpoints tested. As for the non-SD viewpoints (SI, CL, CE), the SmcHD1-mutant B6-Xi in day 9 and NSCs clustered together with the WT cells (in green). By contrast, for three out of four SD viewpoints (VP34Mb, VP98Mb, and VP148Mb), the SmcHD1-mutant NSC B6-Xi profiles separated from the WT counterpart and clustered together with the JF1-Xa in differentiated cells (day 9 and NSCs), suggesting changes in the SD domain contact profiles on the Xi in SmcHD1-mutant NSCs.

# Supplementary Figure 5

The JF1-X (future Xa) in WT and SmcHD1-KO cells during mESC differentiation

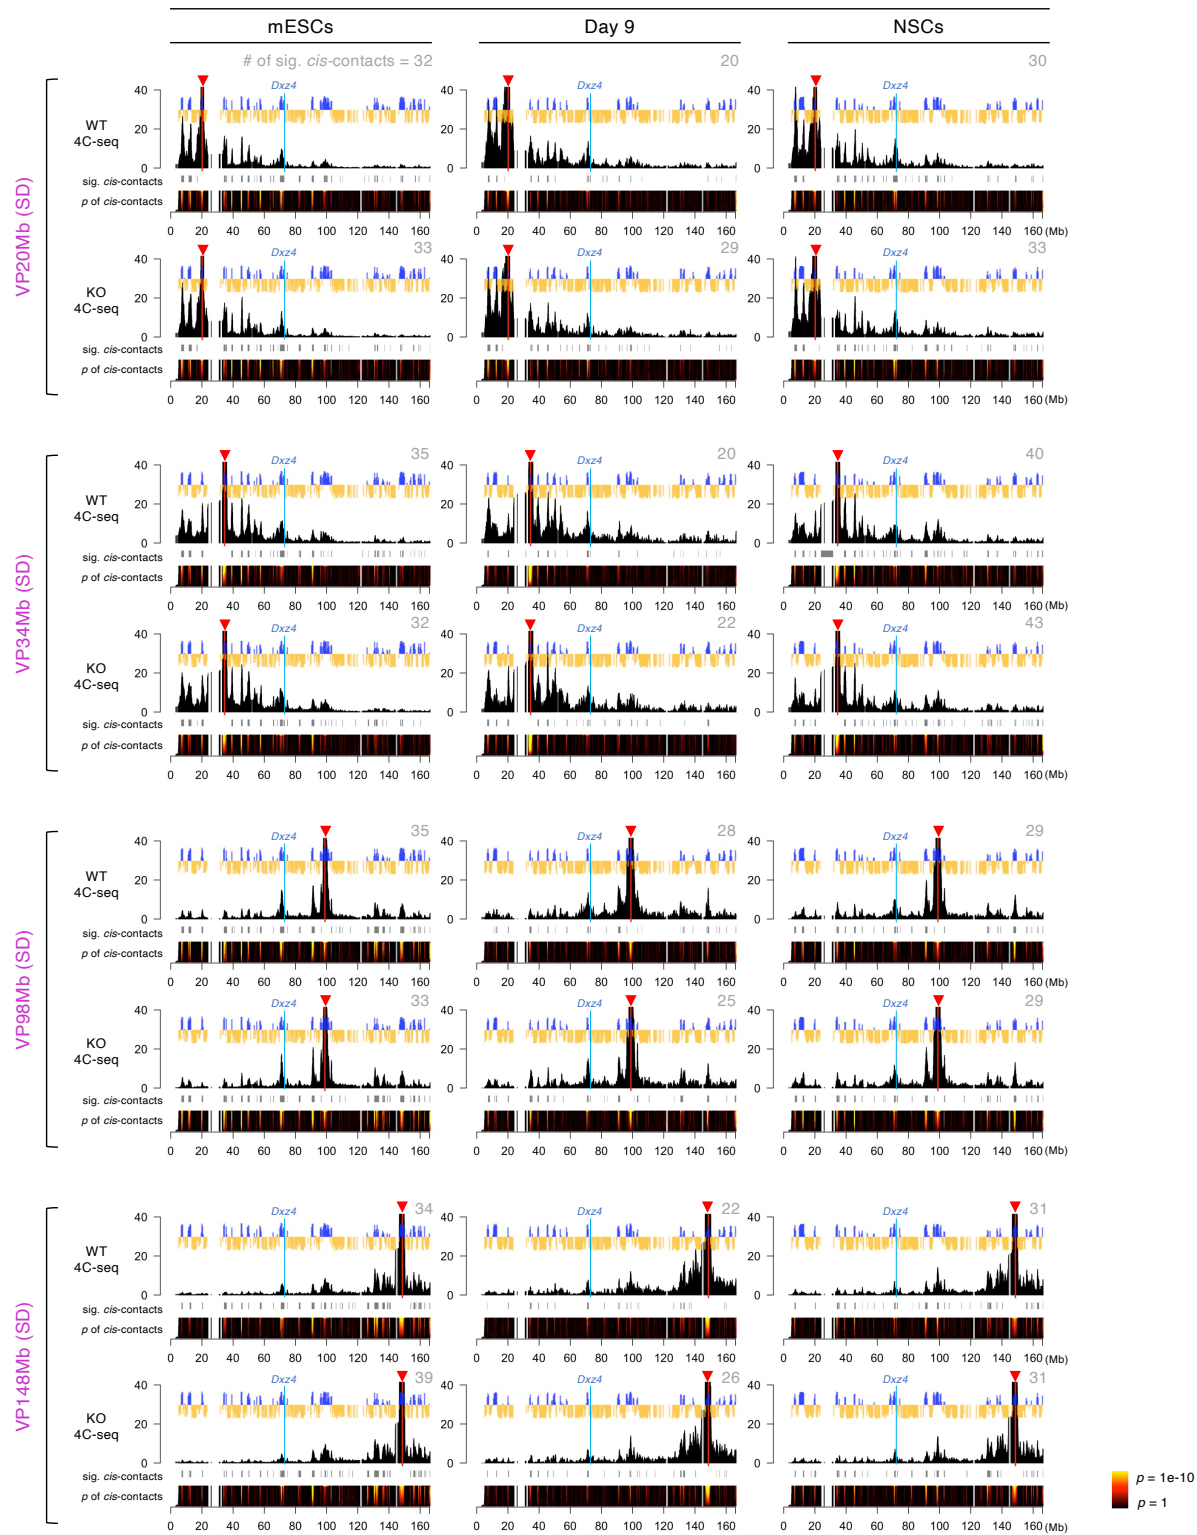

# Supplementary Figure 5 (continue)

The JF1-X (future Xa) in WT and SmcHD1-KO cells during mESC differentiation

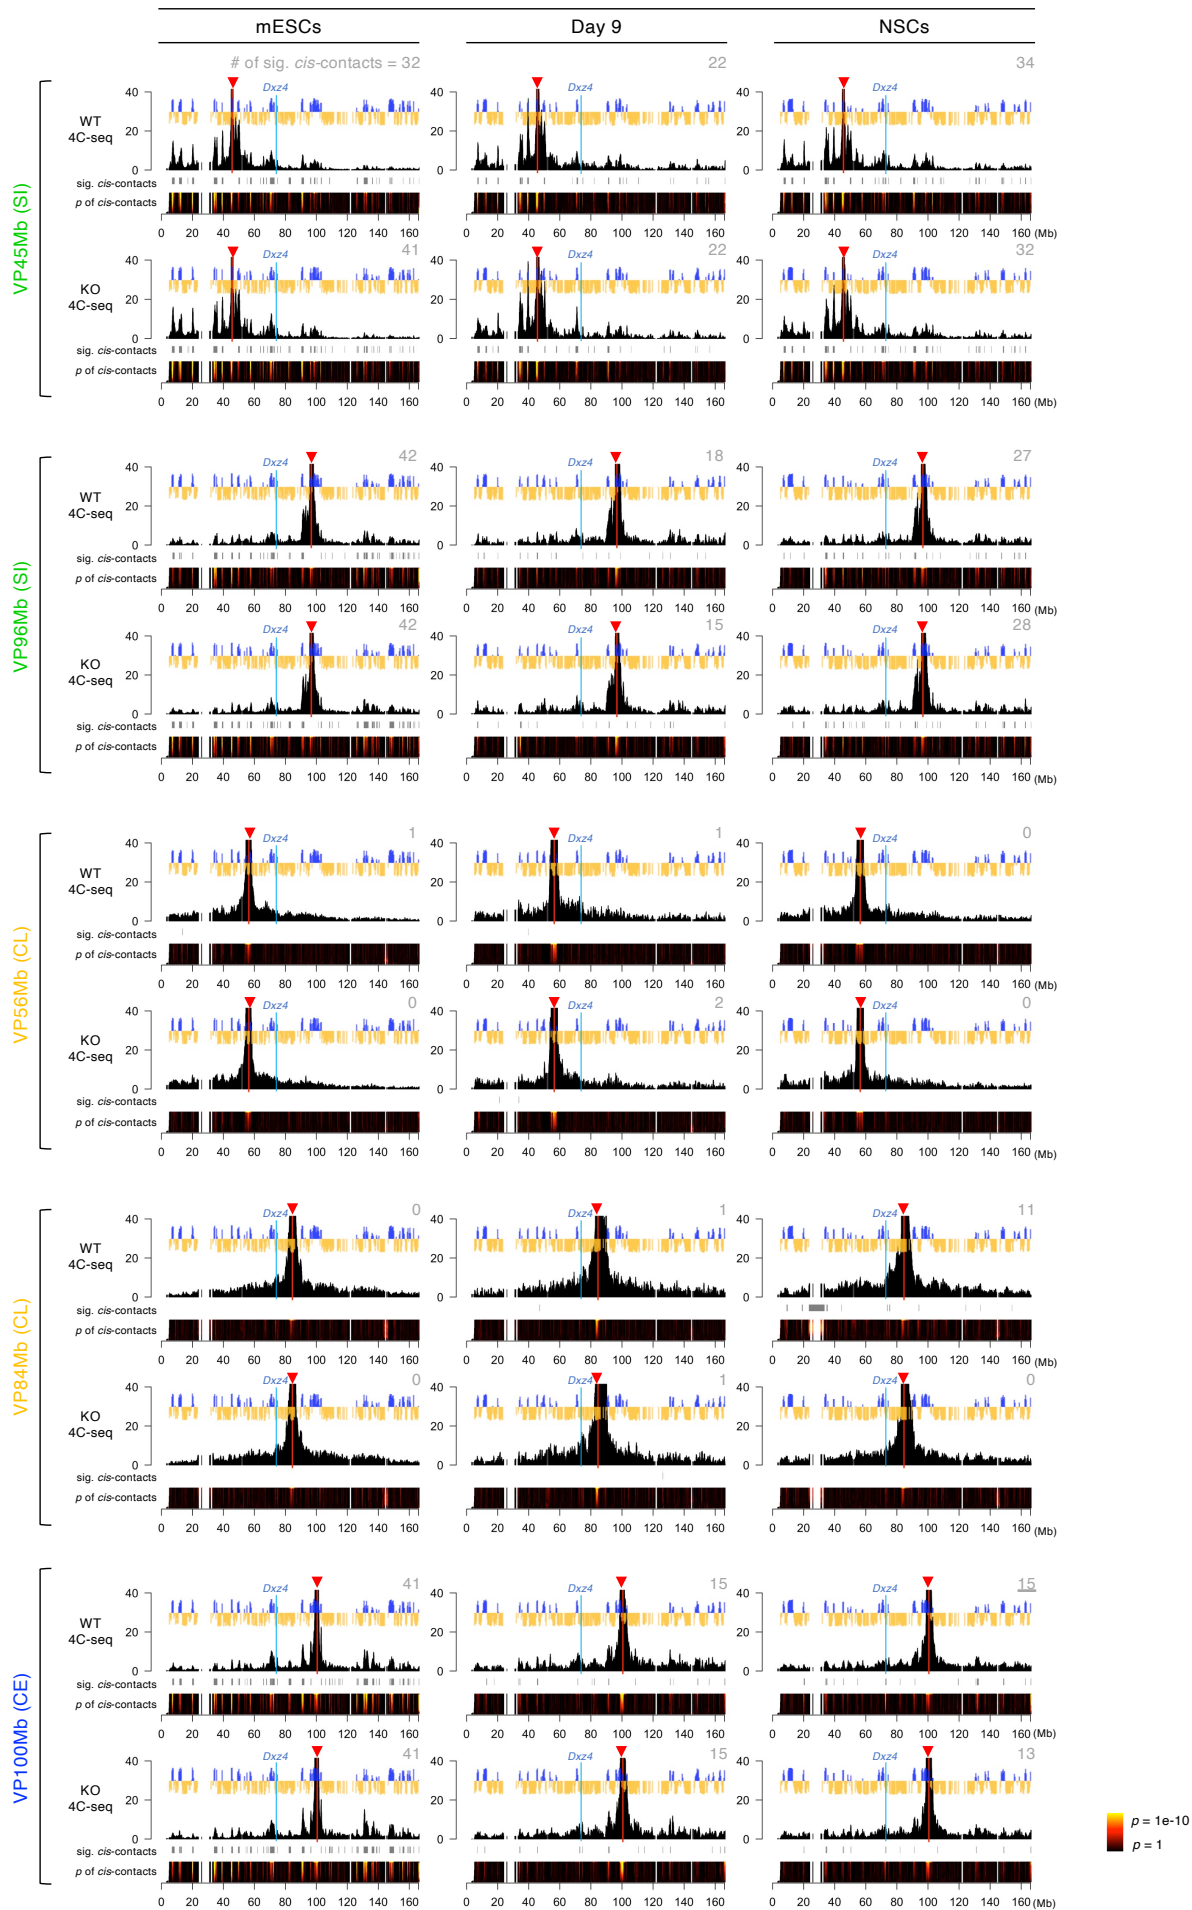

**Supplementary Figure 5. 4C-seq profiles of the JF1-X during mESC differentiation**

Smoothed 4C-seq profiles of the JF1-X (future Xa) in WT and SmcHD1-mutant (KO) cells during mESC differentiation. Reads from two replicates were combined, plotted, (in sliding windows of 201 restriction fragments, shown in black; see Methods), and overlaid on the BrdU-IP RT profiles (blue, early and yellow, late) for viewpoints (red lines and arrowheads) on the JF1-X. Blue lines, *Dxz4*; Gray bars beneath each plot, significant far-*cis* contacts (the number of such contacts is shown in the top right corner of each 4C plot in gray);

Domainogram beneath each plot, the significance of the interaction shown by the color range (window sizes = 2–200 from bottom-to-top).

# Supplementary Figure 6

The B6-X (future Xi) in WT and SmcHD1-KO cells during mESC differentiation

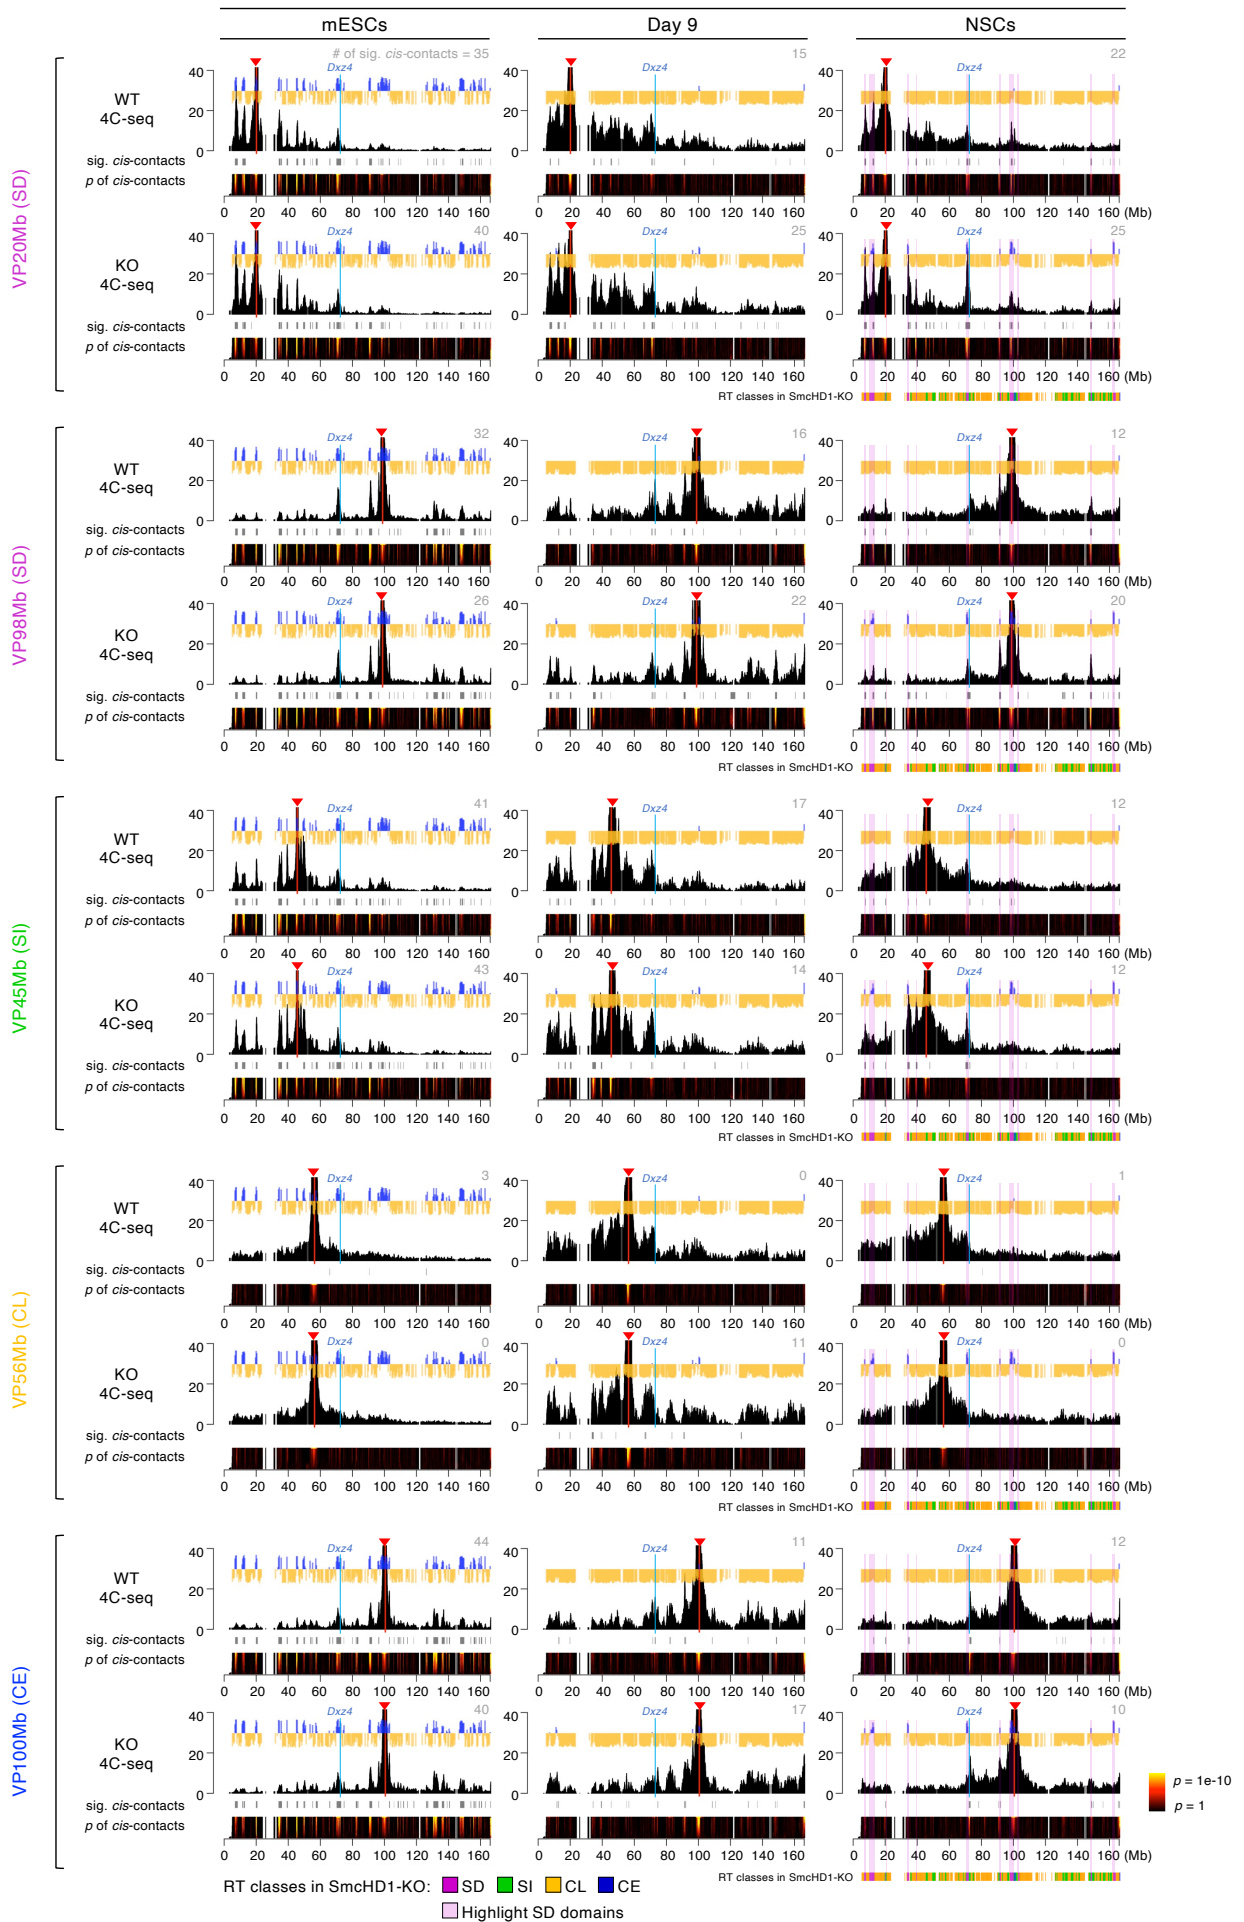

### **Supplementary Figure 6. 4C-seq profiles of the B6-X during mESC differentiation**

Smoothed 4C-seq profiles of the B6-X (future Xi) in WT and SmcHD1-mutant (KO) cells during mESC differentiation. Reads from two replicates were combined, plotted (in sliding windows of 201 restriction fragments, shown in black; see Methods), and overlaid on the BrdU-IP RT profiles (blue, early and yellow, late) for viewpoints (red lines and arrowheads) on the B6-X. Blue lines, *Dxz4*; Gray bars beneath each plot, significant far-*cis* contacts (the number of such contacts is shown in the top right corner of each 4C plot in gray); Domainogram beneath each plot, the significance of the interaction shown by the color range (window sizes = 2–200 from bottom-to-top); Pink highlighted regions, SD domains; Colored bars, RT classes.

# Supplementary Figure 7

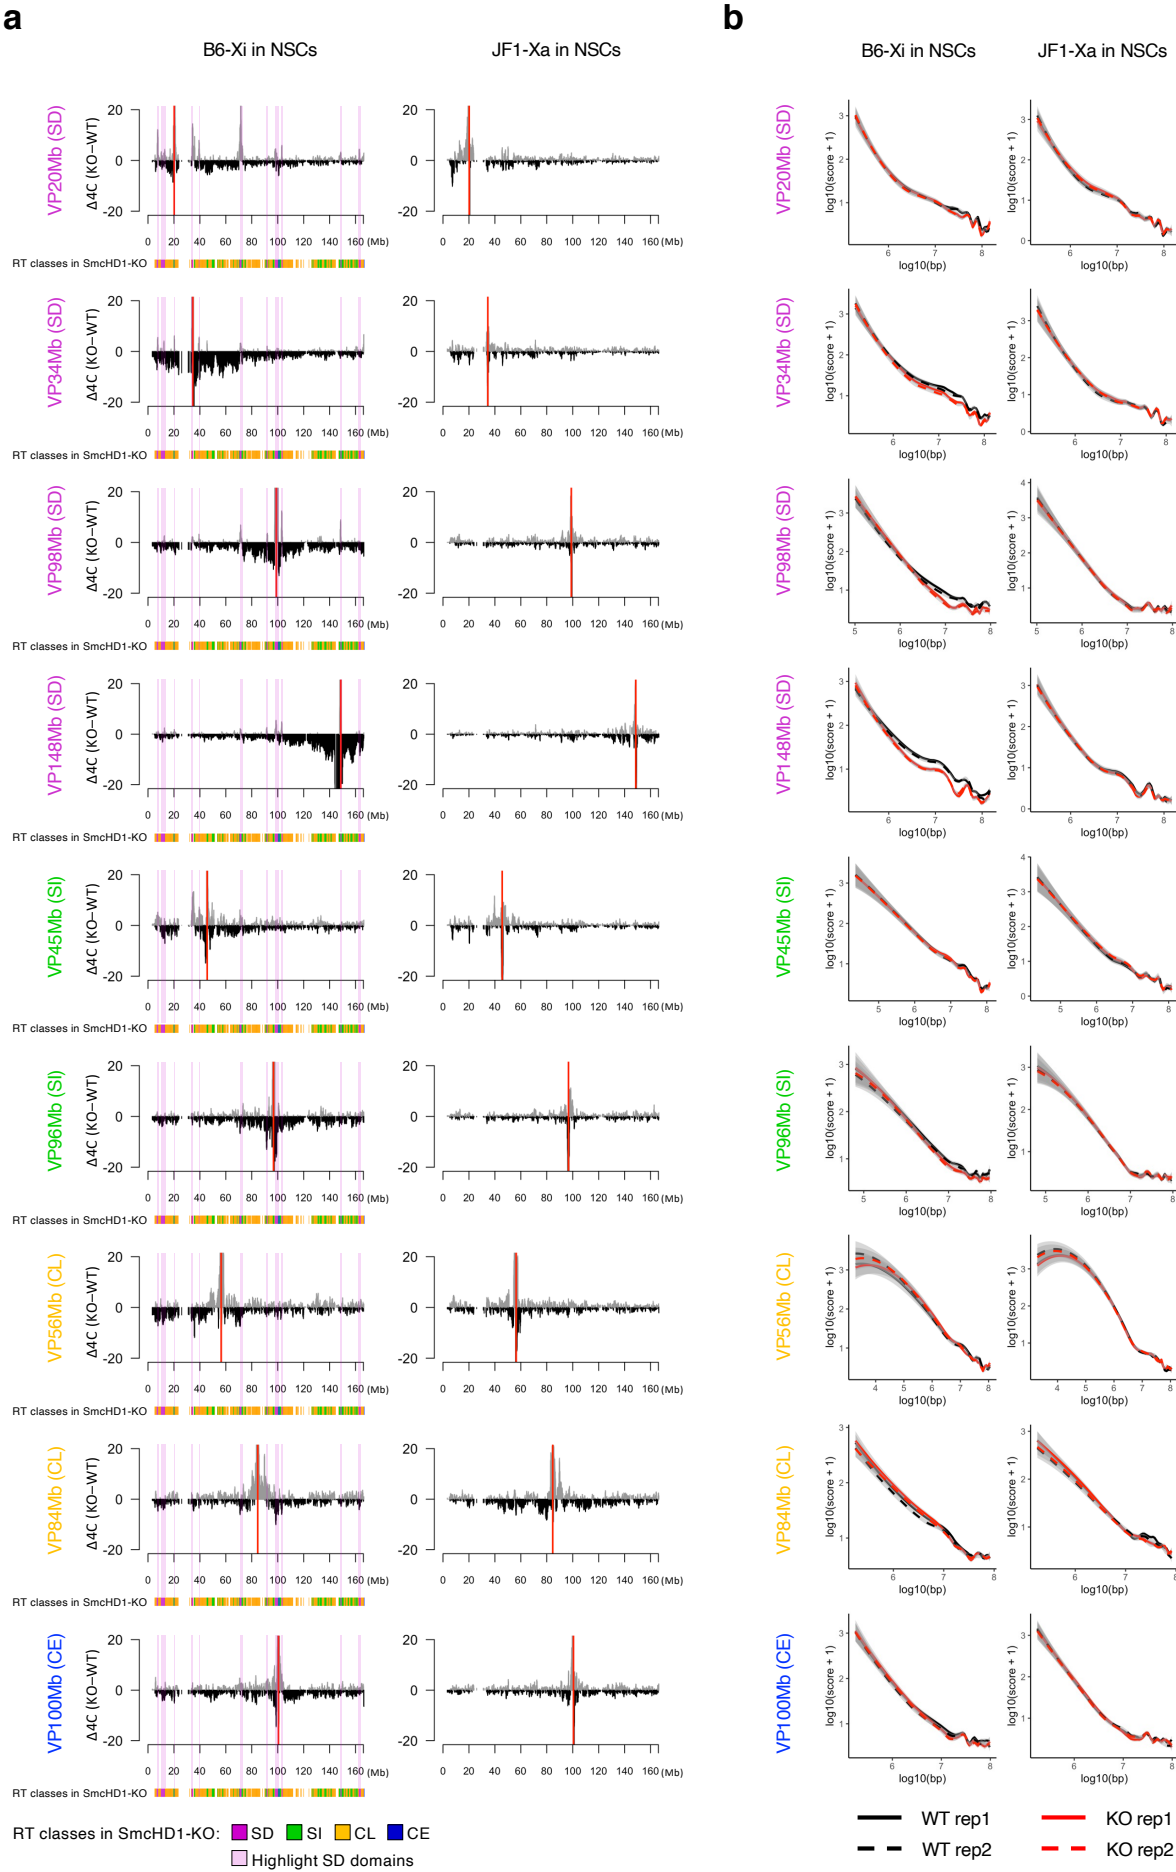

**Supplementary Figure 7. Differences in 4C-seq profiles between WT and SmcHD1-mutant NSCs**

**(a)** Differences in 4C-seq profiles between WT and SmcHD1-mutant (KO) NSCs (KO–WT).

**(b)** Distance decay plots of individual 4C viewpoints. The grey band shows the 95% confidence interval for predictions from the loess model. A decrease in interaction frequency as a function of genomic distance was observed as expected. However, the decrease was more pronounced when analyzing the SD viewpoints on the SmcHD1-mutant NSC Xi, indicating that the SD domains exhibited weaker *cis* interactions. This is consistent with the idea that the SD domains protrude out of the Xi territory.

# Supplementary Figure 8

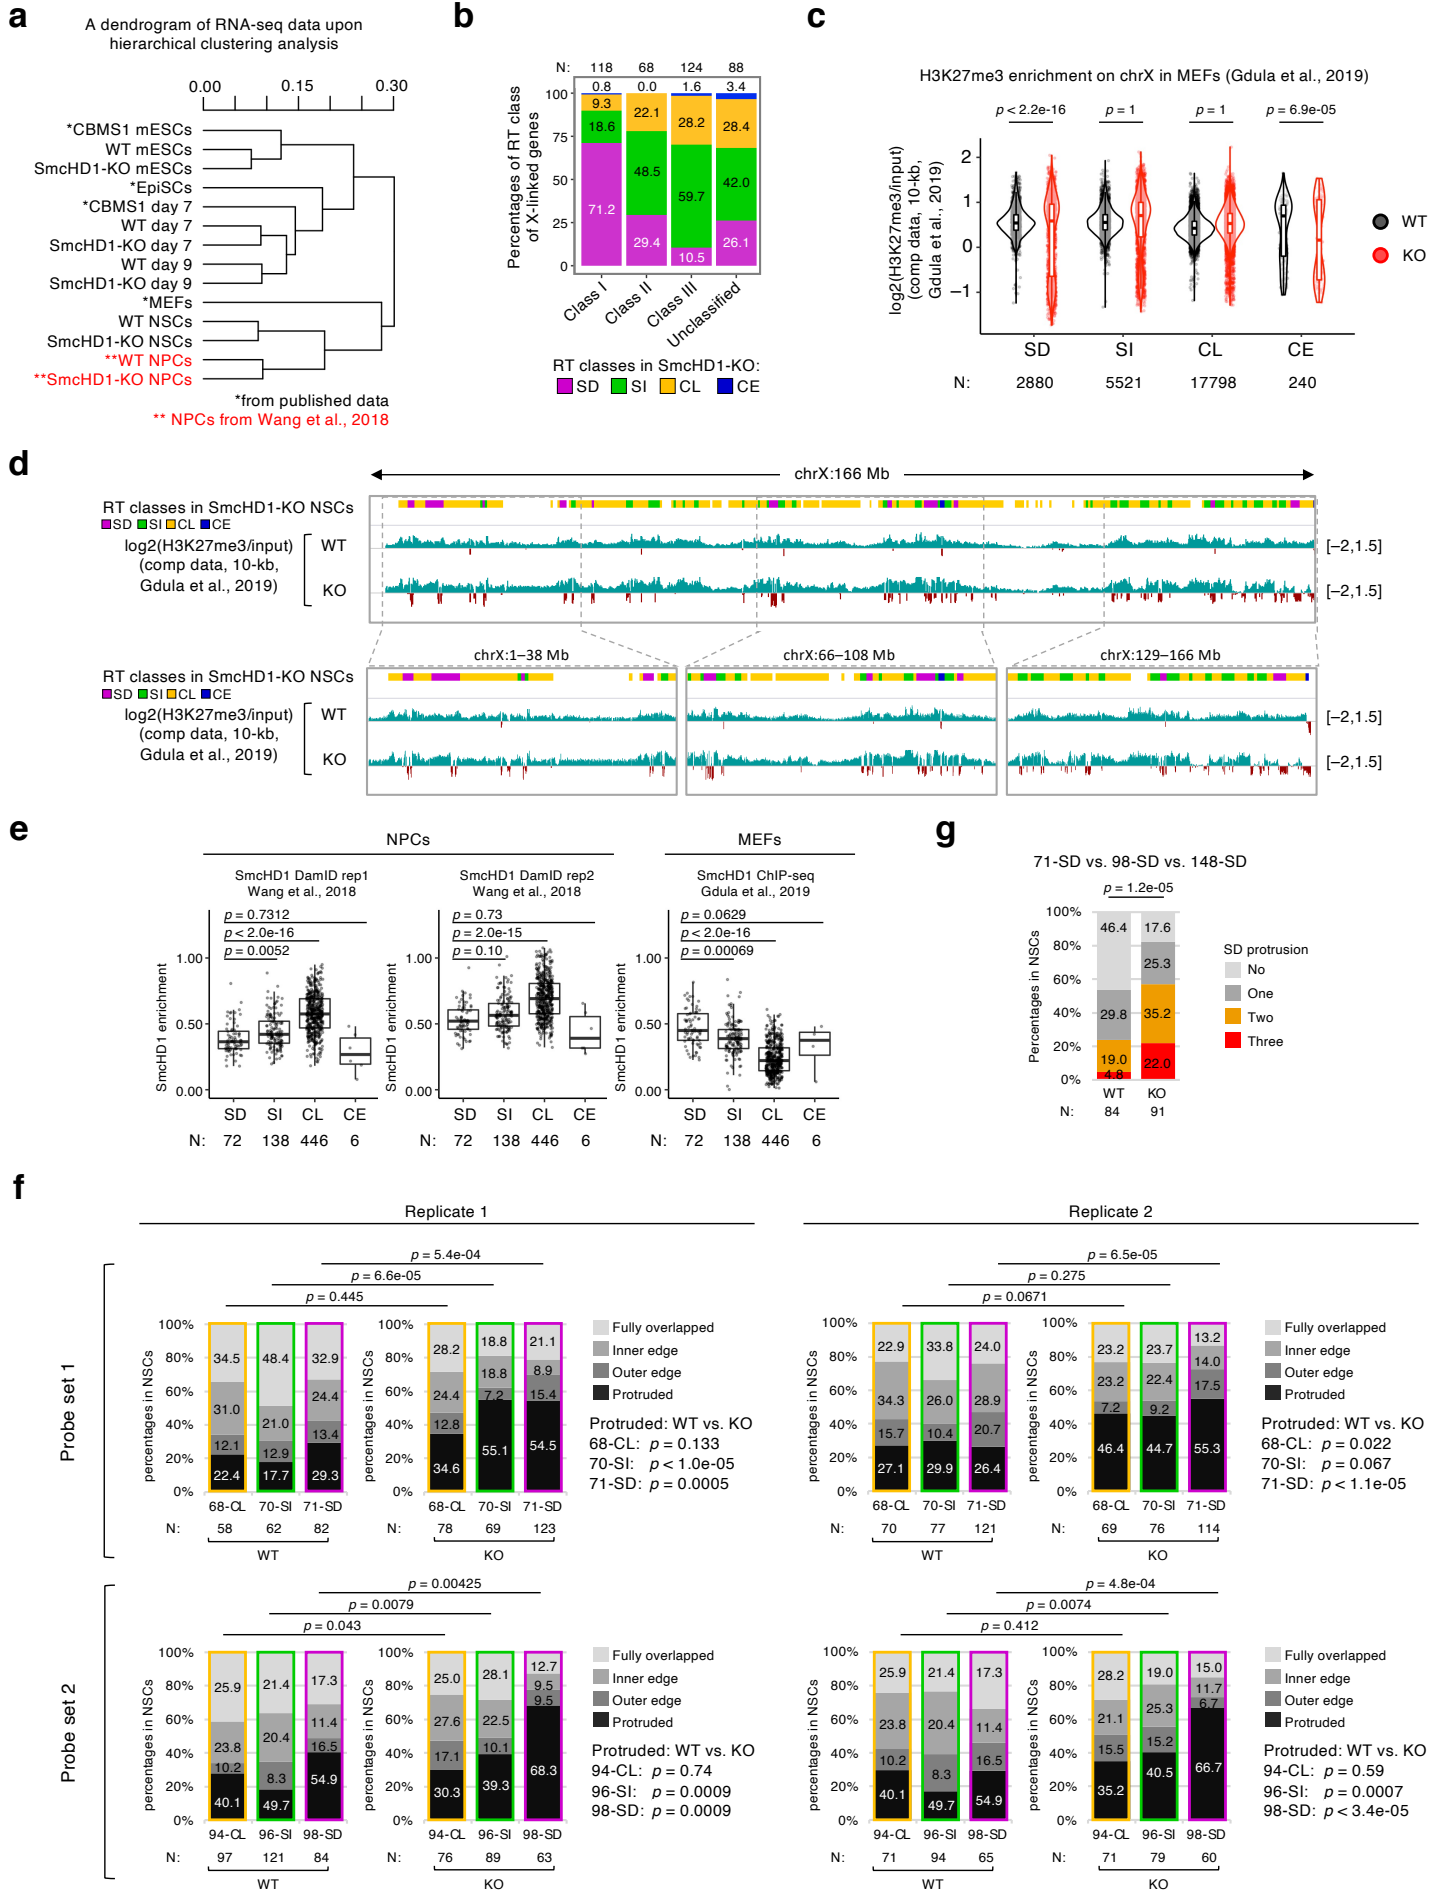

### **Supplementary Figure 8. Characteristics of the SD domains and their protrusion out of the Xi core as observed by FISH**

(a) Comparison of RNA-seq profiles of our NSCs with NPCs from Wang et al.<sup>2</sup> (red) by hierarchical clustering reveals their similarity. RNA-seq profiles of various differentiation intermediates were also included as in Supplementary Figure 1e. (b) Class I (SmcHD1-sensitive), Class II (partially SmcHD1-sensitive), Class III (SmcHD1-insensitive), and Unclassified X-linked genes identified by Wang et al.<sup>2</sup> and their relationship to our RT classes. N, the number of X-linked genes in each class. (c) Comparison of H3K27me3 enrichment in different RT domains in the WT (black) and SmcHD1-mutant (KO) (red) MEFs from Gdula et al.<sup>3</sup>. The log<sub>2</sub>[IP/input] of non-haplotype resolved data is shown (10-kb). In SmcHD1-mutant MEFs, the loss of H3K27me3 was observed in the SD domains, and to a lesser extent, in the SI domains. *P*-values were obtained from the one-sided Wilcoxon signed-rank test with an alternative hypothesis of the WT to have a higher H3K27me3 than SmcHD1-mutant MEFs. The data from merged replicates was used. N, the number of genomic bins in each class. (d) H3K27me3 ChIP-seq profiles on chromosome X in MEFs<sup>3</sup>. Upper and lower panels show the entire Xi and the magnified views of three representative regions, respectively. Colored bars, RT classes. (e) Enrichment of SmcHD1 in different RT domains in NPCs and MEFs, as assayed by SmcHD1 Dam ID<sup>2</sup> and SmcHD1 ChIP-seq<sup>3</sup>. The non-haplotype resolved data is shown (200-kb). *P*-values were obtained from two-sided Wilcoxon signed-rank test with Bonferroni correction. N, the number of genomic bins in each class. (f) Percentages of DNA-FISH signal localization of DNA-FISH probes (as shown in Figure 5c,e) relative to the *Xist* cloud in NSCs for each biological replicate. N, the total number of cells analyzed from each replicate. *P*-values were obtained from a chi-square test for all groups and a Fisher's exact test for the protruded group. (g) Percentages of the localization patterns of three SD probes (71-SD, 98-SD, and 148-SD; as shown in Figure 5g) in WT and SmcHD1-mutant (KO) NSCs. Simultaneous protrusion of two and three SD probes was much more frequent in SmcHD1-mutant NSCs than in WT NSCs. N, the total number of cells analyzed from three independent replicates. *P*-values were obtained from a chi-square test for all groups.

Supplementary Figure 9

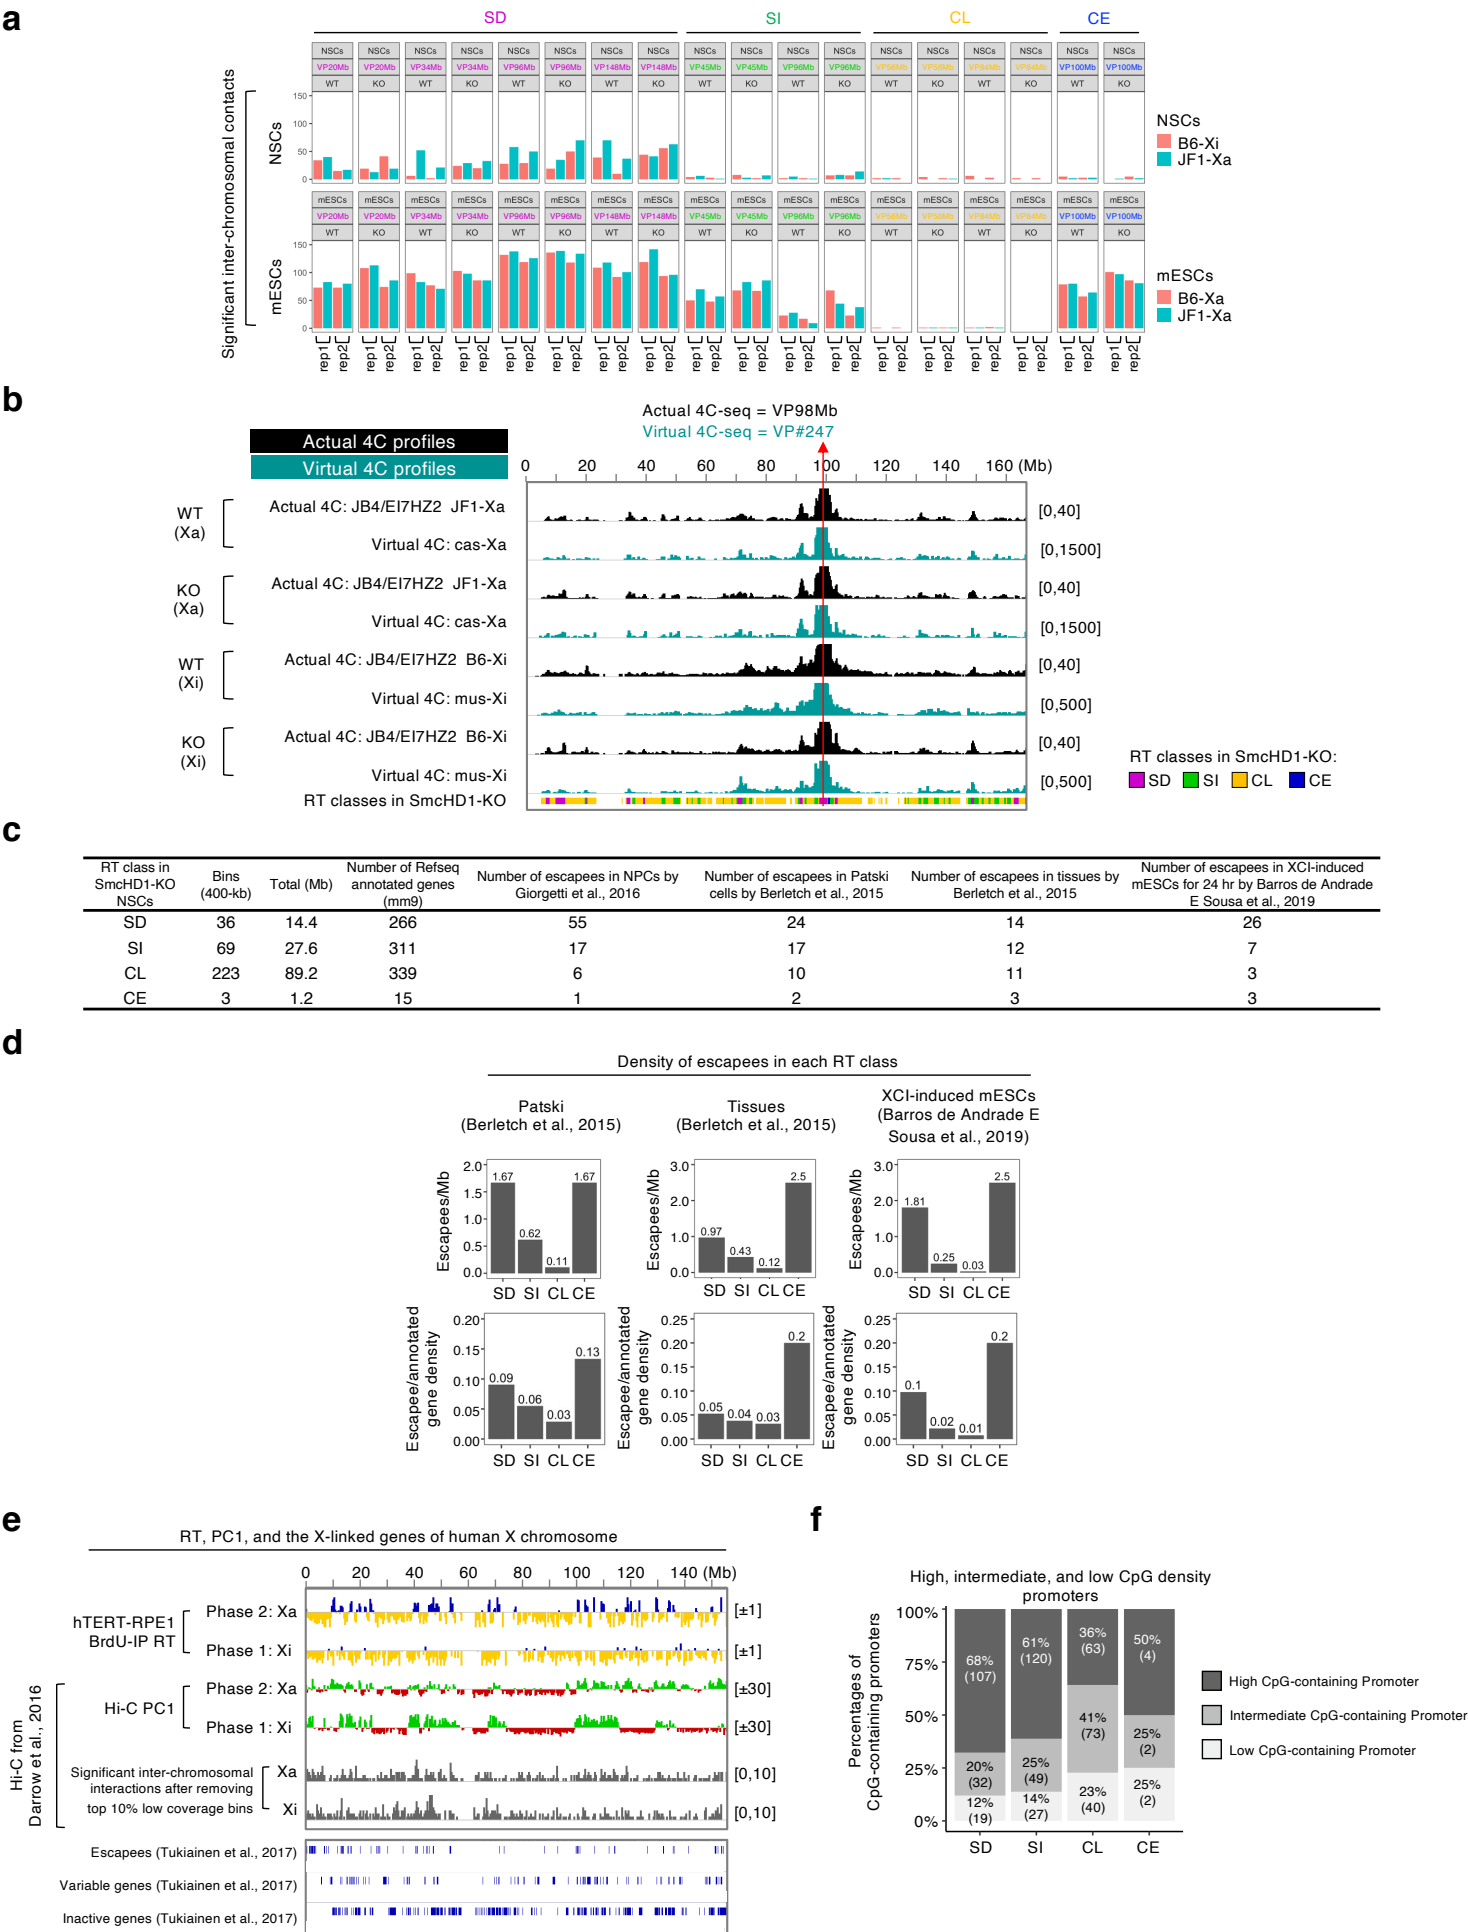

**Supplementary Figure 9. Analyses of interchromosomal contacts, virtual 4C-seq, mouse escapee gene density, promoter CpG density, and human TERT-RPE1 RT/Hi-C/virtual 4C data**

(a) 4C-seq profiles of WT and SmcHD1-mutant (KO) NSCs were analyzed for significant interchromosomal interactions using Splinter et al.'s pipeline<sup>4</sup>. Results from two replicates are shown. In NSCs, significant interchromosomal interactions were frequently observed for the SD viewpoints but not the SI, CL, and CE viewpoints on both the JF1-Xa and the B6-Xi. In mESCs, significant interchromosomal interactions were also frequently observed for the SD but not CL viewpoints. However, an SI (VP45Mb) and a CE viewpoint also showed frequent interchromosomal interactions, comparable to those of the SD viewpoints. (b) A comparison of actual 4C-seq profiles derived from VP98Mb (SD) and virtual 4C-seq profiles derived from virtual VP#247 (corresponding to chrX:98,400,000–98,800,000), which are from the same region. Red line, viewpoint position. (c) Numbers of annotated genes (mm9) and escapees<sup>5–7</sup> in the SD, SI, CL, and CE domains. (d) Mouse escapee density in different RT domains based on two studies<sup>6,7</sup>. (e) Allele-specific BrdU-IP RT profiling of human TERT-RPE1 (hTERT-RPE1) cells using our in-house SNP information of the corresponding hTERT-RPE1 line used. Phases 1 and 2 represent alleles for the late-replicating Xi and the early-replicating Xa, respectively. Using the SNP information, we re-analyzed hTERT-RPE1 Hi-C data<sup>8</sup> by performing PC analysis for each phase by HOMER<sup>9</sup> using default parameters. Hi-C PC1 revealed that phases 1 and 2 represented the Xi and the Xa, respectively, consistent with RT data. Therefore, we further created virtual 4C-seq profiles of hTERT-RPE1 Xa (phase 2) and the Xi (phase 1) from 388 viewpoints (400-kb bins). Significant interchromosomal interactions for each virtual viewpoint were counted and plotted along the human X chromosome (gray profiles). Inactive genes, variable genes, and escapees<sup>10</sup> are shown for comparison. (f) Percentages of high, intermediate, and low CpG-containing promoters in different RT domains. The number within parentheses indicates the number of X-linked gene promoters. A list of CpG-containing promoters from Mikkelsen et al<sup>11</sup> was used for the analysis.

# Supplementary Figure 10

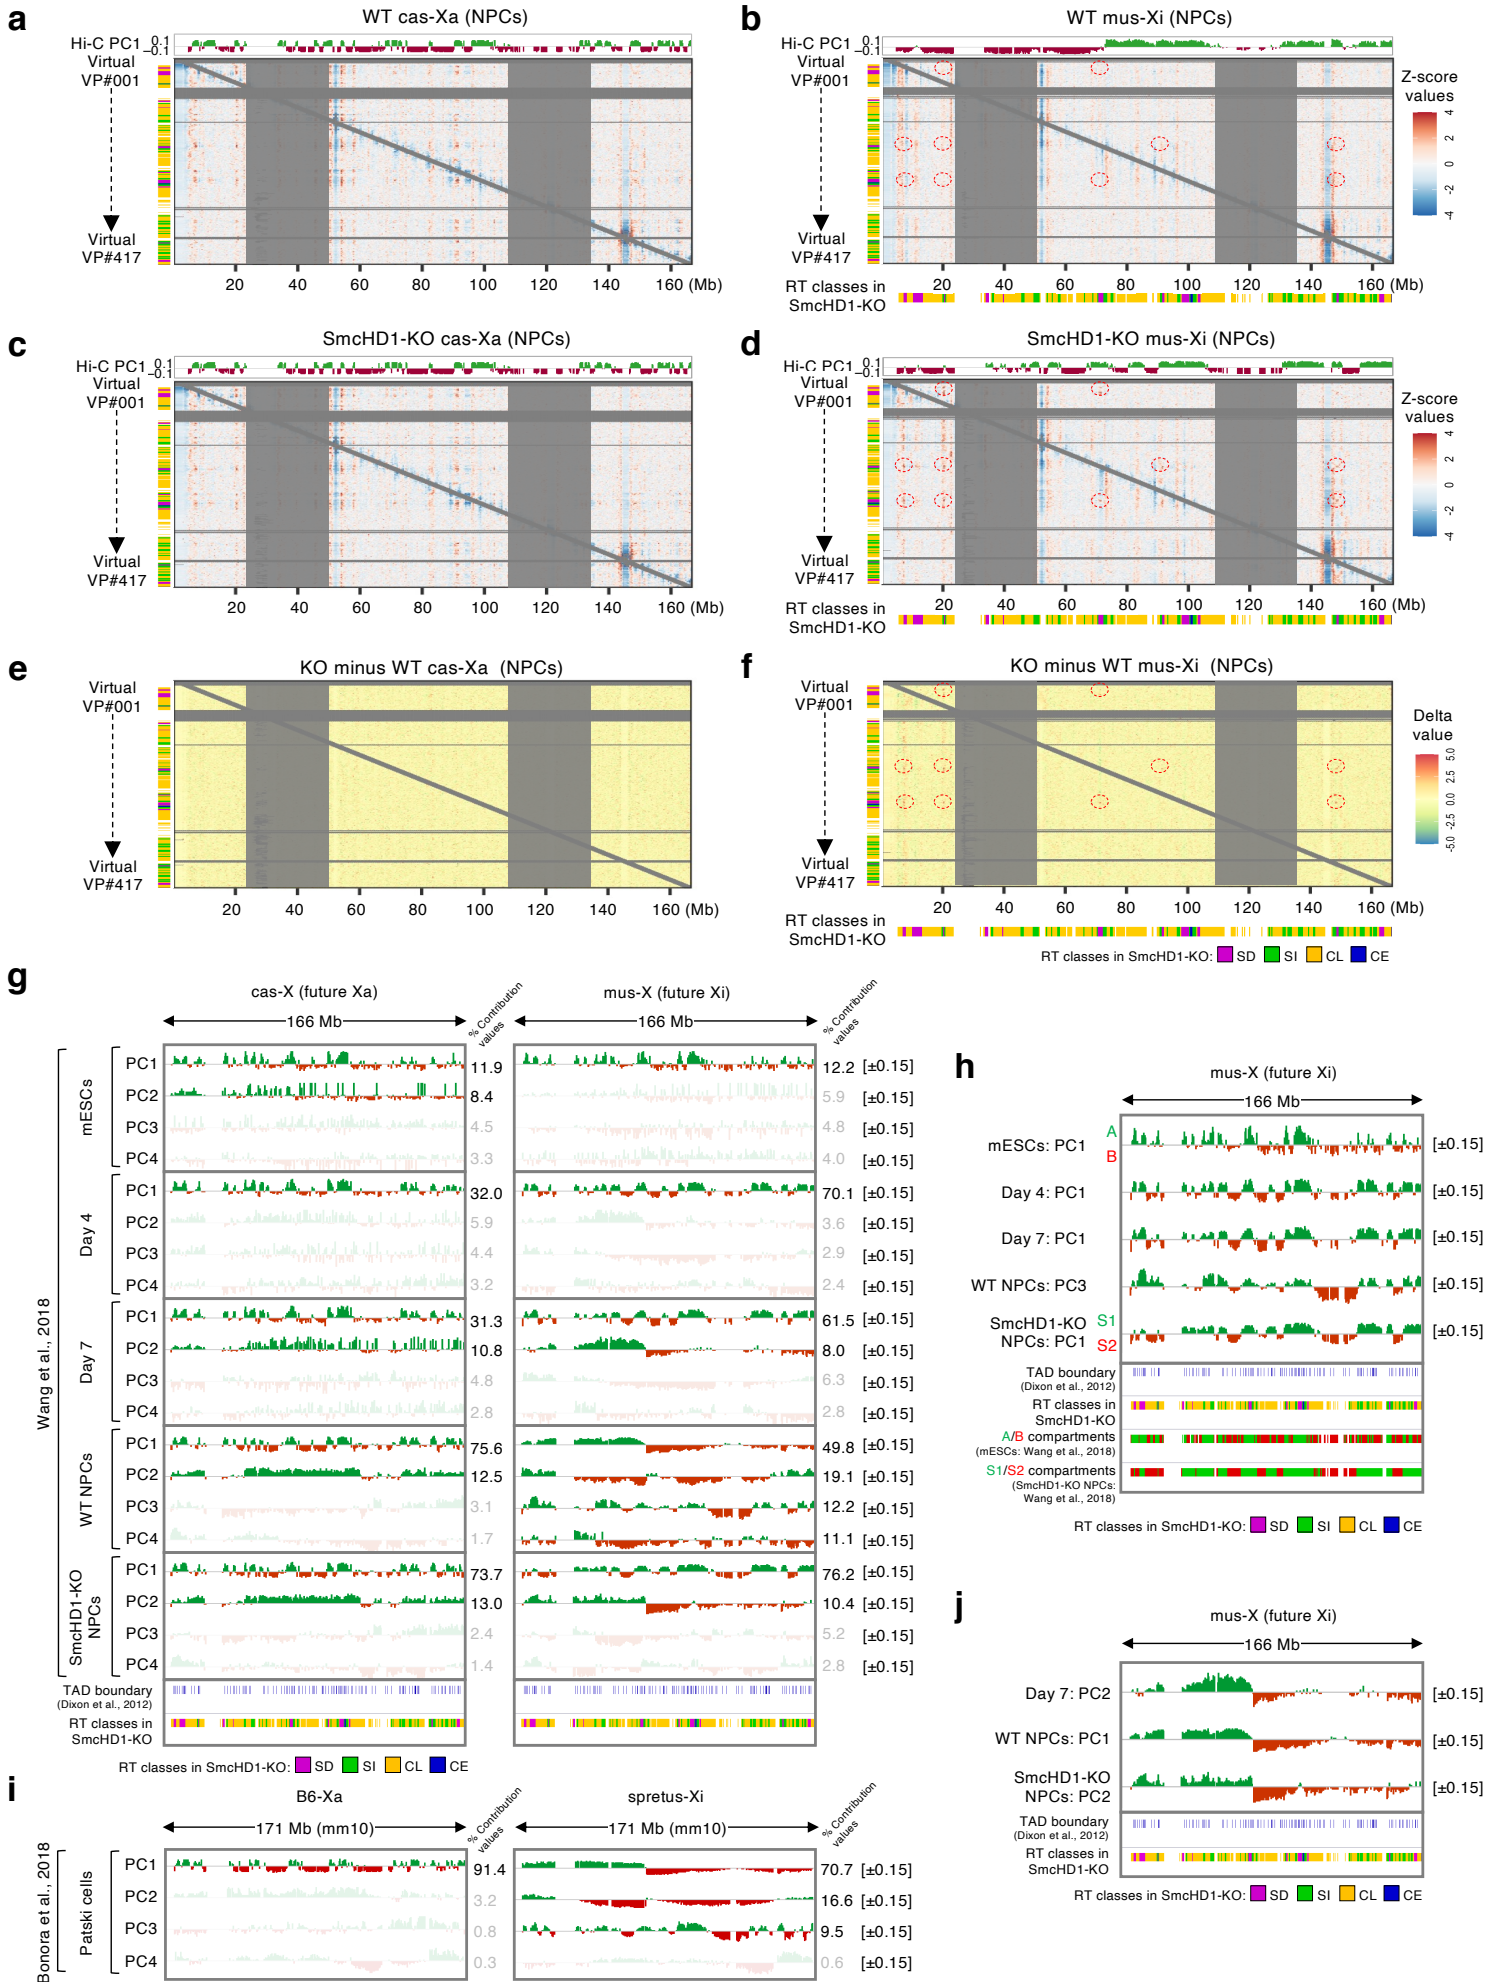

**Supplementary Figure 10. Z-score heatmaps and PC1–4 of the mouse Xi Hi-C data**

(a–d) Virtual 4C analysis and z-score conversion of Hi-C data. X chromosomes (cas-Xa, mus-Xi) in WT and SmcHD1-mutant (KO) NPCs are shown. Normalized reads from virtual 4C (5-kb bins) were made binary and the relative enrichment (z-score) was calculated using sliding windows of 250 kb ( $=5\text{-kb} \times 50$ ). Average z-scores of nonoverlapping 400-kb bins are plotted as heatmaps. High z-scores represent strong interactions. RT classes are shown along the vertical and horizontal axes. (e,f) Subtraction plots (KO–WT) of z-score heatmaps of the cas-Xa and mus-Xi. Gray areas represent low-coverage areas. (g) Published Hi-C data were reanalyzed at 500-kb resolution (mm9)<sup>2</sup>. We calculated PC1–4 on the Xa and the Xi of various differentiation states and genotypes (WT or KO) and plotted those with >8% contribution rates. TAD boundary positions in mESCs<sup>12</sup> and RT classes are shown. (h) Supplementary Figure 10g revealed that the PC3 of WT NPC mus-Xi looked very similar to the PC1 (S1/S2 compartments) of the SmcHD1-mutant (KO) NPC mus-Xi, as well as the PC1 (A/B compartments) of the WT mESC mus-Xa (and the cas-Xa), which resembled day-4 and day-7 PC1 profiles. TAD boundary positions in mESCs<sup>12</sup>, RT classes, binarized A/B compartments<sup>2</sup>, and binarized S1/S2 compartments<sup>2</sup> are shown. (i) The same analysis as in Supplementary Figure 10g using allele-specific Hi-C data (mm10) of mouse Patski cells<sup>13</sup>, which were fibroblast cells derived from the embryonic kidney. PC1–4 of mouse Patski cells were similar to those of WT NPCs (Supplementary Fig. 10g), suggesting similar Xi structure in different cell lineages. (j) Based on Supplementary Figure 10g, we found that a PC corresponding to the megadomain structure separation was observed only upon differentiation. TAD boundary positions in mESCs<sup>12</sup> and RT classes are shown.

## Supplementary Texts

### Supplementary Text 1

#### **Cell-to-cell heterogeneity of SD domain protrusion in SmcHD1-mutant NSCs**

Our 4C-seq results and FISH analysis suggested that the SD domains protruded out of the Xi within the same cell in SmcHD1-mutant NSCs (Figs. 3b,5 and Supplementary Fig. 6). Pair-wise analysis revealed that the protrusion of the SD domains is frequent, with some cells exhibiting two SD protrusions while others exhibit only one (Fig. 5i). When we further analyzed three SD probes within the same cell, we observed an even higher frequency of simultaneous protrusion of multiple SD probes in SmcHD1-mutant NSCs (Supplementary Fig. 8g). It is likely that the more SD probes we analyze, the more frequent the simultaneous protrusion of multiple SD probes would be, as the probability increases. However, the variation of protrusion patterns observed here suggests cell-to-cell heterogeneity in SD domain protrusion.

Because scRepli-seq showed RT reversal of SD domains in most SmcHD1-mutant NSCs (Fig. 2d), it is unlikely that the cell-to-cell heterogeneity in SD domain protrusion is derived from cell-to-cell RT heterogeneity. Since the degree of RT reversal varied for each SD domain (i.e., some domains became earlier replicating than others), it is possible that some SD domains might have a greater capability to protrude than others, as RT reflects compartmentalization. This difference in protrusion might affect how they are captured by FISH analysis, which is less sensitive than the NGS-based approach. However, the heterogeneity observed might also be due to the limitation of FISH experiments, which can only capture a snapshot of chromatin dynamics.

## Supplementary Text 2

### SD-SD interactions in SmcHD1-mutant NSCs

The 71-SD and 98-SD probes that simultaneously protruded out of the Xi core (referred to as two-SD protrusion) showed a closer distance between each other in SmcHD1-mutant NSCs compared to WT NSCs (Fig. 5j, pair-1), which was consistent with their interaction frequency based on 4C-seq data (Fig. 5g, pair-1). However, even when only one (one-SD protrusion) or none (no-SD protrusion) of these two SD probes protruded out in SmcHD1-mutant NSCs, the probe-to-probe distance was similarly close to when they simultaneously protruded out (Fig. 5k, pair-1 in KO, the three lines closely overlapped and didn't show significant differences). Thus, it is possible that SD domains also interact with each other inside the *Xist* cloud in SmcHD1-mutant NSCs. However, it should be noted that when only one or none of these two SD probes protruded out, the probe-to-probe distance was similarly close between WT and SmcHD1-mutant NSCs (Fig. 5j, pair-1). Thus, while it is possible that SD domains could contact each other inside the *Xist* cloud in mutant NSCs, such interaction would not result in decreased probe-to-probe distance, likely due to the resolution limit of the assay. This could be an alternative explanation for why we did not observe closer probe-to-probe distance in SmcHD1-mutant NSCs for probe pairs 2 and 3.

### Supplementary Text 3

#### Characteristics of CE domains

CE domains are always early replicating on the Xi in NSCs, regardless of the SmcHD1-genotype. scRepli-seq also confirmed that they replicate in the first half of the S-phase, suggesting the robustness of their RT property (Fig. 2b–c). While CE domains have lower escapee density than the SD domains in NPCs (Fig. 7a), they have more escapees than the SD domains in other cell types (Supplementary Fig. 9c–d). This suggests that CE domains are also unstable regions and relatively prone to be reactivated. Moreover, CE domains also contain well-known escapees, such as *Xist*, which is highly expressed on the Xi, and *Mid1*, which carries a portion of pseudoautosomal regions<sup>14</sup>. These may explain why these domains are consistently maintained as active early replicating on the Xi.

## **Description of Supplementary Tables**

**Supplementary Table 1. Genomic coordinates of the SI, SD, CL and CI domains (mm9)**

**Supplementary Table 2. List of sequencing experiments**

**Supplementary Table 3. Percentage replication scores of scRepli-seq in wild-type and SmcHD1-mutant NSCs**

**Supplementary Table 4. List of primers and sequences used in 4C-seq experiments**

**Supplementary Table 5. Sequences used to identify reads from B6 or JF1 alleles in 4C-seq data**

**Supplementary Table 6. 4C-seq data quality metrics**

**Supplementary Table 7. List of escapees in mice used in this study**

## Supplementary References

1. Miura, H. *et al.* Single-cell DNA replication profiling identifies spatiotemporal developmental dynamics of chromosome organization. *Nat. Genet.* **51**, 1356–1368 (2019).
2. Wang, C.-Y., Jégou, T., Chu, H.-P., Oh, H. J. & Lee, J. T. SMCHD1 Merges Chromosome Compartments and Assists Formation of Super-Structures on the Inactive X. *Cell* **174**, 406-421.e25 (2018).
3. Gdula, M. R. *et al.* The non-canonical SMC protein SmcHD1 antagonises TAD formation and compartmentalisation on the inactive X chromosome. *Nat. Commun.* **10**, 30 (2019).
4. Splinter, E., de Wit, E., van de Werken, H. J. G., Klous, P. & de Laat, W. Determining long-range chromatin interactions for selected genomic sites using 4C-seq technology: from fixation to computation. *Methods* **58**, 221–230 (2012).
5. Giorgetti, L. *et al.* Structural organization of the inactive X chromosome in the mouse. *Nature* **535**, 575–579 (2016).
6. Berletch, J. B. *et al.* Escape from X inactivation varies in mouse tissues. *PLoS Genet.* **11**, e1005079 (2015).
7. Barros de Andrade E Sousa, L. *et al.* Kinetics of Xist-induced gene silencing can be predicted from combinations of epigenetic and genomic features. *Genome Res.* **29**, 1087–1099 (2019).
8. Darrow, E. M. *et al.* Deletion of DXZ4 on the human inactive X chromosome alters higher-order genome architecture. *Proc. Natl. Acad. Sci. U. S. A.* **113**, E4504-12 (2016).
9. Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* **38**, 576–589 (2010).
10. Tukiainen, T. *et al.* Landscape of X chromosome inactivation across human tissues. *Nature* **550**, 244–248 (2017).
11. Mikkelsen, T. S. *et al.* Genome-wide maps of chromatin state in pluripotent and lineage-committed cells. *Nature* **448**, 553–560 (2007).
12. Dixon, J. R. *et al.* Topological domains in mammalian genomes identified by analysis of chromatin interactions. *Nature* **485**, 376–380 (2012).
13. Bonora, G. *et al.* Orientation-dependent Dxz4 contacts shape the 3D structure of the

- inactive X chromosome. *Nat. Commun.* **9**, 1445 (2018).
14. Dal Zotto, L. *et al.* The mouse Mid1 gene: implications for the pathogenesis of Opitz syndrome and the evolution of the mammalian pseudoautosomal region. *Hum. Mol. Genet.* **7**, 489–499 (1998).

## Supplementary Data

### Supplementary Data 1

#### For Supplementary Figure 1a

Marker =  $\phi$ X 174-*Hae* III digest

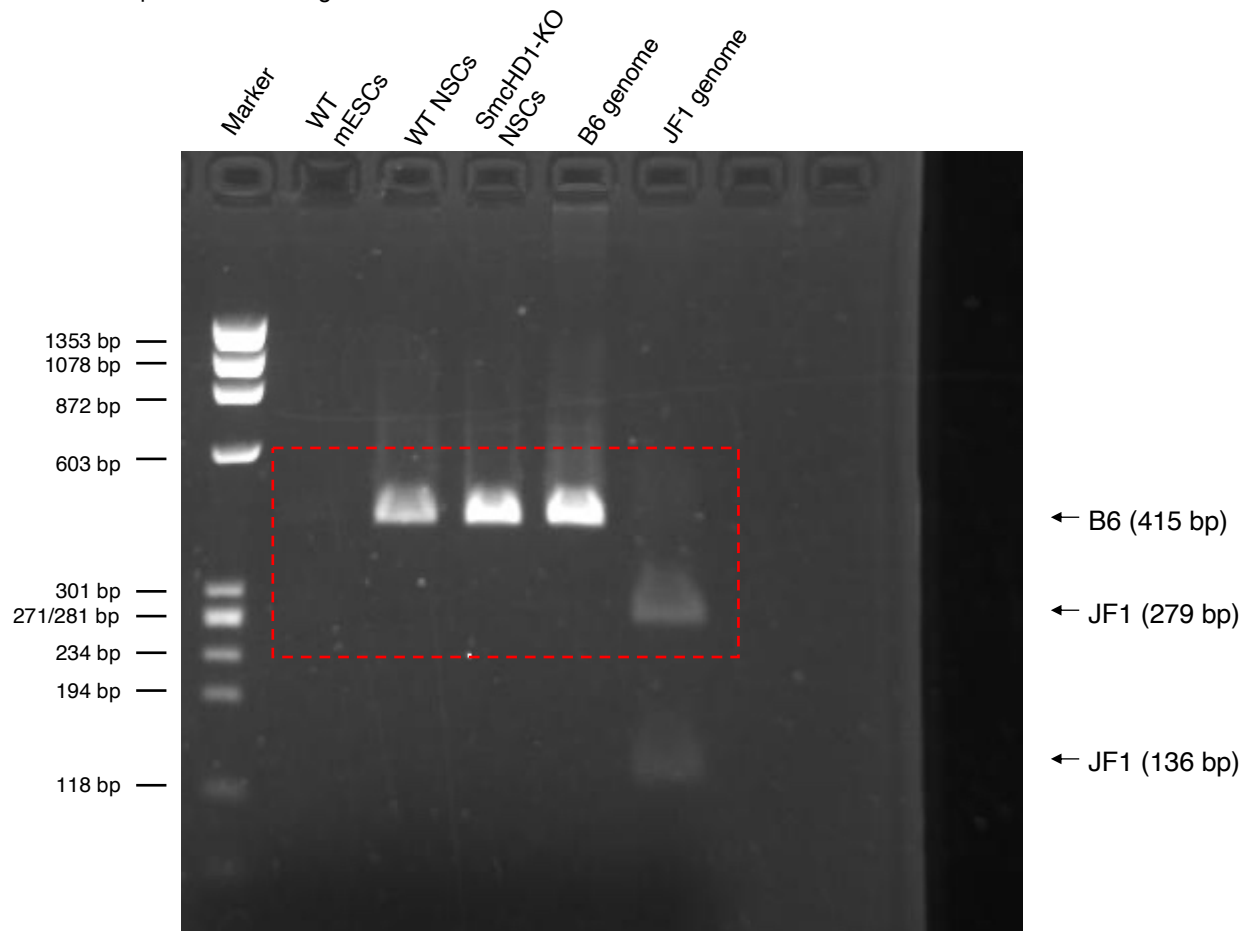

Supplementary Data 2

For Supplementary Figure 1b

Marker =  $\phi$ X 174-*Hae* III digest  
(+) and (-) indicate the presence and absence of reverse transcriptase in the reaction, respectively

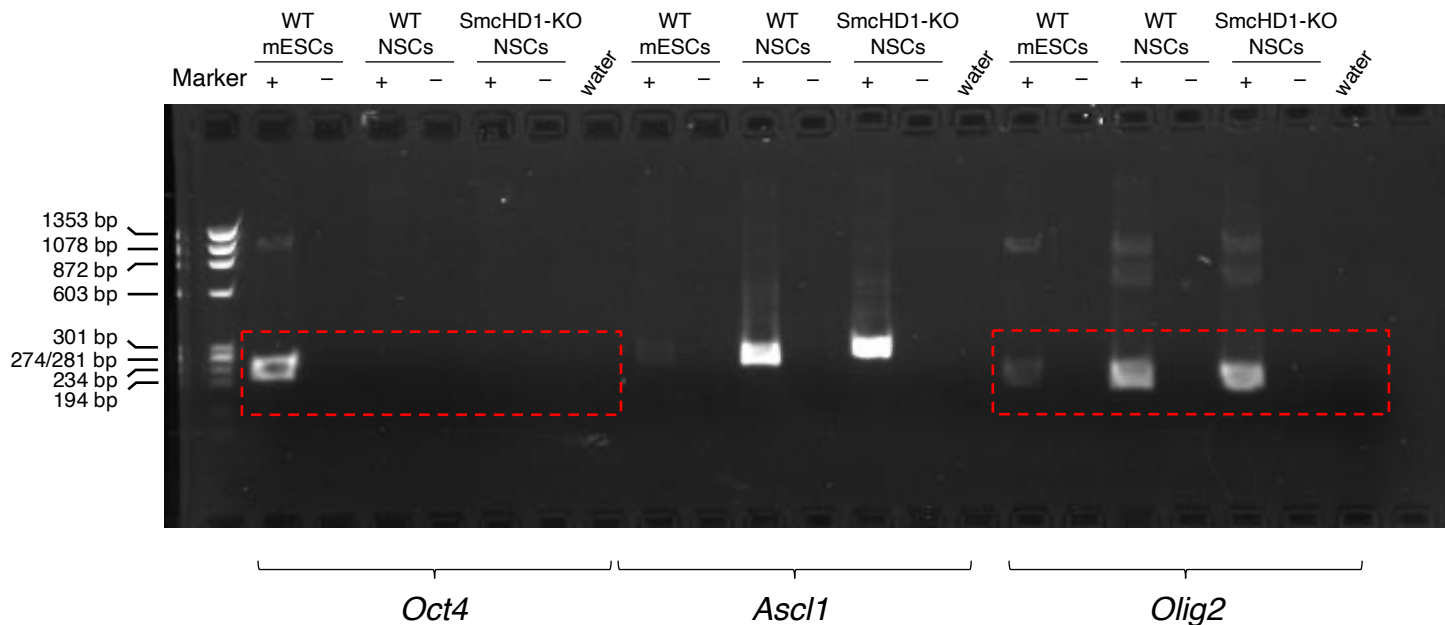

Marker =  $\phi$ X 174-*Hae* III digest

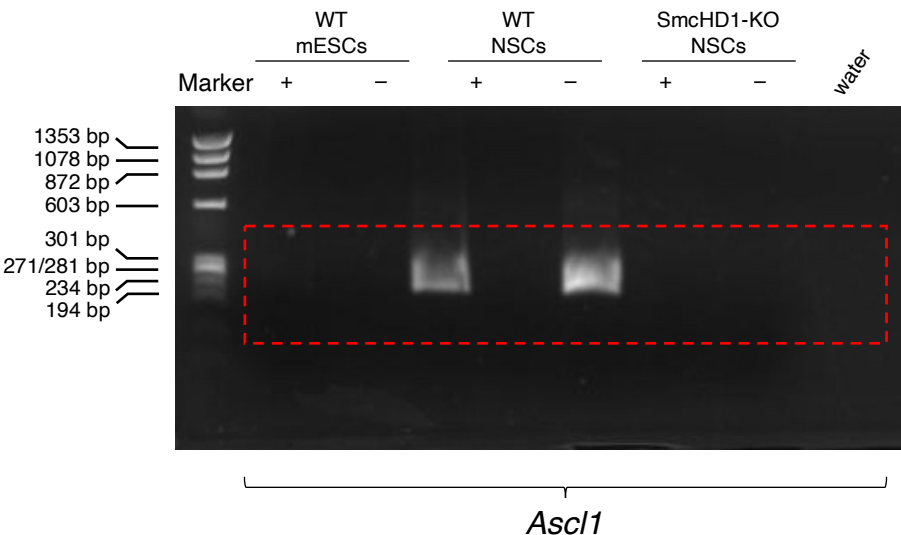

## Supplementary Data 3

### For Supplementary Figure 1h

Biorad Protein Dual color  
standard cat# 161-0374

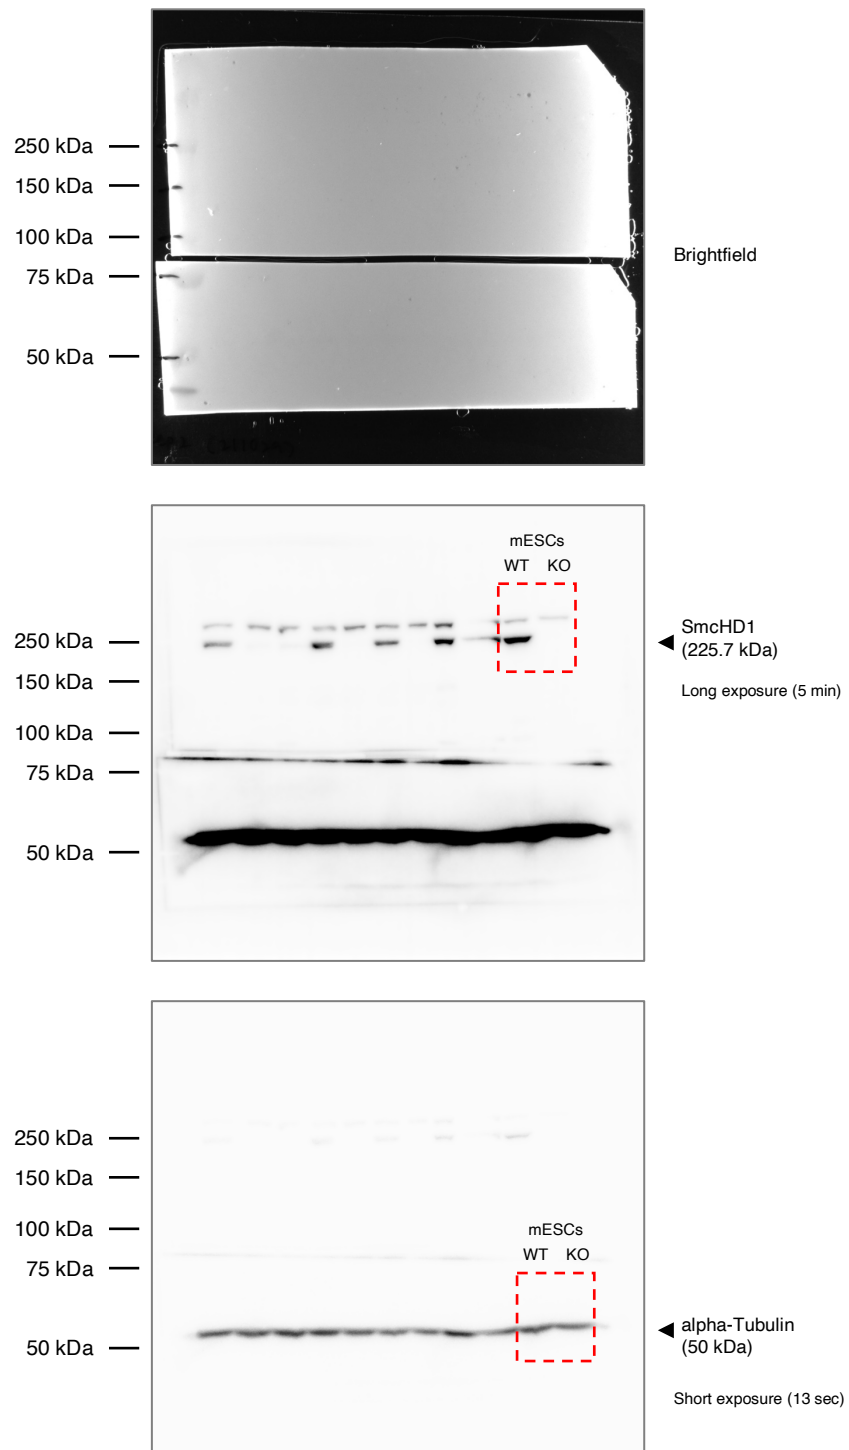

**Supplement:** Supplementary file 1 — Supplementary Figs. 1–10, Texts 1–3, Descriptions of Tables 1–7 and Data 1–3.

# Supplementary material for: Replication dynamics identifies the folding principles of the inactive X chromosome
**Source:** Nat Struct Mol Biol. 2023 Aug 10;30(8):1224–37. doi: 10.1038/s41594-023-01052-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Images were collected by DeltaVision Olympus IX71 inverted microscope and a standard SoftWoRx acquisition software version 6.5.2.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | We used custom codes from Takahashi et al., Nature Genetics 2019 and Miura et al., Nature Protocols 2020 for BrdU-IP Repli-seq and single-cell Repli-seq (scRepli-seq) analyses. These custom codes are available at <a href="https://github.com/kuzobuta/hic_paper_NG_2019">https://github.com/kuzobuta/hic_paper_NG_2019</a> .<br>We used R pipelines from Krijger et al., Methods 2020 for 4C-seq analyses.<br>We used R pipelines from Splinter et al, Methods 2012 to analyze significant cis- and trans-interactions of 4C-seq data.<br>We used tophat2 version 2.1.1, (Kim et al., 2013), Cufflinks (Trapnell et al., 2010) and CummeRbund (Trapnell et al., 2012) for RNA-seq analyses.<br>We used Fiji (Schindelin, J et al. 2012) for imaging analyses. We used TurboReg plugin (Thévenaz et al., 1998) for coordinate correction of images. A standard Find Maxima and Mean Shift plugins in Fiji were used.<br>We used HOMER (Heinz et al., 2010) to generate virtual 4C-seq profiles from Hi-C data.<br>We used cooler (Abdennur et al., 2020) for Hi-C analyses and Genova (Van Der Weide et al., 2021) to plot Hi-C heatmaps.<br>We also used the following programs for NGS analyses: trim_galore version 0.6.6, BWA version v.0.7.17-r1188 (Li H et al., 2010), SAMtools (Li et al., 2009), BEDTools (Quinlan and Hall, 2010), Cutadapt (M Martin, 2010), FastQC ( <a href="http://www.bioinformatics.babraham.ac.uk/projects/fastqc/">http://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a> ), Picard ( <a href="http://broadinstitute.github.io/picard/">http://broadinstitute.github.io/picard/</a> ), Liftover ( <a href="http://hgdownload.soe.ucsc.edu/admin/exe/">http://hgdownload.soe.ucsc.edu/admin/exe/</a> ), AneuFinder (R package, 1.2.1). Cell Sorter Software version 2.1.6 was used for SONY SH800 flow cytometry. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All replication timing datasets (BrdU-IP and scRepli-seq), 4C-seq, and RNA-seq datasets have been deposited in Gene Expression Omnibus under accession GSE211574.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Primary antibody:

1. Anti-BrdU antibody for BrdU-IP Repli-seq profiles (dilution to 12.5 ug/ml by PBS) from BD Biosciences Pharmingen (cat. 555627)
2. Anti-SmcHD1 antibody for western blot (1:500 dilution) from Sigma (cat. HPA039441; lot K106669)
3. Anti-alpha tubulin antibody for western blot (1:1000 dilution) from Abcam (cat. ab7291; lot GR138941-3)
4. Anti-Nestin antibody for immunostaining (1:200 dilution) from Wako (cat. 7A3)

### Validation

All antibodies are commercially available and have associated datasheets from the supplier.

1. Anti-BrdU antibody was validated to immunoprecipitate BrdU-containing DNA and used for the previous study (Takahashi et al., Nature Genetics 2019)
2. Anti-SmcHD1 antibody was validated by western blot (<https://www.sigmaaldrich.com/JP/ja/product/sigma/hpa039441>)
3. Anti-alpha tubulin antibody was validated by western blot (<https://www.abcam.com/products/primary-antibodies/alpha-tubulin-antibody-dm1a-loading-control-ab7291.html>)
4. Anti-Nestin antibody was validated by immunostaining (<https://labchem-wako.fujifilm.com/jp/product/detail/W01W0101-2684.html>)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

The JB4/EI7HZ2 mESC line (Matsuura et al., Front. Cell Dev. Biol. 2021) originated from Prof. Takashi Sado's laboratory at Kindai University, Japan. The human TERT-RPE1 cell line (Clontech, C4001-1) was obtained from Prof. Chikashi Obuse's laboratory at Osaka University, Japan.

### Authentication

Karyotype (JB4/EI7HZ2) and SNPs (JB4) were verified using an NGS technology. SmcHD1 mutant JB4/EI7HZ2 mESC line generated in this study was validated by PCR, sequencing, and western blot. Differentiated wild-type and SmcHD1 mutant JB4/EI7HZ2 NSCs generated in this study were validated by RT-PCR, immunostaining, and RNA-seq.

### Mycoplasma contamination

The cell lines were not tested for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

EpiSCs and MEFs were isolated from E6.5 and E12.5 mouse embryos, respectively. EpiSCs were derived in the presence of IWP-2 according to Sugimoto et al., Stem Cell Reports 2015.  
The housing conditions for the mice are as follows: they are exposed to a dark/light cycle with darkness from 19:00 to 7:00 and light from 7:00 to 19:00 (at an intensity of 200 lux). The temperature is maintained at 22±2 °C, and the humidity level is kept at 50±10%.

### Wild animals

The study did not involve wild animals.

### Reporting on sex

Female.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

The animals were housed in environmentally controlled rooms, and all the experimental procedures using animals were approved by the Institutional Animal Care and Use Committee of Kindai University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were fixed with 75% ethanol, and then stained with propidium iodide (PI) to assess the DNA content of the cells as previously described (Takahashi et al., Nature Genetics 2019). DNA content was analyzed using Sony SH800 cell sorter.                                                                                                                                  |
| Instrument                | Sony SH800 Cell sorter (SONY).                                                                                                                                                                                                                                                                                                                                                  |
| Software                  | The data was collected by Cell Sorter Software version 2.1.6.                                                                                                                                                                                                                                                                                                                   |
| Cell population abundance | 1,000,000-2,000,000 cells were acquired for each sample. Around 90% of the cells showed the typical cell cycle profile.                                                                                                                                                                                                                                                         |
| Gating strategy           | An FSC/BSC gate was used for gating the population of cells to exclude cell debris. Then, a PI gate was used to exclude doublet cells. The gates for sorting the G1 or desired S-phase fractions were defined on the PI histogram. For BrdU-IP, cells were sorted with the purity mode of the SH800 Cell sorter. For scRepli-seq, cells were sorted using the single-cell mode. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

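Poly(A) RNA of JB4/EI7HZ2 cells, a female mESC line from a JF1 by B6 cross, and of a SmcHD1-mutant (KO) line made from it was sequenced by the authors at 4 stages (mESCs, day 7 cells, day 9 cells and NSCs) with 3 replicates per stage and genotype, 24 libraries in 8 groups. The authors made stranded libraries, trimmed the single-end reads, aligned them to UCSC mm9 with TopHat, removed reads of ribosomal RNA and of the X chromosome and ran Cuffdiff. The deposited values are the authors' FPKM per library (fragments per kilobase of transcript, scaled for library size), with an estimate status beside each. The paper and its supplementary files were searched for read totals, for the library normalization chosen in Cuffdiff and for whether reads were counted by strand; none is stated. The deposited table holds 36 FPKM columns, and 12 of them, which belong to samples outside the 24, were not used in any step. WT and KO are 1 line each, so an effect of genotype and a difference between the lines cannot be separated here.

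Of 23119 genes listed, 1091 on X or Y were 0 in all libraries, 22028 lay outside, and 18156 of these had a value above 0 and no failed estimate. Only 1 gene, Serbp1, had a failed estimate, in 5 libraries, and it was left out. Genes with a mean FPKM of at least 1 over the 24 libraries, 12105 in all, were tested. In 258 cases several gene symbols share an entry: Nanog is listed with Nanogpd, and the Pcdha and Pcdhg genes are 1 entry. The Pcdhb genes share a bundle, so their estimates depend on each other. Where a named gene's locus overlaps another gene this is said at the gene, since reads could have been counted for either.

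Depth was worked out from the values of genes with a mean FPKM up to 0.3. Of these, genes above 0 in at least 4 libraries had 31400 values above 0. Of those values, 30129 were whole multiples of the gene's step, the worth of 1 read. The commonest log2 ratio of these steps between libraries gave each library's worth of 1 read, and its inverse the relative read number, with the median library at 1. By group, the lowest, median and highest relative read numbers were 0.900, 0.932 and 0.995 for WT mESCs, 0.811, 0.884 and 0.929 for KO mESCs, 0.893, 0.942 and 1.09 for WT day 7, 0.919, 0.9205 and 1.15 for KO day 7, 1.07, 1.09 and 1.11 for WT day 9, 0.983, 1.06 and 1.09 for KO day 9, 1.01, 1.07 and 1.08 for WT NSCs, and 0.913, 1.02 and 1.07 for KO NSCs. The highest is 1.42 times the lowest, so a low gene's smallest step above 0 differed little between libraries. The numbers are relative, and the reads in a library are not known. If Cuffdiff scaled by median ratio, which is not stated, they are scaling factors and need not follow the reads. Sums of FPKM ranged from 504660 to 802938. Within groups no pair of libraries shared more than 3.74% of values, and the lowest Pearson correlation of log2 values was 0.955, so no library was a copy of another.

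Groups were compared with limma 3.58.1 (statmod 1.5.0, data.table 1.17.8, R 4.3.3) on log2(FPKM + 1): all 8 groups in a fit without an intercept, lmFit, contrasts, and eBayes with trend and robust settings, two-sided, with the Benjamini-Hochberg adjustment over the tested genes and a call at an adjusted p under 0.05. Contrasts were KO against WT in each stage, each WT stage against WT mESCs, and the KO effect in each differentiated stage minus that in mESCs (interaction). For markers, KO stages were also compared with KO mESCs, a comparison set in advance but run only after the others were seen. Levels are given as mean ± SD of FPKM. Exact two-sided permutation tests of 3 against 3 libraries have a smallest p of 0.1. No replicate block was used, since the paper's methods name none. The pairing of same-numbered WT and KO libraries comes from the replicate numbers of the deposited samples, and it was checked by the correlation of their deviations from group means: 0.29, 0.44 and 0.14 in mESCs and 0.34, 0.18 and 0.24 in NSCs, each above 0.1, so the blocked result is given beside these. At day 7 and day 9 and between stages the correlations were not all above 0.1.

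Genes were named by a rule: Smchd1; every marker outside the X chromosome named in Supplementary Fig. 1b,d (17, of which 14 were tested); in each KO against WT comparison the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean FPKM of at least 5 in the higher group and no overlap of the libraries; and in each list the 2 tested members with the largest change. The numbers of genes eligible as risen and fallen were 12 and 35 in mESCs, 95 and 215 at day 7, 229 and 377 at day 9, and 216 and 294 in NSCs. The markers were those of pluripotency (Pou5f1, Nanog, Fgf4, Sox2), NSCs (Vim, Fabp7, Nes, Olig2), ectoderm (Sox1, Pax6, Zfp521, Col4a1), endoderm (Gata4, Gata6) and mesoderm (Snai1, Tbx6). Some genes that the rule picks are not reported here. The 6 lists were drawn up from general knowledge, without the paper's markers: endoderm (21 genes, 8 tested), mesoderm (13, 6 tested), neurectoderm (15, 13 tested), clustered protocadherins (23, 12 tested), imprinted genes (42, 33 tested) and Hox genes (40, 22 tested). Each was tested in the 4 stages with camera and an estimated inter-gene correlation, adjusted over the 24 tests, with fry as an alternative. All 5 list tests called with camera were also called with fry, and none of the 5 was called by camera with the replicate block.

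Jensen-Shannon distances are the square root of the base 2 divergence between group means of log10(FPKM + 1) scaled to a sum of 1 over 18156 genes, joined with complete linkage. For chromosomes, the median per library of log2(FPKM + 1), centred per gene, over the genes of a chromosome with a mean FPKM of at least 5 was set against that of the other autosomes, with an exact test and 10000 random gene lists of like expression. Runs of neighbouring genes were searched with windows of 25 genes and a limit of 0.3 on the absolute median log2 fold change. This search, its limit and the bounds of the runs were chosen after the gene tables were seen. The guide was mapped to the mouse genome (Python 3.11.15, numpy 2.4.6, pandas 2.3.3; figures with matplotlib 3.10.9). The gene annotation supplied is of the NCBIM37 build, the same as mm9: 21213 of 21369 genes matched by symbol (99.27%) overlap their deposited locus, and 13023 share an exact end.

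The groupings, tests, lists, filters and alternatives were set before the data were examined: a pseudocount of 0.1, no filter on low values, median-ratio scaling, a fit of the compared groups alone, plain eBayes, the replicate block, a log2 fold change of at least 1, fry, camera with a preset correlation of 0.01, other forms of the distance and leaving out each library in turn. The replicate block was always fitted to the compared groups alone, so it also leaves the other groups out. Scaling all libraries to the same sum of FPKM and taking the log of group means for the distance were added after the data were seen. The list labels compare the sign of the mean log2 fold change, a rule changed after the first run. The code was tested on simulated data: of 200 changed genes among 12105, 194 (97%) were called, with 9 other calls and a median size of 1.52 for a true 1.5. The simulated noise had 1 spread per gene in all groups and no tie between same-numbered libraries, unlike the deposited libraries. The 9 other calls therefore do not measure the false calls in the deposited data. In the simulated data 1 of 24 list tests was called, the raised list, an unchanged comparison gave 0 calls, a chromosome raised by 0.3 was found at 0.297, disjoint profiles had a distance of 1 and identical ones 0, the worth of 1 read was recovered in 8000 simulated genes, and a planted run of 60 genes was found whole.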

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

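Tests in this part that were chosen only after the result was seen are the splits of the window search, the scaling tests of the runs on chromosomes 3 and 11, the split of the NSC libraries by read number, the share of mesoderm cells and the tests of Gata4.

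The KO effect differed from that in mESCs for 203 genes at day 7, 324 at day 9 and 274 in NSCs (interaction). Of 100 drawn relabellings of genotype within each stage, the true one included, 1, 1 and 2 gave as many genes, and the largest other counts were 50, 278 and 454. Chance labelling of libraries gave so many genes seldom, yet in NSCs the other relabelling gave more than the true one, and the KO line and the WT line are 1 clone each. A difference between the clones that arose in culture could make the KO effect differ between stages without SmcHD1, and it was not tested.

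The counts of called genes were set against the other ways to divide the same 6 libraries into 3 and 3. In mESCs the true split (64 genes) was 1 of 10 with as many, with 61 in the largest other, at day 7 446 (1 of 10, other 0), at day 9 809 (1 of 10, other 1) and in NSCs 729 (1 of 10, other 582). For WT day 7, day 9 and NSCs against mESCs it was also 1 of 10 each, with 2, 1 and 1111 genes in the largest other. A share of 1 in 10 is the smallest that 10 splits allow, so no single comparison excludes by its splits that the libraries group so by chance. Other values argue against it: between KO and WT cells the true split came first in each of the 4 stages, which share no library, and every pair of an mESC and a differentiated library (0.184 to 0.292 apart in Jensen-Shannon distance) lay farther apart than any pair of the same group (0.0857 to 0.119). In mESCs and NSCs the large other splits kept a pair of same-numbered libraries together: among the 4 splits that part all 3 pairs, the largest other counts were 0 and 2. Over drawn relabellings, 1 of 100 had as many genes called in all 4 stages (1, largest other 0), 1 of 100 as many marker calls (10, largest other 1) and 1 of 100 as many list calls (5, largest other 3). Each KO NSC library had a lower relative read number than the WT NSC library of the same number (0.913, 1.02 and 1.07 against 1.01, 1.07 and 1.08). The 3 NSC libraries with the lowest numbers (mean 0.979) against the 3 with the highest (1.07) gave 215 genes against 729. The gap between the genotypes was narrower (means 0.99986 and 1.05). This split cannot part read number from genotype, since it sets KO replicates 1 and 2 with WT replicate 1 against the rest. WT replicate 1 also had the largest spread of all libraries (SD of deviations from the group mean 0.379). A part of the read number in some of the calls stays open.

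A run of 44 genes at the end of chromosome 3 (135148575–159598139) had a median log2 fold change of -0.53 between KO and WT mESCs, with 41 of 44 lower. It was -0.58 at day 7 (42 lower), -0.45 at day 9 (36 lower) and -0.12 in NSCs (27 lower; exact p 0.2, and 0.1 in the other stages). The other 369 genes of the chromosome stood at -0.0175 in mESCs, so the authors' scaling of the libraries does not account for it. After genes of the same GC content and length were taken off it was -0.52, so neither does a bias by GC or length. Windows past the limit numbered 20 in mESCs, 23 at day 7 and 25 at day 9, against at most 0 in other splits of the libraries, and the true split was 1 of 10 with as large a window median in each of these 3 stages. The run holds 0.487% of tested genes and 19 of the 50 lower genes in mESCs, 29 of 303 at day 7 and 23 of 497 at day 9. An extra copy of the segment in WT mESCs, day 7 and day 9 cells, or a lost copy in KO cells, may explain it. The 25 genes before the run stood at 0.03 in mESCs. The run's 22 lower-expressed genes stood at -0.68 and its 22 higher-expressed at -0.28. A change of copies alone would move both alike, so it does not account for this gap. WT NSCs were lower than WT mESCs in the run by 0.52, and KO NSCs than KO mESCs by 0.16. By the medians of single libraries, the KO effect in NSCs minus that in mESCs was 0.41 (exact p 0.095 of 400 relabellings). The run was chosen by its KO to WT difference in mESCs, so this p is not independent of the choice. Supplementary Table 3 leaves chromosome 3 out of haplotype scores for KO NSCs. Copy number itself was not measured in these data, and regional regulation by SmcHD1 stays open.

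The search found 3 runs of 36, 153 and 131 genes on distal chromosome 11, with genes from 93808298 to 95908750 left out, and they are reported together as the span of 343 genes from the first to the last (86024185–121534465). The span had a median log2 fold change of -0.31 between KO and WT NSCs, with 317 lower (exact p 0.1), and 0.04, 0.02 and -0.01 in mESCs, day 7 and day 9 cells. By the medians of single libraries, the KO effect in NSCs minus that in mESCs was -0.40 (exact p 0.015 of 400 relabellings). The span was chosen by its KO to WT difference in NSCs, so this p is not independent of the choice. As the median over genes, WT NSCs stood 0.34 above WT mESCs, and KO NSCs 0.04 above KO mESCs. By the medians of single libraries the KO change went the other way, at -0.0555 (exact permutation p 0.1). The KO NSC libraries (-0.101 to -0.0588) then lay below every KO mESC library (-0.0383 to -0.0154). A rise in KO cells is therefore not claimed. The WT NSC libraries were at 0.13, 0.28 and 0.36 and the KO NSC libraries at -0.10, -0.06 and -0.10. Of the 421 genes lower in KO NSCs, 79 lie there, where 3.53% of tested genes lie. The other genes of the chromosome stood at -0.00930, and after GC content and length were taken off the run stood at -0.30, so neither the scaling nor such a bias accounts for it. In NSCs 183 windows passed the limit, against at most 10 in other splits, and the true split was 1 of 10 with as large a window median. Extra copies of the segment in part of the WT NSCs, or a lost copy in KO NSCs, could explain it: its 171 lower-expressed genes stood at -0.30 and its 172 higher-expressed at -0.32. This cannot be told apart from regulation, since the 25 genes before the run stood at -0.12 and the size is less than a whole copy gives. Supplementary Table 3 leaves chromosome 11 out of the B6 haplotype scores of WT NSCs alone. The differing WT libraries are in line with a gain present in a varying share of cells, and the -0.30 does not decide it.

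Chromosome 16 was lower in KO than WT cells at day 9 by 0.159 (-0.159), at day 7 by 0.157 and in mESCs (-0.0845) (exact p 0.1 each, below all 10000 random lists), and not in NSCs (0.0256). A gain or loss of a whole copy in all cells of a line does not account for it, since the largest KO to WT shift of any chromosome was 0.159. Extra copies of chromosome 16 in some WT mESC, day 7 and day 9 cells may explain it: of its 296 genes the 148 lower-expressed stood at -0.18 at day 9 and the 148 higher-expressed at -0.15, and WT NSCs were below WT mESCs by 0.204. Part of that fall is not particular to WT cells, since the KO NSC libraries (-0.0635 to -0.0454) also lay below the KO mESC libraries (0.0164 to 0.0592). So did the KO day 7 (-0.104 to -0.0908) and KO day 9 libraries (-0.0973 to -0.0719). WT day 7 and day 9 cells did not rise against WT mESCs (-0.0611 and -0.0444). The wider gap at day 7 and day 9 thus goes with a fall in KO cells, which extra copies in WT cells alone would not give. Trisomic cells in WT cultures, which the sequencing of DNA could show, were not looked for here.

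The endoderm list was lower in KO than WT day 7 cells (mean log2 fold change -2.06) and so was the mesoderm list (-2.02), while the neurectoderm list was higher at day 7 (0.61) and day 9 (0.73). A different share of endoderm cells and fewer mesoderm cells in the KO aggregates are possible explanations, and they cannot be told apart from an effect of SmcHD1 on these genes, since a library of whole aggregates does not part the share of a cell type from the expression in its cells. At day 9 the endoderm list had an adjusted p of 0.165 and the mesoderm list 0.157 with camera, and both were lower with fry (0.0142 and 0.00564), which does not decide between them. Aggregates vary from one differentiation to another, and the WT libraries vary too: Spink3 was 100.2 ± 92.0 FPKM in them. Whether separate differentiations of the same line would differ as much was not tested.

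Clustered protocadherins were higher in KO day 9 cells (mean log2 fold change 0.84, 11 of 12 genes, 9 called singly and 11 over the list alone, camera adjusted p 0.0174, fry 4.51e-06), led by Pcdhb11 (1.55, 3.46e-06) and Pcdhb2 (1.47, 1.22e-05). A loss of SmcHD1 at these gene clusters, which published work on Smchd1 mutants describes, may explain it. The 0.0174 belongs to the rise that is to be explained, so it does not test this, and the explanation stays open. In mESCs, where Smchd1 was also lower in KO cells, the list stood at 0.01 (camera adjusted p 0.847). Its median there was 0, with 3 of 12 genes higher, so members too low in mESCs to show a change are not excluded. At day 7 the list stood at 0.40 (0.0723) and in NSCs at 0.38 (0.165). With a pseudocount of 0.1 the day 7 rise was larger and was called. With the replicate block the day 9 list was not called (camera adjusted p 0.399). The Pcdhb estimates overlap across the cluster, so they count as fewer independent genes than 12, and a shift of the KO cells towards neural fates would raise protocadherins as well.

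Gata4 had 16, 30 and 8 reads in the KO NSC libraries and 0 in each WT NSC library. Endoderm cells among the KO NSCs are a possible explanation that stays open: the endoderm list in NSCs had an adjusted p of 0.165 with camera and 0.0202 with fry, Foxa2 was 1.48 ± 0.862 FPKM against 0, and Trf 6.31 ± 3.36 against 1.33 ± 0.622. Dab2 and Trf are also expressed in WT NSCs. Endoderm like that of WT day 7 cells does not explain it: the share of such cells that would give this Gata4 would bring 41.1 FPKM of Cer1, 59.3 of Spink3 and 3.75 of Sox17, and 0.0388, 0 and 0 were found.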

How the results depend on the processing

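Counts of called genes, named genes, lists, distances and chromosome shifts were worked out again under those alternatives of the processing summary that were set for each kind of result. The runs on chromosomes 3 and 11 were worked out again under 3 settings alone, without the block or leaving out libraries, and Ptch1, Gli1, Hhip, Mtap4, the reads of Gata4, the relabellings and the guide's sites under no alternative. For every change given here the cause was not tested.

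In mESCs 64 called genes became 164 without the filter on low values, 1 in a fit of the mESC libraries alone and 42 with libraries scaled to the same sum. At day 9, 809 became 1221 without the filter and 1377 in a fit of day 9 libraries alone. In NSCs 729 became 58 in a fit of NSC libraries alone. The joint fit took 1 variance per gene over all groups, but the spread differed between stages. The SD of deviations from the group mean was 0.223 to 0.306 in mESC libraries, 0.187 to 0.220 at day 9 and 0.216 to 0.379 in NSCs. Pooling can thus make SEs too small in mESCs and NSCs and too large at day 9. The counts moved that way, so the 64 and 729 calls depend on the pooled variance. Asking for a log2 fold change of at least 1 left 20, 196, 309 and 214 genes for the 4 stages and 2657, 4042 and 4789 for WT day 7, day 9 and NSCs against WT mESCs. For the interaction, 324 genes at day 9 became 165 with a pseudocount of 0.1 and 537 without the filter, and 274 in NSCs became 57 in a fit of the groups concerned alone and 175 with a log2 fold change of at least 1. Scaling to the same sum gave 2 genes called in all 4 stages in place of 1. It also moved the share of called genes that were higher in KO cells from 38.6% to 22.7% at day 9 and from 42.2% to 54.4% in NSCs, and for the interactions from 49.4% to 36.4% (day 9) and from 50.4% to 61.7% (NSCs); the median log2 fold change of KO against WT moved by -0.10 at day 9 and 0.05 in NSCs. Median-ratio factors lay between 1.005 and 1.022 and changed little.

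With the replicate number as a block, fitted to the compared groups alone, mESCs had 6 called genes, NSCs 12 and the interaction for NSCs 34. Fits of the same groups alone without the block called 1, 58 and 57. Most of the fall from 64, 729 and 274 was thus there without the block, which added calls in mESCs. The deviations of same-numbered WT and KO libraries went together in mESCs and NSCs. They did not at day 7 (0.10, 0.08 and 0.04) or day 9 (0.02, 0.03 and -0.11). There the block gave 519 and 1131 genes, against 452 and 1377 without it in fits of the same groups alone. Spink3 (adjusted p 0.264) and Nkx2-9 (0.0529) were not called with the block at day 7. Blocked list tests kept their mean log2 fold changes (endoderm -2.06, mesoderm -2.02 and neurectoderm 0.61 at day 7, neurectoderm 0.73 and protocadherins 0.84 at day 9), with adjusted p from 0.399 to 0.490 in fits of 6 libraries.

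Leaving out 1 library at a time gave 20 (without replicate 3 of KO mESCs) to 112 (without replicate 2 of WT mESCs) called genes in mESCs, 273 (replicate 2 of WT day 7) to 521 (replicate 1) at day 7, 449 (replicate 2 of WT day 9) to 752 (replicate 1) at day 9 and 406 (replicate 3 of KO NSCs) to 1352 (replicate 1 of WT NSCs) in NSCs. The interactions gave 119 to 253, 181 to 360 and 146 to 607, and genes called in all 4 stages 1 to 3. For WT day 7, day 9 and NSCs against mESCs the counts stayed at 6422 to 7095, 8088 to 8626 and 8678 to 9201.

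Markers called between KO and WT cells numbered 2 at day 7 in place of 4 with a pseudocount of 0.1, and at day 9 2 in place of 4 with that pseudocount, 7 with the block and 2 with scaling to the same sum. In NSCs, where 2 were called, 0 were called in a fit of NSC libraries alone, 1 with plain eBayes, 0 with the block and 0 with scaling to the same sum. Leaving out a library gave 0 to 1 in mESCs, 0 to 4 at day 7, 1 to 5 at day 9 and 0 to 2 in NSCs. Markers called against mESCs in WT cells then numbered 11 to 12, 12 to 14 and 13 to 14 of 14. With scaling to the same sum 12 of 14 were called in WT NSCs, where Col4a1 (adjusted p 0.207) and Sox2 (0.0527) lost the call. With the block Col4a1 lost it as well. With scaling to the same sum Vim in KO day 7 cells against KO mESCs also lost the call (0.256).

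Among named genes, Vim at day 9 changed sign with scaling to the same sum (-0.00163, from 0.11), and so did Snai1 in KO day 9 cells against KO mESCs (0.16, from -0.00849). Without single libraries the sign changed for genes with a small log2 fold change between KO and WT cells: Nanog in mESCs -0.15 to 0.0580, Nanog in day 7 -0.0484 to 0.45, Nanog in NSCs -0.12 to 0.29, Fgf4 in NSCs -0.0748 to 0.0162, Fabp7 in mESCs -0.30 to 0.14, Fabp7 in day 7 -0.28 to 0.19, Nes in mESCs -0.27 to 0.0414, Nes in NSCs -0.55 to 0.17, Pax6 in mESCs -0.14 to 0.0315, Zfp521 in mESCs -0.0316 to 0.0608, Zfp521 in NSCs -0.11 to 0.12, Meox1 in mESCs -0.48 to 0.20, Pcdhb2 in mESCs -0.11 to 0.00. Against mESCs it changed for Olig2 (-0.31 to 0.32) and Col4a1 (-0.0302 to 0.44) in WT day 7 cells and for Snai1 in KO day 7 (-0.12 to 0.26) and KO day 9 cells (-0.21 to 0.14). Of 135 named results that were called, 110 kept the call in every fit without 1 library and 25 lost it in at least 1. Over all named results and the other alternatives, 1100 values were the same, 70 weaker, 16 stronger and 2 of the other sign.

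List results changed sign for the mesoderm list in mESCs without the filter (-0.0100), protocadherins in mESCs with a pseudocount of 0.1 (-0.0360), and imprinted genes in NSCs with a pseudocount of 0.1 (0.00422), without the filter (0.000709) and with scaling to the same sum (0.0375), all close to 0 in the first place (-0.00093 for the last). Calls were lost for the endoderm list at day 7 without the filter (-0.94, adjusted p 0.0834) and for the neurectoderm list at day 7 with a pseudocount of 0.1 (0.65, 0.0768) and without the filter (0.51, 0.0617). Calls were gained with fry for imprinted genes in mESCs (-0.19, 0.0499), at day 7 (-0.22, 0.0138) and at day 9 (-0.25, 0.00343), for protocadherins at day 7 (0.40, 0.00445) and in NSCs (0.38, 0.00807), for Hox genes at day 7 (-0.67, 0.0142), for the endoderm list at day 9 (-0.83, 0.0142) and in NSCs (0.45, 0.0202), and for the mesoderm list at day 9 (-1.11, 0.00564). The preset correlation of 0.01 gave adjusted p of 0.0230 for imprinted genes in mESCs, 0.000482 for Hox genes in mESCs (0.29), 1.04e-06 for protocadherins and 1.21e-06 for Hox genes at day 7, 0.0281, 0.00188, 0.00568 and 0.00409 for endoderm, mesoderm, imprinted and Hox genes (-0.47) at day 9, and 0.0284 and 0.000878 for endoderm genes and protocadherins in NSCs. Protocadherins at day 7 were also called with a pseudocount of 0.1 (1.61, 0.00089).

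Without single libraries the mean log2 fold changes of lists ranged from -0.20 to 0.0177 for endoderm and -0.0212 to 0.14 for mesoderm in mESCs, 0.53 to 0.71 for neurectoderm at day 7 (called in 4 of 6 fits, highest adjusted p 0.0679), -1.44 to -0.86 for mesoderm (called in 1 of 6, 0.0420), 0.62 to 0.88 for neurectoderm (4 of 6, highest 0.0814) and -0.29 to -0.21 for imprinted genes (1 of 6, 0.0420) at day 9, and -0.0337 to 0.11 for mesoderm, 0.24 to 0.54 for protocadherins (1 of 6, 0.0216) and -0.0511 to 0.0672 for imprinted genes in NSCs.

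Jensen-Shannon distances of WT to KO group means depended on the scale. For mESCs, day 7, day 9 and NSCs they were 0.0921, 0.101, 0.0999 and 0.0986 with a pseudocount of 0.1, 0.0465, 0.0617, 0.0625 and 0.0627 for genes with a mean FPKM of at least 1, and 0.0389, 0.0476, 0.0489 and 0.0454 with base 10 entropy. Without the log they were 0.0529, 0.0704, 0.0906 and 0.0885, and with the log of the group mean FPKM, chosen after the values were seen, 0.0756, 0.0907, 0.0923 and 0.0865. The join of mESCs was 0.267 without the log, 0.263 with a pseudocount of 0.1, 0.251 for genes with a mean FPKM of at least 1, 0.152 with base 10 entropy and 0.229 with average linkage. Without single libraries the distances were 0.0735 to 0.0803, 0.0875 to 0.0954, 0.0885 to 0.0985 and 0.0848 to 0.0897, and the join of mESCs 0.276 to 0.281. Of the chromosome shifts, that of chromosome 10 in WT day 7 and day 9 cells against WT mESCs moved, to 0.0794 to 0.101 and 0.0743 to 0.0894 without single libraries, and no other alternative moved any.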

Differences from the paper's values

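The paper states that the deletions lie on exon 3 of Smchd1. The guide's site lies in exon 5 of 48 in both coding transcripts of 48 exons in the annotation used here (paper 3, here 5). The annotation and the numbering the authors used are not stated, and none of the alternatives set in advance applies to it.

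The WT to KO distances drawn in the dendrogram of the paper are about 0.076 for mESCs, about 0.091 for day 7, about 0.093 for day 9 and about 0.087 for NSCs in Supplementary Fig. 1e, read by eye. Here they are 0.0708, 0.0868, 0.0890 and 0.0827, close to the paper's. With the log of the group mean FPKM in place of the mean of the logs, an alternative chosen after the values were seen, they are 0.0756, 0.0907, 0.0923 and 0.0865, nearer to the paper's in all 4 stages. Of the alternatives set in advance, leaving out replicate 2 or 3 of KO mESCs gives 0.07597 and 0.0758 for mESCs, and leaving out replicate 2 of KO day 7 cells 0.09103 for day 7. The order of the last joins differs. In the paper's dendrogram mESCs join day 7 and day 9 cells at about 0.24, and NSCs join last, together with MEFs, at about 0.30, again read by eye. Here mESCs join last, at 0.276. With FPKM not logged, an alternative set in advance, NSCs are parted first (0.333) and mESCs join day 7 and day 9 cells at 0.267, the order of the paper's figure. CBMS1 cells, EpiSCs and MEFs, which the paper's dendrogram includes, were not analysed here, and whether they change the order was not tested.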

Other observations

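Of these tests, the search for runs of genes was chosen only after the gene tables were seen, the value of Hhip without the filter after its missing value was seen, and the tests of a rise of imprinted and Hox genes as a set with fry after their values were seen.

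KO day 9 cells had less Isl1 and more Msx3, Gsx1 and Zic1 than WT day 9 cells. Weaker Sonic hedgehog signalling in KO day 9 cells is a possible explanation, tested on Ptch1, Gli1 and Hhip. Ptch1 was 27.8 ± 9.63 against 61.3 ± 6.68 FPKM (log2 fold change -1.17, SE 0.24, adjusted p 0.00294), and Gli1, whose locus overlaps Arhgap9, 6.02 ± 3.16 against 18.8 ± 1.69 (-1.59, SE 0.30, 0.00117). Hhip, with a mean FPKM of 0.575, was not among the tested genes, and in the fit of 18156 genes without the filter it was 0.338 ± 0.294 against 2.14 ± 0.374 (-1.24, SE 0.17, 3.99e-05). At day 7 Ptch1 (-2.00, 1.56e-05) and Gli1 (-3.00, 1.15e-06) were lower in KO cells and Hhip was not called (-0.29, 0.517). The explanation cannot be told apart from a different mixture of cell types in the aggregates, since Ptch1 and Gli1 also mark ventral cells. Staining of single aggregates for Isl1 and Msx3 could separate them.

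Cutting by the nuclease at its near match in Mtap4 could change genes in the KO line without SmcHD1. Mtap4 had a log2 fold change of 0.0439 (SE 0.10) in mESCs, -0.26 at day 7 (adjusted p 0.189), -0.16 at day 9 (0.453) and -0.00426 in NSCs. A small deletion need not lower the mRNA, so the 0.0439 keeps this open, and sequencing the site would settle it.

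Imprinted genes and Hox genes, which published work links to SmcHD1, were tested as lists. Imprinted genes stood at -0.19 in mESCs (camera adjusted p 0.144; H19 and Sgce, -0.74, 0.382, led), -0.22 at day 7 (0.165; Plagl1 (-2.17, 8.59e-06) and Peg3 (-1.45, 0.000323)), -0.25 at day 9 (0.0723; H19 (-1.80, 0.00511) and Igf2 (1.55, 3.08e-05)) and -0.00093 in NSCs (0.574; Nnat (-2.44, 2.35e-06) and Grb10 (1.07, 0.00279)). Hox genes stood at 0.29 in mESCs (0.257; Hoxa7 and Hoxa9, 1.49, 0.0190), -0.67 at day 7 (0.157; Hoxb9 (-2.25, 0.00107) and Hoxd3 (-1.71, 0.00386)), -0.47 at day 9 (0.365; Hoxd3 (-2.43, 6.13e-05) and Hoxb9 (-2.22, 0.000731)) and 0.31 in NSCs (0.574; Hoxd8 and Hoxd9, 2.47, 8.47e-06). The call of Hoxa9 was lost in 4 of 6 fits without 1 library, in a fit of mESC libraries alone and with a pseudocount of 0.1 (0.0184 to 0.712 over the alternatives). Fitted with day 7 libraries alone, Hoxb9 and Hoxd3 were not called (4.16e-05 to 0.0565 and 0.000138 to 0.0747), Hoxd3 also with the block, and at day 9 H19 and Igf2 were not called with the block (0.00371 to 0.103 and 2.80e-05 to 0.0615). The values argue against a rise of imprinted genes as a set at day 7 and day 9, where the list was lower with fry (adjusted p 0.0138 and 0.00343; 3 higher and 4 lower at day 7 and 1 higher and 8 lower at day 9 called singly), and against a rise of Hox genes as a set at day 7 (0.0142; 0 higher and 6 lower). In mESCs the imprinted genes were lower too (fry 0.0499). A loss of SmcHD1 that raises single imprinted genes, such as Igf2 at day 9, or single Hox genes, such as Hoxd8 in NSCs, is a possible explanation of those changes that stays open, because it need not raise a list as a set. A rise as a set stays open too for Hox genes in mESCs and NSCs and for imprinted genes in NSCs. With fry, the test that showed the fall, imprinted genes in NSCs had 0.419 and Hox genes 0.164 in mESCs (3 called higher and 0 lower) and 0.255 in NSCs, none called. With the preset correlation of 0.01 the rise of Hox genes in mESCs was called (0.000482), where the estimated correlation was 0.332. The falls at day 7 and day 9 were not called with camera and the estimated correlation.

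Clustered protocadherins stood at 0.01 in mESCs (camera adjusted p 0.847; Pcdhb2, -0.07, 0.987), 0.40 at day 7 (0.0723; Pcdhb2 (0.85, 0.00655) and Pcdhb11 (0.64, 0.0440)) and 0.38 in NSCs (0.165; Pcdhb5 (1.36, 1.62e-05) and Pcdhb10 (0.92, 0.0389)). The call of Pcdhb11 at day 7 was lost in 6 of 6 fits without 1 library (highest adjusted p 0.193), with the block and with scaling to the same sum (adjusted p over the alternatives 0.000252 to 0.0832), and that of Pcdhb10 in NSCs in 4 of 6 fits (0.157). With fry the lists of day 7 (0.00445) and NSCs (0.00807) were called, in the same direction as at day 9. With the replicate block, Pcdhb5 and Pcdhb10 in NSCs had adjusted p of 0.0637 and 0.261, and Grb10, Nnat, Hoxd9, Trf and Zic1 in NSCs 0.0829, 0.0754, 0.0519, 0.0829 and 0.0546. Hoxa9 in mESCs had 0.0512. A fit of NSC libraries alone also ended the calls of Pcdhb5, Pcdhb10 and Trf (6.78e-06 to 0.0691, 0.0377 to 0.442 and 0.000269 to 0.142 over the alternatives), and a pseudocount of 0.1 that of Pcdhb10.

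The other lists' leading members in mESCs and NSCs were Rbp4 (-0.40, 0.909) and Lrp2 (-0.36, 0.713) for endoderm, T (0.59, 0.846) and Meox1 (-0.16, 0.997) for mesoderm and Neurog1 (0.59, 0.576) and Hesx1 (-0.32, 0.889) for neurectoderm in mESCs, and Trf (1.59, 0.000445) and Foxa2 (1.25, 0.0746), Twist1 (0.41, 0.642) and T (-0.33, 0.797) and Zic1 (2.23, 7.16e-06) in NSCs.

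Outside the runs on chromosomes 3 and 11, 43 genes were called in mESCs, 400 at day 7, 759 at day 9 and 643 in NSCs, so most calls between KO and WT cells lie elsewhere. No chromosome of 19 had a KO to WT shift of 0.2 or more. Shifts outside 95% of random lists were found for 4 chromosomes in mESCs, 9 at day 7, 5 at day 9 and 3 in NSCs. Between WT day 7 or day 9 cells and WT mESCs the largest shift was that of chromosome 10, 0.0951 and 0.0843. Under other settings the run on chromosome 3 kept its size in mESCs (-0.46 with a mean FPKM of at least 1, -0.57 with a pseudocount of 0.1, -0.52 with scaling to the same sum), and so did that on chromosome 11 in NSCs (-0.29, -0.33 and -0.31).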
